# Loss of PRC2 subunits primes lineage choice during exit of pluripotency

**DOI:** 10.1038/s41467-021-27314-4

**Published:** 2021-11-30

**Authors:** Chet H. Loh, Siebe van Genesen, Matteo Perino, Magnus R. Bark, Gert Jan C. Veenstra

**Keywords:** Histone post-translational modifications, Gene silencing

## Abstract

Polycomb Repressive Complex 2 (PRC2) is crucial for the coordinated expression of genes during early embryonic development, catalyzing histone H3 lysine 27 trimethylation. Two distinct PRC2 complexes, PRC2.1 and PRC2.2, contain respectively MTF2 and JARID2 in embryonic stem cells (ESCs). In this study, we explored their roles in lineage specification and commitment, using single-cell transcriptomics and mouse embryoid bodies derived from *Mtf2* and *Jarid2* null ESCs. We observe that the loss of *Mtf2* results in enhanced and faster differentiation towards cell fates from all germ layers, while the *Jarid2* null cells are predominantly directed towards early differentiating precursors, with reduced efficiency towards mesendodermal lineages. These effects are caused by derepression of developmental regulators that are poised for activation in pluripotent cells and gain H3K4me3 at their promoters in the absence of PRC2 repression. Upon lineage commitment, the differentiation trajectories are relatively similar to those of wild-type cells. Together, our results uncover a major role for MTF2-containing PRC2.1 in balancing poised lineage-specific gene activation, whereas the contribution of JARID2-containing PRC2 is more selective in nature compared to MTF2. These data explain how PRC2 imposes thresholds for lineage choice during the exit of pluripotency.

## Abstract (web summary)

Polycomb Repressive Complex 2, an important regulator of embryonic development, exists in two configurations, PRC2.1 and PRC2.2. Here the authors dissect the functional contributions of these two PRC2 subunits and observed complex-specific alterations in the cell state of pluripotent and early differentiating cells.

## Introduction

During early stages of mammalian development, the epiblast receives both inductive and repressive cues to precisely regulate the exit of pluripotency and the onset of differentiation. These cues, especially signaling morphogens, pattern the embryo, establish the body axes, and specify lineages through dynamic and temporal gradients, eventually producing different cell types from the distinct embryonic germ layers (endoderm, mesoderm, and ectoderm)^1–3^. To do that efficiently, pluripotent inner cell mass and embryonic stem cells (ESCs) derived from them, employ a multitude of highly conserved genetic mechanisms to repress or activate the genes in a spatially and temporally controlled fashion.

Polycomb Repressive Complex 2 (PRC2) is one of the key transcriptional repressors in ESCs. It methylates lysine 27 of histone H3 (H3K27me3), marking the chromatin for compaction, and repressing target genes together with polycomb repressive complex 1 (PRC1)^4–8^. In ESCs, specific lineage and differentiation genes like *Brachyury*, *Otx2*, and *Gata1/2* are repressed by PRC2 during pluripotency^9–12^. In addition, PRC2 represses ectopic expression of lineage-specific genes, which is thought to stabilize lineage commitment. The core components of PRC2 include the catalytic proteins EZH1/2, EED, SUZ12, and RBBP7/4^13,14^. In recent years, a number of accessory subunits have been found at sub-stoichiometric levels^15–19^. This led to a classification of two distinct PRC2 subcomplexes. PRC2.1 consists of the core together with one of the Polycomblike proteins (PHF1, MTF2, or PHF19) and EPOP, whereas PRC2.2 contains the core subunits with JARID2 and AEBP2. MTF2 recruits PRC2.1 to unmethylated CpG-rich DNA^15,16^. Its significance in mESCs was underscored by the relatively strong genome-wide reduction of PRC2 binding and H3K27me3 enrichment upon the loss of *Mtf2*^15,20–22^. In PRC2.2, JARID2 can bind DNA and also nucleosomes through recognition of ubiquitylated histone H2A (H2Aub119), a modification catalyzed by polycomb repressive complex 1 (PRC1)^23,24^. In addition, RNA is also important for the recruitment of PRC2. The association with RNA inhibits its binding to chromatin at non-target locations, thereby contributing to the proper targeting of PRC2 to developmental control genes^25,26^.

While much work has been done to unravel the molecular mechanisms of PRC2 recruitment in embryonic stem cells, little is known about how the PRC2 subcomplexes affect the exit of pluripotency. In mouse ESCs, the PRC2 core subunit genes *Suz12*, *Eed*, and *Ezh2* are not required for naïve pluripotency, but they are required for the maintenance of pluripotency in the primed state^27^ and for specification toward early precursors such as the primitive endoderm^28^. This presents a question of how PRC2 is regulating the exit of pluripotency, and more specifically, how it affects lineage choice. Furthermore, *Mtf2* and *Jarid2* mutants further revealed the requirement for accessory subunits during embryonic development, with mutants experiencing embryonic lethality (before E15.5 for *Mtf2* and E18.5 for *Jarid2* mutants)^29,30^.

In this study, we explored how PRC2.1 and PRC2.2 mutant mESCs behaved during differentiation. Using single-cell transcriptomic analyses of mouse embryoid bodies (EBs), we observe that the *Mtf2* mutant cells differentiated faster into all germ layers, while the *Jarid2* mutants are delayed and predominantly give rise to early differentiating precursors, at the expense of mesendodermal cells. Intriguingly, we find that MTF2 represses key lineage-specific transcription factors and signaling genes which are inherently poised for activation in wild-type undifferentiated cells. With the loss of MTF2, their transcript levels and promoter H3K4me3 modifications are increased, whereas H3K27me3 is decreased, allowing for rapid induction of lineage specification genes. Loss of JARID2 derepresses a partially different and functionally more selective set of genes. As shown in directed differentiation experiments, this leads to a stronger induction of lineage-specific gene expression in mesoderm and endoderm progenitors, while still allowing alternative lineages to be repressed.

Together, our results outline a critical role of PRC2.1 (MTF2) in controlling the threshold of lineage gene activation by maintaining repression on key lineage transcription and signaling factors, and therefore modulating the state of promoter bivalency. Furthermore, the single-cell resolution of EB differentiation reveals differences in lineage potency upon the loss of PRC2.1 and PRC2.2, which is linked to their effects on H3K27 methylation and derepression of specific genes, uncovering their roles during the exit of pluripotency.

## Results

### Embryoid bodies of PRC2 mutant ESCs differentiate to cell types across all germ layers

Previously, we and others have observed differences in core PRC2 recruitment between the loss of MTF2 (PRC2.1 mutant) or JARID2 (PRC2.2 mutant) in mESCs^15,22,31^. This potentially affects the repression of key lineage transcription factor genes, for example *Otx2*, where EZH2 binding was dramatically reduced in the *Mtf2* null compared to the *Jarid2* null or wild-type cells (Fig. 1a).

**Fig. 1:**
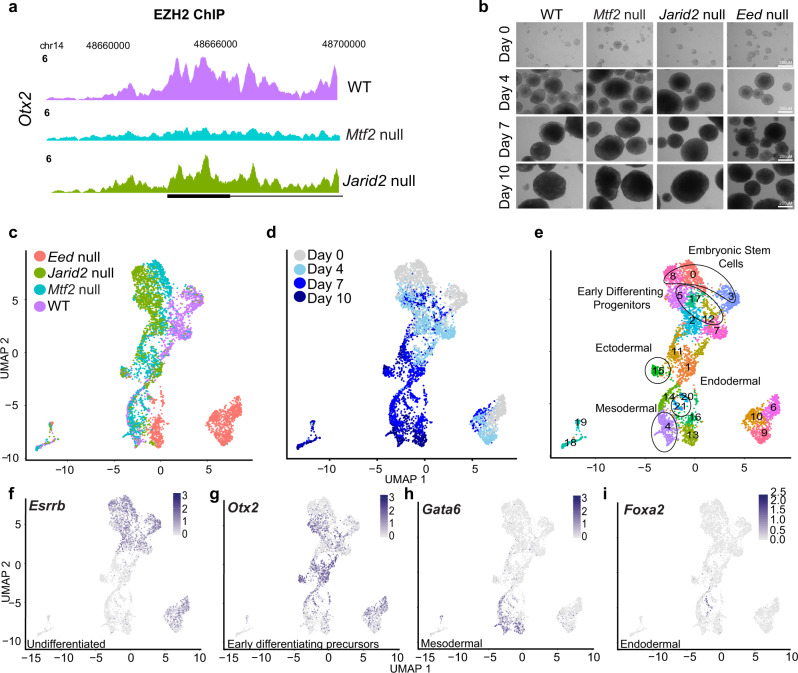
Embryoid bodies of PRC2 mutant ESCs yield a multitude of cell types across different germ layers. **a** EZH2 ChIP peak profiles of gene *Otx2* for WT, Mtf2 null, and *Jarid2* null cells. Peaks were RPKM normalized and scaled across backgrounds. **b** Phase-contrast of Embryoid Bodies from different background and time point of differentiation. Each differentiation time point and background were performed in replicates. **c**, **d** Single-cell UMAPs of 4949 cells over all backgrounds and time points. **e** Single-cell UMAP of cells colored by predicted clusters. **f**–**i** Feature maps of selected lineage genes, color intensity based on normalized expression of individual gene.

We wondered how such a loss of PRC2 subunits affects the exit of pluripotency and early germ layer differentiation. 

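Embryoid bodies (EBs) are aggregates in which embryonic stem cells differentiate without added lineage-directing factors. They were grown from wild-type (WT) E14 cells and from Mtf2 null, Jarid2 null, and Eed null cells, and single live cells were sorted into the wells of 384-well plates. The SORT-seq protocol used to prepare the libraries tags each captured mRNA molecule with a unique molecular identifier (UMI), so that UMIs count molecules rather than amplified copies. There was 1 library of 384 wells for each of the 4 genotypes at each of days 0, 4, 7, and 10, which makes 16 libraries. The spread between cultures was therefore not measured, and no test, standard error, or number of changed genes between genotypes is given for the single cells. The authors counted UMIs per gene against GRCm38, removed cells with few genes, and clustered the kept cells, and the values they deposited are whole UMI counts without normalization. They list 15830 genes in 4949 cells together with the cluster of each cell. The kept cells had between 1143 and 105019 UMIs, with a median of 6650, and libraries held between 202 and 347 kept cells with a median of 4997 to 10603 UMIs per cell. Of the 6144 wells in all libraries, 5343 had UMIs on at least 500 genes. Counts of cells are given as shares with 95% Clopper-Pearson intervals, which cover counting error only. Where no cell had a UMI of a gene, the limit given is the share that 3 cells would make. For a share of cells with a UMI of a gene, each cell was also thinned at random to 2500 UMIs and cells with fewer UMIs were left out, since a deeper cell is more likely to show a UMI. The targeted genes were read first. Mtf2 (ENSMUSG00000029267) lies on chromosome 5 of GRCm38 from 108065674 to 108109004 and had 56.3 UMI CPM (UMI counts scaled to the same total in every group of cells) in Mtf2 null cells at day 0, against 793 in WT cells. Jarid2 (ENSMUSG00000038518, chromosome 13 from 44729474 to 44921643) had 146 UMI CPM in Jarid2 null cells, against 594 in WT cells. Eed (ENSMUSG00000030619, chromosome 7 from 89954654 to 89980983) had 11.5 UMI CPM in Eed null cells, against 478 in WT cells. Hprt was at 3.35 UMI CPM in WT cells at day 0, against 618, 653, and 537 in Mtf2 null, Jarid2 null, and Eed null cells. The WT line may thus differ from the mutant lines in origin. Differences between WT and mutant single cells may include this.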

To untangle the heterogeneity and track the differentiation lineage potential of these mutants over a broad range of cell fates, we performed mouse embryoid body (EB) differentiation (Fig. 1b) and captured the transcriptomes of over 5400 single cells, encompassing different genetic backgrounds (wild-type, *Mtf2* null, *Jarid2* null, and *Eed* null cells) and time points (day 0–10) during differentiation (Fig. 1c, d). Phenotypically, we did not observe any stark differences in shapes and sizes of differentiated EBs between the different genetic backgrounds (Fig. 1b). After stringent quality checks for outliers and dropouts (cells with little or no mRNA recovered), the remaining cells (4949) were normalized for differences in sequencing depth and batch variation (see the “Methods” section), clustered using the Louvain method for community detection, and projected in a two-dimensional space using the Uniform Manifold Approximation and Projection (UMAP) method for dimension reduction (Fig. 1c–e).

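Of the kept cells, 1201 were WT, with a median of 6242 UMIs per cell. There were 1343 Mtf2 null cells with a median of 7182, 1224 Jarid2 null cells with a median of 6518, and 1181 Eed null cells with a median of 6454. The authors' assignment of these cells to 22 clusters was used as deposited.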

Clear differences were observed between the different Polycomb mutants during differentiation, particularly between the *Eed* (core PRC2 subunit) null cells and the rest (Fig. 1c). 

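RNA was sequenced in bulk, as paired-end reads of 75 bp, from undifferentiated cells at day 0 and from EBs at days 2, 4, and 7. The authors set each mutant against a WT line that they call genetically matched, Pcl1-3 WT for Mtf2 null, JM8 for Jarid2 null, and J1 for Eed null. The authors estimated reads per gene with Salmon and deposited counts that DESeq2 had divided by a size factor for each of 46 columns, over 26007 genes. Every line and day had 2 columns except Eed null and J1 at day 0, which had 1. The authors list 1 sample per line and day, so its columns were averaged as 1 sample, which gives 24 samples, although they also state that bulk RNA-seq was done in duplicate. The 2 columns differed by 1.05 to 1.13 times the sampling noise where they shared a library number, as in the 3 lines compared at day 0, and by 1.26 to 5.34 times where the library numbers differed, as at days 2 and 4. Columns with different library numbers may be separate libraries, and the spread between them was not used. Reads were recovered from 45 columns, each value lying within 0.02 of a whole number after multiplication by the size factor, and came to between 3005707 and 22944105 per column. The remaining column, of the day 0 library labelled Mtf2 null, allowed no recovery. Bulk levels are given in CPM (reads scaled to library size) after TMM scaling in edgeR. In the libraries labelled Mtf2 null, Mtf2 was at 324, 227, 232, and 166 CPM at days 0, 2, 4, and 7, against 413, 433, 316, and 385 CPM in Pcl1-3 WT cells, and the lowest day 0 level, 129 CPM, was in the library labelled Jarid2 null. Jarid2 was at 603, 676, 247, and 223 CPM in the libraries labelled Jarid2 null, against 507, 636, 272, and 322 CPM in JM8 cells. Eed was at 109, 205, 107, and 58.8 CPM in the libraries labelled Eed null, against 103, 246, 78.5, and 52.9 CPM in J1 cells. Of 163 genes that parted the libraries labelled Mtf2 null and Jarid2 null at each of days 2, 4, and 7, 160 were reversed between the same labels at day 0. The mutant samples of this experiment are therefore called the libraries labelled Mtf2 null, Jarid2 null, or Eed null, and every direction drawn from them rests on those labels. Hprt was at 0.454, 0.541, and 0.0736 CPM at days 2, 4, and 7 in the libraries labelled Jarid2 null. Single Jarid2 null cells had 653 UMI CPM of Hprt at day 0, so whether these libraries are Jarid2 null is open.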

To examine the cellular phenotypes of the mutants and their matched wild-type cells in more detail, we performed bulk RNAseq on EB differentiation (Supplemental Fig. 1). 

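With the 4 days as a block, limma compared the libraries of each label with its WT line over days 0, 2, 4, and 7 on log2 CPM values with a prior count of 2, for genes with at least 1 CPM in 4 samples. At a Benjamini-Hochberg adjusted p under 0.05, 1192 of 14122 genes differed for the label Mtf2 null, 698 higher and 494 lower. For the label Jarid2 null 2195 genes differed, 1074 higher and 1121 lower, and for the label Eed null 1489 differed, 778 higher and 711 lower. Eno1b, picked after its values were seen, was at 403 CPM at day 2 in the library labelled Mtf2 null and 0.971 CPM in Pcl1-3 WT cells, and at 1830 CPM in the library labelled Jarid2 null and 3.88 CPM in JM8 cells, so these counts may include differences between lines of another origin. The limma counts rest on 4 pairs of samples. Without day 0 they were 1121 and 1982 for the labels Mtf2 null and Jarid2 null. For the label Mtf2 null they fell to 444 without day 2, 321 without day 4, and 482 without day 7. For the label Jarid2 null they fell to 1061 without day 2, 445 without day 4, and 520 without day 7, and for the label Eed null to 16 without day 0, 7 without day 2, 317 without day 4, and 17 without day 7. Among the alternatives that kept all days, leaving out the block for the day moved them most, to 241, 142, and 17 genes for the labels Mtf2 null, Jarid2 null, and Eed null.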

During differentiation strong differences are observed between the lines. The undifferentiated *Eed* null cells show a large number of strongly upregulated genes, which tend to be less upregulated in *Jarid2* null cells, whereas *Mtf2* null cells show relatively strong deregulation of a partially overlapping set of genes (Supplemental Fig. 1a). 

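At day 0 there was 1 sample per line, so no test was made and a gene was counted when its log2 ratio to its WT line was above 2 in size, with a CPM of at least 1 in either sample. In the library labelled Eed null, 996 genes passed these limits against J1 cells, 617 higher and 379 lower. The WT lines JM8 and Pcl1-3 WT differed from each other at 228 genes by the same limits, 65 higher and 163 lower in JM8. A log2 limit of 1 gave 3819 genes for the library labelled Eed null. Hand1 (ENSMUSG00000037335, chromosome 11 from 57828705 to 57832818), which encodes a transcription factor of mesodermal lineages, had a log2 ratio of 5.80 in the library labelled Eed null and of 5.62 in the library labelled Jarid2 null. Its log2 ratio in the library labelled Mtf2 null was 0.21.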

We have used this data to compare with the single-cell transcriptomic profiles and characterize their differentiation characteristics (see below).

The two-dimensional UMAP representation of the single-cell data generally reproduces the temporal order of differentiation, with the early and late time points relatively more to the top and to the bottom of the graph, respectively (Fig. 1d). The pluripotency markers *Esrrb* and *Nanog* were expressed in cell clusters corresponding to early time points, whereas lineage-specific markers were expressed at later time points (Fig. 1f–i; Supplemental Fig. 2c–f). 

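Esrrb (ENSMUSG00000021255) lies on chromosome 12 from 86361117 to 86521628 and Nanog (ENSMUSG00000012396) on chromosome 6 from 122707489 to 122714633. In the clusters that held most day 0 cells of Mtf2 null, WT, and Jarid2 null, numbers 0, 3, and 8 in that order, Esrrb reached 206, 239, and 174 UMI CPM and Nanog 268, 217, and 250. In cluster 4, whose WT, Mtf2 null, and Jarid2 null cells came from days 7 and 10, Esrrb was at 5.04 and Nanog at 17 UMI CPM. Without thinning, a Nanog UMI was found in 75.9%, 70.7%, and 75.5% of the cells of clusters 0, 3, and 8, at median depths of 9972, 8485, and 10060 UMIs, and in 5.86% of cluster 4 cells at a median of 6137 UMIs. Nanog was also read in clusters with cells of later days, at 216 UMI CPM in cluster 12, 278 in cluster 5, and 391 in cluster 17.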

Generally, the undifferentiated ES cells of different genotypes occupy distinct clusters, but some of these cells converge into mixed genotype clusters upon differentiation (Fig. 1c, Supplemental Fig. 2a, b). This is most dramatically observed for *Eed* null cells, which cluster quite differently from the rest of the cells. Clusters 9, 10, 13, and 16, mainly *Eed* null cells, appear to be restricted in differentiation (Fig. 1e; bottom right region of UMAP) and do not share a similar path compared to the WT cells and other PRC2 subunit mutants in both early and late stage differentiation. 

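Cluster 9 held 257 Eed null cells and 1 other cell, and all 244 cells of cluster 10 were Eed null. Eed null cells made up 87.2% of cluster 13 and 91.8% of cluster 16. Most Eed null cells of cluster 9, 217 of them, came from day 4, while cluster 10 drew 83 from day 4 and 126 from day 7. Cluster 13 held 32 Eed null cells from day 7 and 165 from day 10, and cluster 16 held 112 from day 7 and 9 from day 10. Each genotype and day was a single library, so a cluster made up mostly of cells from 1 library may also be a mark of that library.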

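Cluster 3 held 311 WT cells, 10 Mtf2 null cells, and 14 Jarid2 null cells, and 307 of its WT cells came from day 0. In cluster 8 there were 250 Jarid2 null cells, 223 of them from day 0, 15 Mtf2 null cells, and 0 WT cells. Cluster 0 consisted of 334 Mtf2 null cells, 302 of them from day 0, 48 Jarid2 null cells, and 3 WT cells. Each genotype had a single day 0 library, so what sets these clusters apart cannot be separated from what sets those libraries apart.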

Compared to these cells, the transcriptomes of *Mtf2* null and *Jarid2* null ES cells exhibit smaller differences with WT ES cells, but still form genotype-specific clusters when not differentiated (clusters 3, 8, and 0 for, respectively, wild type, *Mtf2* null, and *Jarid2* null cells). In the *Mtf2* null, *Jarid2* null, and WT EBs, the cells pass through largely genotype-specific clusters with early differentiation intermediates (respectively, cluster 12, 5, and 17), after which they tend to converge into mixed genotype differentiated clusters (Fig. 1c, d, Supplemental Fig. 2a).

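Cluster 12 held 208 WT cells, 15 Mtf2 null cells, and 5 Jarid2 null cells. Cluster 5 held 251 Jarid2 null cells, 63 Mtf2 null cells, and 1 WT cell, and cluster 17 held 100 Jarid2 null cells, 25 Mtf2 null cells, and 0 WT cells. Cluster 7, which held 278 WT cells, 9 Mtf2 null cells, and 3 Jarid2 null cells, drew 224 of its WT cells from day 4. Among the mixed clusters, cluster 1 held 51 WT, 167 Mtf2 null, and 117 Jarid2 null cells, and cluster 4 held 122 WT, 159 Mtf2 null, and 40 Jarid2 null cells.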

To assist a systematic analysis of differentiation potential in relation to the loss of PRC2 subunits, we annotated each of the 22 clusters in our dataset using Anatomy Ontology^32^ and used this in combination with matches to cell types in the recently published Mouse Cell Atlas^33^ (“Methods”; Supplemental Fig. 3a, b). We then grouped cell clusters into the germ layers for downstream analyses (Supplemental Fig. 3c). The EBs produce a rich diversity of cell lineages of all three germ layers. For example, cluster 4 consisted of cells resembling the lateral mesoderm lineage (e.g., heart and pericardium, mesenchyme, hematopoietic progenitors), expressing high levels of cardiac markers such as *Gata6*, *Tbx20*, and *Isl1* (Fig. 1e, h, Supplemental Figs. 2e, 3a). 

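Gata6 (ENSMUSG00000005836, chromosome 18 from 11052064 to 11085635) had 253 UMI CPM in cluster 4, where 59.9% of the cells had a Gata6 UMI (interval 54.3% to 65.3%) without thinning. In the undifferentiated cells of cluster 3 it was at 0.34 UMI CPM, with a UMI in 0.299% of the cells, although those cells were deeper. Tbx20 (ENSMUSG00000031965, chromosome 9 from 24718138 to 24774303) had 128 UMI CPM in cluster 4 and 5.44 in cluster 3. Isl1 (ENSMUSG00000042258, chromosome 13 from 116298281 to 116309689) had 110 and 1.36, respectively. The cells of cluster 4 also carried Hand1, at 750 UMI CPM.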

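Otx2 (ENSMUSG00000021848) lies on chromosome 14 from 48657677 to 48673819 and encodes a homeobox transcription factor. It reached 464 UMI CPM in cluster 15 and 416 in cluster 1, whose median depths were 5860 and 7420 UMIs per cell. An Otx2 UMI was found in 66.9% of the cells of cluster 15 and 76.2% of the cells of cluster 1, without thinning. In cluster 4, which lies outside the ectodermal class, Otx2 was at 38 UMI CPM with a UMI in 13.6% of the cells, and in the undifferentiated cells of cluster 3 it was at 41.1 UMI CPM.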

Clusters 15 and 1 were characterized as ectodermal cells (e.g., neural ectoderm, retina) enriched for *Otx2* expression (Fig. 1e, g, Supplemental 3a–c). 

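Foxa2 (ENSMUSG00000037025, chromosome 2 from 148042877 to 148046969) was at 211 UMI CPM in cluster 21, and 66% of its 47 cells had a Foxa2 UMI (interval 50.7% to 79.1%). Sox17 (ENSMUSG00000025902, chromosome 1 from 4490931 to 4497354) was at 361 UMI CPM there, with a UMI in 53.2% of the cells (interval 38.1% to 67.9%). The mesodermal cluster 4, which was sequenced to a similar depth (medians of 6673 and 6137 UMIs per cell), had 4.58 UMI CPM for Foxa2 and 9.63 for Sox17, with a UMI in 1.85% and 4.63% of its cells.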

Cluster 21 exhibits endoderm-specific gene expression, including the expression of genes such as *Foxa2* and *Sox17* (Fig. 1e, i, Supplemental Figs. 2f, 3a). Interestingly, many of the clusters appeared to be predominantly enriched for cells from specific PRC2 mutants (Fig. 1c, e, Supplemental Fig. 3d). This raised the question to what extent a bias in differentiation can be caused by differences between the PRC2 mutants starting from the undifferentiated state.

### Altered patterns of lineage commitment in PRC2 mutant embryoid bodies

We first analyzed our bulk RNA-sequencing data of the Polycomb mutants and their genetically matched wild-type EBs during differentiation by calculating the fold differences of selected lineage markers between mutants and WT (Fig. 2a). We found that the *Mtf2* null cells displayed a strong differentiation propensity toward all three germ layers, with elevated expression of key mesendodermal markers such as *Mixl*1, *Eomes*, and *Pdgfra* compared to the other mutants (Fig. 2a, Supplemental Fig. 1e–g). Accordingly, the expression of pluripotent and PGC markers was relatively lower in these cells compared to *Jarid2* and *Eed* null cells. 

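Over the 4 days, Pdgfra (ENSMUSG00000029231, chromosome 5 from 75152292 to 75198215) was higher in the libraries labelled Mtf2 null than in Pcl1-3 WT cells by a log2 fold change of 3.56 (standard error 0.45, adjusted p = 6.2e-03 from limma with Benjamini-Hochberg adjustment), at each of the 4 days. In the libraries labelled Jarid2 null its log2 fold change against JM8 cells was 3.79 (standard error 0.51, adjusted p = 7.6e-03 from limma with Benjamini-Hochberg adjustment), again at each day. In the libraries labelled Eed null it did not differ detectably from J1 cells, with a log2 fold change of -0.10. Eomes (ENSMUSG00000032446, chromosome 9 from 118478212 to 118486132) and Mixl1 (ENSMUSG00000026497, chromosome 1 from 180693043 to 180697034) did not pass the limma threshold for any label, with log2 fold changes of 0.38 and 0.60 for the label Mtf2 null and 1.14 and 0.94 for the label Jarid2 null. Their levels peaked at day 4. Eomes was then at 33.8 CPM in the library labelled Mtf2 null and 11.7 CPM in Pcl1-3 WT cells, at 313 CPM in the library labelled Jarid2 null and 22.9 CPM in JM8 cells, and at 41.3 CPM in the library labelled Eed null and 150 CPM in J1 cells. Mixl1 was at 5.8 and 0.641 CPM, 192 and 21.4 CPM, and 4.23 and 107 CPM in the same 3 pairs. The differences between the labels were not themselves tested.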

*Jarid2* null EBs also showed increased expression of the mesendodermal lineage genes, while also showing increased of pluripotent and primordial germ cell (PGC) markers (Fig. 2a, Supplemental Fig. 1h). 

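Gata6 had log2 fold changes across the days of 2.70 (standard error 0.32) for the label Mtf2 null and 3.06 (standard error 0.37) for the label Jarid2 null, with adjusted p-values of 4.3e-03 and 6.2e-03 from limma with Benjamini-Hochberg adjustment, and it was higher at each of the 4 days for the label Mtf2 null. Gata4 (ENSMUSG00000021944, chromosome 14 from 63198922 to 63271692) reached 4.51 for both labels. Among the germ cell genes, Dppa3 (ENSMUSG00000046323, chromosome 6 from 122626410 to 122630272) was lower in the libraries labelled Jarid2 null than in JM8 cells, by a log2 fold change of -3.33 (standard error 0.70, adjusted p = 2.4e-02 from limma with Benjamini-Hochberg adjustment), and lower at all 4 days, at 28.9, 1.57, 1.94, and 4.12 CPM against 36.5, 77.7, 38, and 56.3 CPM. It no longer passed the threshold without day 2 (-2.68), day 4 (-3.09), or day 7 (-3.21). For the label Mtf2 null the log2 fold change of Dppa3 was -1.74, which did not pass the threshold, and rested on day 0, when the level was 1.19 CPM, while it was 66.3, 129, and 83.5 CPM at days 2, 4, and 7. Tex15 (ENSMUSG00000009628, chromosome 8 from 33516738 to 33585582) did not pass the threshold for the label Jarid2 null, with a log2 fold change of -1.04.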

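Across the days, Dnmt3l (ENSMUSG00000000730, chromosome 10 from 78041947 to 78063622) was higher in the libraries labelled Eed null than in J1 cells by a log2 fold change of 2.86 (standard error 0.59, adjusted p = 3.5e-02 from limma with Benjamini-Hochberg adjustment), at 623, 350, 312, and 125 CPM against 131, 214, 13.8, and 7.56 CPM at days 0, 2, 4, and 7. Its log2 fold change did not pass the threshold when day 0 (3.05), day 2 (3.58), day 4 (2.33), or day 7 (2.50) was left out. Dppa3 was also higher at each day, at 94.3, 84.7, 164, and 54.1 CPM against 77.2, 52.7, 7.63, and 6.33 CPM, but its log2 fold change of 2.10 (standard error 0.67) did not pass the threshold. Dppa2 (ENSMUSG00000072419, chromosome 16 from 48303908 to 48319723) did not pass it either, with a log2 fold change of 1.22, and was at 31.4 and 23.2 CPM at days 4 and 7 against 3.03 and 4.2 CPM. Tex15, which is expressed in germ cells, had a log2 fold change of 2.40 for the label Eed null (standard error 0.14, adjusted p = 4.7e-03 from limma with Benjamini-Hochberg adjustment). The bulk level of Eed itself was lower in the library labelled Eed null at day 2 alone, at 205 against 246 CPM in J1 cells. At days 0, 4, and 7 it was not lower.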

For *Eed* null cells, we observed PGC and reproductive organ expression signatures (Fig. 2a, Supplemental Fig. 1b–k), concordant with our single-cell analysis (*Dnmt3l*, *Dppa2*, and *Dppa3*; Supplemental Fig. 3f).

**Fig. 2:**
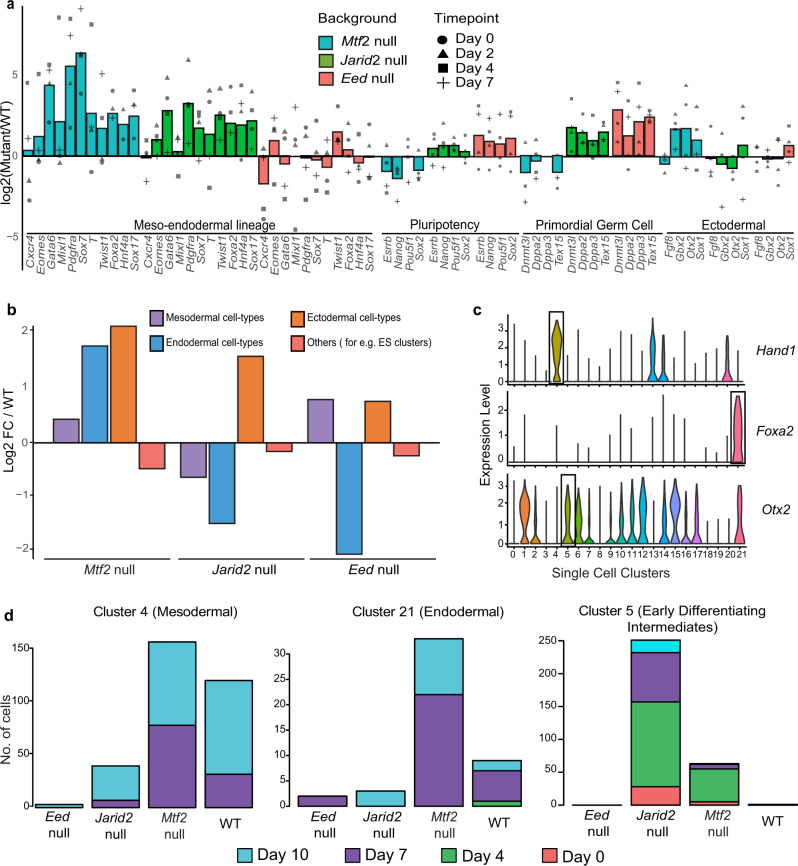
Altered patterns of lineage commitment in PRC2 mutant embryoid bodies. **a** Bulk RNA-seq expression of upregulated key lineage markers in different mutant lines over their respective wild types. Bars show average values of all time points, plotted separately by shape. **b** Barplot showing enrichment of different germ layer cell types from genetic mutants compared against WT, derived from single-cell RNA-seq clusters. **c** Violin plots depicting expression of key lineage transcription factors across single-cell clusters. **d** Barplots of respective lineage clusters showing the number of cells from each time point in each single-cell cluster for respective backgrounds.

To relate these findings to our single-cell clusters, we calculated the ratios of the total number of cells from each germ layer over the total number of cells from each genetic background (Fig. 2b, Supplemental Fig. 3c, d, Supplemental Table 1). 

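The mesodermal class comprised clusters 4, 13, and 19, the ectodermal class clusters 1, 11, 15, and 16, and the endodermal class cluster 21. The class names are the authors' own. Of the short marker lists fixed before the data were examined (Otx2, Pax6, Sox1, and Sox11 for the ectodermal class), only those of clusters 4 and 21 had a gene among the 10 with the largest fold in the cluster, although cluster 15 was led by other genes of the neural ectoderm such as Six3 and Fezf2, and cluster 19 by genes of blood vessels such as Kdr and Cdh5. Cluster 11, with 143 Mtf2 null, 86 Jarid2 null, and 10 WT cells, was led by Cdkn1a, Trp53inp1, Serpine2, and Bbc3. Cluster 1, with 167 Mtf2 null, 117 Jarid2 null, and 51 WT cells, was led by Sema6a, Pou3f1, Fgf5, Penk, and Dnmt3b. Mesodermal cells made up 10.8% of WT cells (interval 9.12% to 12.7%), 13.1% of Mtf2 null cells (11.3% to 15%), and 7.11% of Jarid2 null cells (5.73% to 8.69%). Ectodermal cells made up 6.74% of WT cells (5.39% to 8.31%), 28.7% of Mtf2 null cells (26.3% to 31.2%), and 20.7% of Jarid2 null cells (18.4% to 23%). Most of the 386 ectodermal Mtf2 null and 253 ectodermal Jarid2 null cells lay in clusters 1 and 11. The size of these shares therefore rests mostly on the assignment of those clusters to the class, which the marker lists did not bear out. The endodermal class held 9 WT cells (0.749%, interval 0.343% to 1.42%), 33 Mtf2 null cells (2.46%, interval 1.7% to 3.43%), and 3 Jarid2 null cells (0.245%, interval 0.0506% to 0.715%). As log2 ratios to the WT share, the Mtf2 null shares were 0.28 for the mesodermal, 1.71 for the endodermal, and 2.09 for the ectodermal class. The alternative that moved the Mtf2 null ratios most was the mean of the 4 daily shares, under which the mesodermal shares were 13.3% in Mtf2 null and 13.9% in WT cells and their log2 ratio turned to -0.06. The direction differed between days. Mesodermal cells made up 23% of Mtf2 null (18.6% to 27.8%) and 11.1% of WT cells (7.84% to 15.1%) at day 7. At day 10 they made up 29.6% of Mtf2 null (24.7% to 34.9%) and 44.4% of WT cells (37.6% to 51.3%).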

The biological annotations of the clusters were based on their Anatomy Ontology terms and key lineage marker gene expression. Concordant with the marker gene analysis of our bulk RNA-seq data (Fig. 2a), cells with a loss of *Mtf2* were overrepresented in all three germ layers, at the expense of clusters with mixed germ layer annotations (Fig. 2b, Supplemental Fig. 3c, d) and early differentiating precursors (Supplemental Table 1). *Jarid2* null cells appear to generate more ectodermal cells at the expense of mesodermal or endodermal lineages (Fig. 2b), mainly on account of the *Otx2*-expressing neuroectodermal cluster 15, in which both *Jarid2* null and *Mtf2* null cells were overrepresented (Supplemental Fig. 3d). 

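The log2 ratios of the Jarid2 null shares to the WT shares were 1.62 for the ectodermal, -0.61 for the mesodermal, and -1.61 for the endodermal class, the last on a handful of cells. Cluster 15 held 46 Jarid2 null cells, 71 Mtf2 null cells, and 18 WT cells. Of the 253 ectodermal Jarid2 null cells, more fell into cluster 1, with 117, than into cluster 15. Cells of cluster 15 came from days 7 and 10, with 14 and 32 for Jarid2 null, 11 and 60 for Mtf2 null, and 16 and 2 for WT.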

The bulk RNA-seq data shows that *Otx2* is more abundantly expressed in *Mtf2* null cells compared to WT cells, but this is not observed in *Jarid2* null cells (Fig. 2a). 

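Otx2 was at 13.8, 11.4, 72.7, and 24.6 CPM in the libraries labelled Mtf2 null at days 0, 2, 4, and 7, and at 1.22, 1.84, 95.8, and 54.7 CPM in Pcl1-3 WT cells. The level was thus higher at days 0 and 2 and lower at days 4 and 7, and the log2 fold change across the days, 0.97 (standard error 0.68, adjusted p = 3.9e-01 from limma with Benjamini-Hochberg adjustment), did not pass the threshold. At day 0 the log2 ratio was 3.12, and it was of similar size, 3.22, between the WT lines JM8 and Pcl1-3 WT. In the libraries labelled Jarid2 null Otx2 was at 4.89, 25.8, 81.6, and 28.2 CPM, lower than in JM8 cells at all 4 days, where it was at 14.4, 37.6, 115, and 38.8 CPM. The log2 fold change was -0.73 (standard error 0.20, adjusted p = 4.7e-02 from limma with Benjamini-Hochberg adjustment), and it no longer passed the threshold without day 0 (-0.50), day 2 (-0.81), day 4 (-0.81), or day 7 (-0.82).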

*Jarid2* null cells were also overrepresented in clusters 5 and 17, which represent early differentiation intermediates that also express *Otx2* (Fig. 1e, g). This combination of *Otx2* and pluripotency gene expression, which is also observed in a corresponding cluster of predominantly wild-type cells (cluster 12), may correspond to Rosette-stage pluripotency between naïve and primed states^34,35^. 

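Otx2 reached 273 UMI CPM in cluster 5, 212 in cluster 17, and 416 in cluster 12, and an Otx2 UMI was found in 58.7%, 43.2%, and 66.2% of their cells without thinning. Their median depths were 7618, 6821, and 5857 UMIs per cell. By library, cluster 5 held 28, 129, 75, and 19 Jarid2 null cells from days 0, 4, 7, and 10 and cluster 17 held 2, 14, 35, and 49.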

*Eed* null cells were enriched in cell types from the mesodermal and ectodermal but not endodermal lineages (Fig. 2b), in line with marker gene analysis in the bulk expression data (Fig. 2a). 

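Of the Eed null cells, 18.1% were mesodermal (interval 16% to 20.4%), 11.1% ectodermal (9.36% to 13%), and 0.169% endodermal (2 cells, interval 0.0205% to 0.61%). The log2 ratios to the WT shares were 0.74, 0.72, and -2.15. Most mesodermal Eed null cells were in cluster 13, with 197, and most ectodermal ones in cluster 16, with 123. Without clusters 13 and 16 the shares fell to 1.44% and 0.677%, and the log2 ratios to WT turned to -2.91 and -3.28, so the direction for Eed null cells rests on the assignment of those clusters.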

Clusters 9 and 10, which are predominantly *Eed* null cells show PGC and reproductive organ expression signatures (*Dnmt3l*, *Dppa2*, and *Dppa3*; Supplemental Fig. 3f), concordant with PGC marker gene expression in our bulk RNA-seq analyses (Fig. 2a, Supplemental Fig. 1c, d). 

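Dnmt3l was at 992 UMI CPM in cluster 9 and 717 in cluster 10, against 346 in the undifferentiated WT cells of cluster 3. Dppa3 was at 277 and 666 UMI CPM in clusters 9 and 10, against 48.6 in cluster 3, but a Dppa3 UMI was also found in 92% of the cells of cluster 17, which held no Eed null cells. Dppa2 was at 52 and 125 UMI CPM, below the 176 of cluster 3. The median depths of clusters 9 and 10 were 4916 and 8018 UMIs per cell.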

*Eed* null cells produce mesodermal and ectodermal lineages at lower levels compared to *Mtf2* null cells.

### *Mtf2* null cells progress faster through mid-differentiation than WT and *Jarid2* null cells

To understand the differentiation characteristics and their relation to time, we examined several clusters in our single-cell data in more detail (Fig. 2c, d). Because *Mtf2* and *Jarid2* null cells were more comparable in their undifferentiated state and their global lineage trajectories, we focused this analysis on these lines. Cluster 5, one of the clusters with early differentiation intermediates that is enriched for *Jarid2* null cells, contained cells from both late (day 7 and 10) and earlier time points (Fig. 2d, cf. Fig. 1d). Likewise, other clusters with early differentiation intermediates also contain cells from days 7–10. These clusters are enriched for *Jarid2* null cells (clusters 5, 17) or WT cells (clusters 12 and 7), but not *Mtf2* null cells (Fig. 2d, Supplemental Fig. 3e). This suggests that *Jarid2* null cells, and to some extent WT cells, are slower in their differentiation compared to *Mtf2* null cells. Indeed, clusters 4 and 21, which contain cells that are more advanced in their differentiation in the mesodermal and endodermal lineages, respectively, contain more *Mtf2* null cells compared to WT and *Jarid2* null cells. This difference is most pronounced at day 7 already, suggesting a rather efficient differentiation of *Mtf2* null cells.

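Of the WT cells in cluster 12, 99 came from day 4, 77 from day 7, and 24 from day 10, and cluster 7 held 14 from day 7 and 19 from day 10. Mtf2 null cells of cluster 5 came mainly from day 4, with 50 cells, against 7 from day 7 and 1 from day 10. In cluster 17, 18 Mtf2 null cells came from day 4, 5 from day 7, and 2 from day 10.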

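In cluster 4, 79 Mtf2 null cells came from day 7 and 80 from day 10. WT cells numbered 32 at day 7 and 90 at day 10, and Jarid2 null cells 7 and 33. In cluster 21, 22 Mtf2 null cells came from day 7 and 11 from day 10, against 6 and 2 WT cells, and all 3 Jarid2 null cells came from day 10. From the number of Mtf2 null cells in these clusters at day 7, the paper proposes that Mtf2 null cells differentiate efficiently.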

To observe the process of lineage commitment in more detail, we performed an unsupervised trajectory analysis combining wild type, *Mtf2* null, and *Jarid2* null cells. These trajectories provide a common framework to compare the differentiation characteristics of cells with different mutations. Individual cells were ordered based on gene expression differences and plotted as a function of pseudotime (Fig. 3a, Supplemental Fig. 4a–d), which approximates the progress of single cells during a continuous process such as cellular differentiation.

By overlaying the experimental time points (day 0, 4, 7, and 10) onto the pseudotime plot, we observed that the ordering of cells in the differentiation trajectory reliably recapitulated the real time of the samples (Fig. 3a, b, Supplemental Fig. 4). We observed that *Mtf2* null cells were more concentrated toward the later pseudo-times as compared to the *Jarid2* null cells (Supplemental Fig. 4b–d). 

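Diffusion pseudotime was computed with scanpy for the 3768 WT, Mtf2 null, and Jarid2 null cells, with a day 0 WT cell as the start, and each cell was read as lying before or after the median of all cells. It replaces the authors' trajectory, which was not used here. At day 7, 71.8% of WT cells (interval 66.5% to 76.7%), 91.6% of Mtf2 null cells (88.1% to 94.3%), and 56.6% of Jarid2 null cells (50.8% to 62.3%) lay past the median. With all cells thinned, the shares at day 7 were 79.2%, 94.3%, and 58.1%, which was the largest move of a day 7 share under any alternative. The mean rank of the cells at day 7, as a percent of all cells, was 61.5 for WT, 74.0 for Mtf2 null, and 54.4 for Jarid2 null cells. At day 0, 0 of 340 WT cells lay past the median, against 66.9% of Mtf2 null and 42.7% of Jarid2 null cells. These day 0 shares dropped to 1.18% and 2.61% when the cells were thinned, so the order of undifferentiated cells followed their depth or their distance from the WT start cell. Depth and free RNA in the wells also enter a pseudotime, and how far they part the genotypes beyond the thinning is open. Another origin of the WT line may enter it as well and cannot be told apart from genotype here.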

To quantify the speed with which the cells differentiated, we calculated the differences in pseudotime (which is based on gene expression, representing the ‘distance’ of differentiation) over real-time intervals. Strikingly, we found that the *Mtf2* null cells differentiated at a faster rate, especially between days 4 and 7 of differentiation (Fig. 3c, d). We also found that the *Jarid2* null cells, which were severely delayed by day 7, partially catch up between days 7 and 10 (Fig. 3c). 

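From day 7 to day 10 the share of cells past the median pseudotime went to 71.2% for Jarid2 null cells (interval 65.3% to 76.6%), 81.3% for WT cells (75.4% to 86.3%), and 96% for Mtf2 null cells (93.2% to 97.8%). At day 4 the shares were 4.05%, 12.4%, and 21.5% in the same order, but after thinning they became 24.1%, 78.7%, and 41.4%, so the order of WT and Mtf2 null cells at day 4 depended on the depth. The mean ranks at day 10, as a percent of all cells, were 67.6 for Jarid2 null, 79.6 for WT, and 80.5 for Mtf2 null cells, and 70.8, 85.6, and 81.8 after thinning, which puts WT cells first. By the thinned share past the median at day 10, Mtf2 null cells stayed first. The shares were 69.5% for Jarid2 null, 89% for WT, and 96.5% for Mtf2 null cells. The paper draws the speed of differentiation of each genotype from changes in the mean pseudotime of its cells per day.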

Finally, we analyzed the differentiation speed of Eed null cells along the rest of the cells, and found that they also differentiated at a faster rate from day 4 onward (Supplemental Fig. 5e, f). Importantly, the inclusion of the *Eed* null cells did not alter the relative ordering of *Mtf2* null, *Jarid2* null, and WT cells or their apparent differences in differentiation kinetics (Supplemental Fig. 5f).

**Fig. 3:**
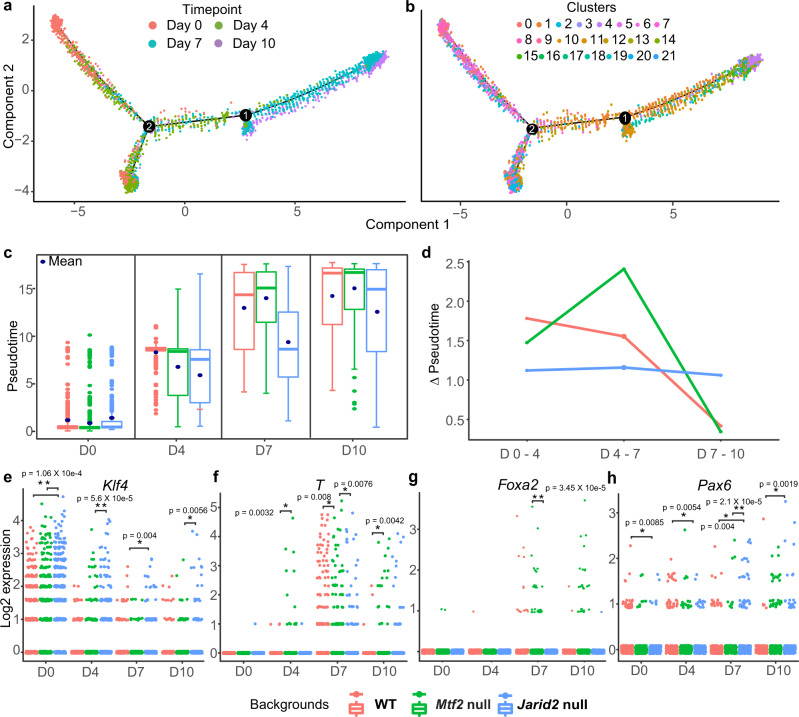
*Mtf2* null cells progress faster through mid-differentiation than WT and *Jarid2* null cells. **a** Trajectory plot of all cells ordered along pseudotime. Two branching points were shown (numbered) along the plot. **b** Same trajectory plot as (**a**) but overlaid with cluster identity of individual cell. **c** Boxplots for each time point showing the pseudotime values of cells from different genetic backgrounds. No. of cells for each time point and background can be found in Supplemental Table 1. Dark blue dots represent the mean. Whisker ends of boxplot represent the maximum (top) and minimum values, respectively. Top and bottom of boxplots represent 75th and 25th percentile values, respectively, and finally, median values are shown as colored lines within the boxplots. **d** Delta pseudotime plot, showing the distance (change in mean pseudotime value) per unit of time (days) between different genetic backgrounds. **e**–**h** Log2 expression values for selected lineage genes at different time points; comparing between different genetic backgrounds. Each dot represents a single cell. Significant differences (Wilcoxon signed-rank test, two-sided alternative hypothesis testing) are indicated: *p-value < 0.01, **p-value <1 × 10^−4^. No. of cells for each time point and background can be found in Supplemental Table 1.

We related these differences in trajectory speed to marker gene expression. 

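T (ENSMUSG00000062327) lies on chromosome 17 from 8434423 to 8442496. At day 4, after thinning, 3.37% of 297 Mtf2 null cells had a T UMI (interval 1.63% to 6.1%), 4.53% before thinning, at a median depth of 7450 UMIs. None of 287 thinned WT cells had a T UMI at day 4, which allows a share of up to 1.05%, and 0.906% had 1 before thinning at a median depth of 5233 UMIs. As the background, 0 of 325 thinned day 0 WT cells had a T UMI. At day 7 the thinned shares were 20.1% in WT (interval 15.6% to 25.2%), 15.1% in Mtf2 null, and 9.3% in Jarid2 null cells. Each share comes from 1 library, so the counting interval leaves out the difference between cultures.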

*T (Brachyury)* was already expressed in some of the day 4 *Mtf2* null cells, as compared to day 7 for wild-type cells (Wilcoxon signed-rank test *p* value <4 × 10^−3^; Fig. 3f). 

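After thinning, 3.69% of 298 Mtf2 null cells had a Foxa2 UMI at day 7 (interval 1.86% to 6.51%) and 4.2% of 286 at day 10 (2.19% to 7.21%), or 8.43% and 8.41% before thinning. In WT cells the share was 2.11% of 284 at day 7 (interval 0.779% to 4.54%), or 5.06% before thinning, and 0 of 191 at day 10, which allows a share of up to 1.57%. The intervals of Mtf2 null and WT cells overlap at day 7. Foxa2 was not found in 258 thinned Jarid2 null cells at day 7, which allows up to 1.16%. Median depths at day 7 were 6209, 5774, and 5272 UMIs for Mtf2 null, WT, and Jarid2 null cells. The share in day 0 WT cells, taken as background, was 0 of 325, at a median depth of 8447 UMIs.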

The key endodermal marker *Foxa2* was predominantly expressed in the *Mtf2* null cells (Fig. 3g; Wilcoxon signed-rank test *p* value <3 × 10^−7^). 

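Klf4 (ENSMUSG00000003032, chromosome 4 from 55527143 to 55532466) was read against cluster 4 as its background, where 1.99% of thinned cells (5.25% before thinning, median depth 6137 UMIs) had a UMI. At day 4 a Klf4 UMI was found in 21.4% of thinned Jarid2 null cells (interval 16.8% to 26.6%), 10.4% of Mtf2 null cells (7.2% to 14.5%), and 3.48% of WT cells (1.68% to 6.31%), and before thinning in 36.4% of Jarid2 null and 7.25% of WT cells. At day 0 the thinned shares were 48.9%, 29.3%, and 34.8%, so they already differed before differentiation. Pax6 (ENSMUSG00000027168, chromosome 2 from 105668900 to 105697364) had a background of 2.46% in thinned day 0 WT cells (interval 1.07% to 4.79%), 7.06% before thinning, at a median depth of 8447 UMIs. At day 7, 6.59% of thinned Jarid2 null cells had a Pax6 UMI (interval 3.88% to 10.3%), 11.3% before thinning at a median depth of 5272 UMIs. At day 10 the thinned share was 4.48%, within the counting interval of the background. The thinned shares in WT cells, 1.76% at day 7 and 1.05% at day 10, were below the background and are read as background. In thinned Mtf2 null cells the shares were 3.7% at day 4, 1.68% at day 7, and 3.85% at day 10, also within the background interval. Before thinning, 9.66% of Mtf2 null and 7.95% of Jarid2 null cells had a Pax6 UMI at day 10.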

Relatively more *Jarid2* null cells retained expression of the pluripotent marker *Klf4* at early time points (Fig. 3e), and more of them gained neuroectodermal *Pax6* expression over time (Fig. 3h). Similarly, expression of key primitive streak markers is later and slower in *Eed* null cells, but expression of PGC markers, such as *Dppa3* is much earlier (Supplemental Fig. 5g, h).

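For T, 0.722% of thinned Eed null cells had a UMI at day 4 (2 of 277, interval 0.0876% to 2.58%) and 10.8% at day 7 (interval 7.49% to 14.9%), or 1.25% and 18.5% before thinning. Dppa3 was found in 32.5% of thinned Eed null cells at day 0, 51.3% at day 4 (interval 45.2% to 57.3%), 36% at day 7, and 2.84% at day 10. The shares in WT cells were 10.8%, 9.76%, 9.15%, and 5.76% at the same days. Before thinning, 66.6% of Eed null cells and 13% of WT cells had a Dppa3 UMI at day 4, with median depths of 5515 and 5233 UMIs. The background in cluster 4 was 0.993% of thinned cells and 2.47% before thinning. At day 0, Dppa3 was also found in 32% of thinned Mtf2 null cells and 24.8% of thinned Jarid2 null cells.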

We verified these findings with marker gene expression in our bulk RNA-seq data. 

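At days 0, 2, 4, and 7, T was at 0.0999, 0.464, 10.5, and 4.01 CPM in the libraries labelled Mtf2 null, and at 0.13, 0.253, 0.961, and 2.1 CPM in Pcl1-3 WT cells. It was higher at the later 3 days but below the filter in most samples, so limma did not test it. Gata6 was at 6.3, 9.57, 7.67, and 29.9 CPM in the libraries labelled Mtf2 null and at 1.22, 0.759, 0.97, and 2.98 CPM in Pcl1-3 WT cells. Gbx2 (ENSMUSG00000034486, chromosome 1 from 89927956 to 89931179) was at 34, 46.9, 1.35, and 0.49 CPM against 6.65, 18, 1.59, and 1.29 CPM, so that it was higher at days 0 and 2 and lower at days 4 and 7. Its log2 fold change across the days was 0.61 (standard error 0.52, adjusted p = 4.9e-01 from limma with Benjamini-Hochberg adjustment).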

When compared to their genetically matched backgrounds, *Mtf2* null cells consistently showed a faster and higher expression of mesendoderm and ectodermal markers such as *T*, *Gata6*, and *Gbx2* (Supplemental Fig. 5i)*. Jarid2* null cells displayed a slower downregulation of pluripotency genes such as *Nanog* and *Esrrb* and increased expression of PGC markers, whereas mesendodermal genes showed both up- and downregulation (Supplemental Figs. 5i and 2a). 

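Nanog was at 508, 403, 169, and 84.4 CPM in the libraries labelled Jarid2 null at days 0, 2, 4, and 7, and at 379, 390, 315, and 262 CPM in JM8 cells. Esrrb was at 457, 599, 45.9, and 64.4 CPM, against 464, 333, 106, and 157 CPM. At days 4 and 7 both genes were thus lower in the libraries labelled Jarid2 null than in JM8 cells. The log2 fold changes across the days were -0.51 for Nanog (standard error 0.32) and -0.40 for Esrrb (standard error 0.35), and limma called neither after Benjamini-Hochberg adjustment (adjusted p = 3.1e-01 and 4.5e-01). In the libraries labelled Mtf2 null the log2 fold changes of Nanog and Esrrb against Pcl1-3 WT cells were -0.84 and -0.62, also not called.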

*Eed* null cells demonstrated a pronounced differentiation toward the PGC state, but lower germ layer differentiation compared to both *Mtf2* and *Jarid2* null cells, which is consistent with the single-cell analyses.

In summary, our single-cell transcriptome analyses of the different PRC2 subunit mutants revealed differences in speed and direction of differentiation into germ layers precursors. Next, we investigated the gene-regulatory effects that could explain these apparent differences in differentiation.

### Derepression of PRC2 targets in *Mtf2* and *Jarid2* null ES cells

We explored the gene expression differences between undifferentiated *Mtf2* and *Jarid2* null cells in more depth using our bulk RNA sequencing data (Fig. 4a, Supplemental Fig. 6a; cf. Supplemental Fig. 1). 

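At day 0, 888 genes differed between the library labelled Mtf2 null and Pcl1-3 WT cells by a log2 ratio above 2 in size, of which 343 were higher and 545 lower. These numbers carry no test, since there was 1 sample per line, and their direction rests on the label. A log2 limit of 1 gave 3388 genes, and prior counts of 0.5 and 5 in place of 2 gave 1240 and 520. The gene with the largest ratio was Eno1b (ENSMUSG00000059040, chromosome 18 from 48045335 to 48048412), with 11.61 on the log2 scale (1900 against 0.206 CPM when scaled among the day 0 samples). Among the lower genes, Hprt (ENSMUSG00000025630, chromosome X from 52988137 to 53021659) had a log2 ratio of -7.76. Scaled among all 24 samples, it was at 0.172 CPM in the day 0 library labelled Mtf2 null, 119 CPM in Pcl1-3 WT cells, and 153 CPM in the day 2 library labelled Mtf2 null, so the day 0 and later libraries of that label differ in it.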

The majority of differentially expressed genes between *Mtf2* null and wild-type cells was upregulated (529 of 559 genes, log2 fold change of >2, adjusted *p*-value <0.001; Fig. 4a, b). We identified 860 genes as differentially expressed in Jarid2 null cells, 314 genes of which were upregulated (Fig. 4b).

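In the library labelled Jarid2 null, 610 genes passed the same limits against JM8 cells, 553 higher and 57 lower. With a log2 limit of 1 the count became 2195 and the share of higher genes went from 90.7% to 77.9%. Gata2 (ENSMUSG00000015053, chromosome 6 from 88193891 to 88207032) had a log2 ratio of 4.00, and Gata6 of 2.86. Genes lower in the library labelled Jarid2 null included Foxr2 (ENSMUSG00000071665, chromosome X from 153118786 to 153132861), with a log2 ratio of -3.38 (0.285 against 6.75 CPM when scaled among the day 0 samples).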

**Fig. 4:**
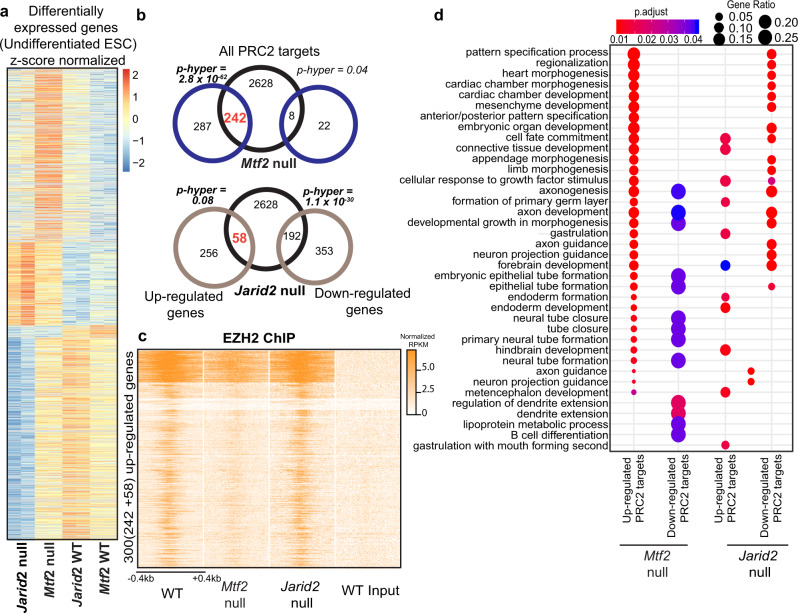
Derepression of PRC2 targets in *Mtf2* and *Jarid2* null ES cells. **a** Heatmap of differentially expressed genes comparing different mutants against WT in undifferentiated mESCs. Z-score normalized counts (row scaling) are shown in heatmap. **b** Venn diagram depicting overlap of a number of genes which were up/downregulated in *Mtf2* null and *Jarid2* null cells, with PRC2 targets (as determined from EZH2 ChIP targets; next panel). Significance of overlap calculated using hyper-geometrical test. **c** Heatmap of EZH2 binding peaks (RPKM normalized) for upregulated genes (from *Mtf2* and *Jarid2* null ESCs) for different genetic backgrounds. Heatmap depicts a window of +/−400 bp from the transcription start site (TSS) of the genes. **d** Dot plot showing the enriched Gene Ontology terms for the differentially expressed genes in different genetic backgrounds.

Because PRC2 is a repressor, we overlapped the upregulated genes from mutants with a list of PRC2-bound target genes (Supplemental Data 1) which we defined by EZH2 ChIP-sequencing^15^. The upregulated genes in *Mtf2* null cells overlapped significantly with EZH2-bound genes (242 genes, hypergeometric *p* value <2.8 × 10^−62^), whereas the downregulated genes did not show a significant overlap (Fig. 4b). We detected relatively few upregulated genes in *Jarid2* null cells that also recruited EZH2 (58 genes, not significant; Fig. 4b). There is a small overlap between the EZH2-bound genes that are upregulated in the absence of MTF2 and JARID2 (22 genes; Supplemental Fig. 6b). We examined the levels of EZH2 recruitment of the genes upregulated in *Mtf2* and *Jarid2* null cells, and observed a reduction of EZH2 peak signals in the promoter regions in *Mtf2* null cells, whereas EZH2 recruitment to these genes was considerably less affected in *Jarid2* null cells (Fig. 4c). The upregulated genes in *Jarid2* null cells are associated with specific gene ontology terms related to early embryonic development, particularly in forebrain development and axon guidance (Fig. 4d). The 242 upregulated Polycomb target genes in *Mtf2* null cells were enriched for these and additional sets of genes, including heart morphogenesis, gastrulation, and endoderm formation (Fig. 4d), terms that correspond to cell clusters with an overrepresentation of *Mtf2* null cells in the EB differentiation experiments.

These analyses underscore the importance of *Mtf2* relative to that of *Jarid2* in PRC2-dependent transcriptional repression of developmental genes. The loss of *Jarid2* leads to a smaller reduction of EZH2 binding and a much less profound derepression of EZH2-bound genes compared to the loss of *Mtf2*. To further understand how the upregulated PRC2 target genes in the *Mtf2* null cells affect lineage-specific gene expression, we explored the profiles of permissive H3K4me3 and repressive H3K27me3 marks at the MTF2-dependent PRC2 target genes in mESCs.

### Key PRC2-repressed lineage transcription factors are poised for activation

Lineage commitment is associated with activation of genes specific to that lineage and repressing genes of other lineages. We, therefore, hypothesized that the primed exit of pluripotency in *Mtf2* null cells is linked to the derepression of differentiation genes. First, we analyzed the levels of repressive H3K27me3 mark at key lineage transcription factor loci like *Sox11, Foxa2*, and *Gata6* in both wild-type and *Mtf2* null cells (Fig. 5a). The levels of H3K27me3 were reduced upon the loss of *Mtf2*, as expected. These levels were comparable between all the EZH2-bound genes and the subset of *Mtf2* upregulated genes, both in WT (equally high H3K27me3) and *Mtf2* null cells (equally low H3K27me3; Fig. 5b). Similarly, binding of EZH2 was comparable at all PRC2 genes compared to the subset derepressed in the absence of MTF2, whereas EZH2 binding was marginally lower at genes derepressed in the absence of JARID2 (Fig. 5b, Supplemental Fig. 7a, b). We noticed increased H3K4me3 enrichment in *Mtf2* null cells, which is observed for all PRC2 targets and the subset of *Mtf2* null-derepressed PRC2 targets (Kolmogorov–Smirnov *p*-values <2.2 × 10^−16^ and 2.1 × 10^−6^, respectively). *Jarid2* null-upregulated genes have significantly higher levels of H3K4me3 when compared against all EZH2-bound genes, even in WT cells (Kolmogorov–Smirnov *p*-value <0.05). Previously we found that MTF2 and JARID2 mutually stabilize their binding, which in part, happens through EED binding to H3K27me3^15,36^. We noticed that overall PRC2 binding (EZH2) is rather similar between gene sets and that the mutual destabilization of MTF2 and JARID2 binding is comparable for the 242 genes *Mtf2* null-derepressed genes compared to all PRC2 targets (Fig. 5b, Supplemental Fig. 7a, b). Similarly, the predicted DNA shape characteristics associated with MTF2-bound sequences^15^ are indistinguishable (Supplemental Fig. 7c). As co-occurring H3K4me3 and H3K27me3 modifications most likely represent a bistable regulatory state^37^, these observations suggest that the derepressed genes were bivalent in nature and poised for transcriptional activation (Fig. 5a, b, Supplemental Fig. 7a). This raised the question how specific transcriptional activators play a role in transcriptional derepression in the absence of MTF2.

**Fig. 5:**
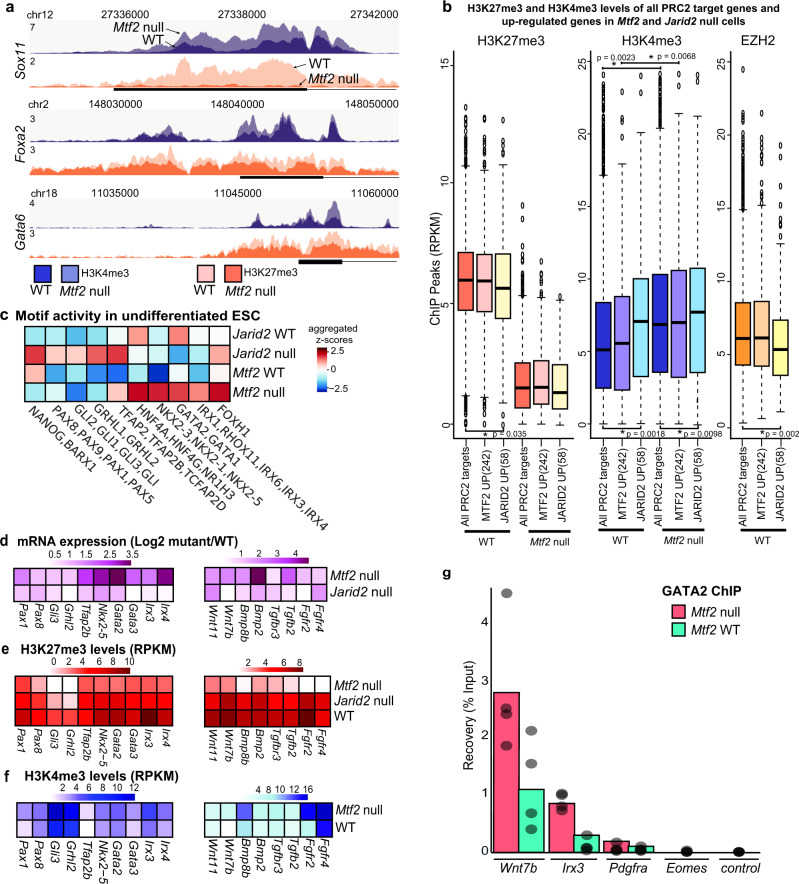
Key PRC2-repressed lineage transcription factors are poised for activation. **a** ChIP peak profiles of histone mark H3K27me3 and H3K4me3 for selected upregulated (*Mtf2* null) lineage transcription factors for WT and *Mtf2* null cells at pluripotent stage. ChIP profiles were RPKM normalized and scaled between two merged profiles per histone ChIP. **b** Boxplots depicting the RPKM values of promoter (as defined by +/−500 bp from TSS) H3K27me3, H3K4me3, and EZH2 for all PRC2 targets and the upregulated genes in *Mtf2* null and *Jarid2* null cells. Asterisk(*) represents a Two-sample Kolmogorov–Smirnov test *p*-value <0.05. *n* = 2878 for all PRC2 targets, *n* = 242 for upregulated *Mtf2* null genes and *n* = 58 for upregulated *Jarid2* null genes. Whisker ends of boxplot represent the maximum (top) and minimum values, respectively. Top and bottom of boxplots represent 75th and 25th percentile values, respectively, and finally, median values are shown as colored lines within the boxplots. **c** Transcription factor motif activity that explains part of the variance in transcript levels, based on motifs in the promoters (as defined by +/−500 bp from TSS) of all upregulated PRC2-bound genes (“Methods”; upregulated genes in all four cell lines, cf. Fig. 4b). Motifs are shown in aggregated z-scores. **d**–**f** Heatmaps showing the mRNA fold change, H3K27me3 and H3K4me3 levels for a set of transcription factors (left, identified in panel **c**) and signaling factors (right, identified from *Mtf2* and *Jarid2* null DEGs list). Genes shown are all PRC2 targets. **g** Barplot depicting the GATA2 ChIP recovery relative to input. Control is a gene desert region (“Methods”). Dots in bars represent 4 replicates per sample.

Therefore, we analyzed transcription factor motifs to uncover gene-regulatory differences in *Mtf2* null cells versus all PRC2 targets. We regressed the presence of motifs in the promoters of all differentially expressed genes in *Mtf2* null and *Jarid2* null cells against the variance in gene expression between these lines and their matched wild-type cells (“Methods”). Positive and negative contributions in the regression can be thought of as (positive or negative) “motif activity” that contributes to the differences in gene expression between different lines (Fig. 5c, full table in Supplemental Data 2 and 3). Among the motifs with top motif activity scores in *Mtf2* null cells were motifs that can be bound by GATA1/GATA2, IRX3, and FOXH1, which are known to be crucial for the exit of pluripotency and differentiation toward primitive streak and lateral plate mesoderm progenitors. Also associated with higher expression in *Mtf2* null cells is the presence of motifs for NKX2–5 and HNF4A, which are known regulators of cardiac mesoderm and endoderm. Expression in *Jarid2* null cells was associated with motifs that can be bound by NANOG, members of the PAX family and ectoderm regulators GRHL1/GRHL2 (Fig. 5c).

Next, we wondered if the mRNA expression of these transcription factors correlated with their predicted motif activity (Fig. 5d). 

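Nanog had a log2 ratio of -0.78 at day 0 in the library labelled Mtf2 null against Pcl1-3 WT cells, with 320 against 539 CPM, and of 0.40 in the library labelled Jarid2 null against JM8 cells. Both lay within the limit of 2. Between the WT lines JM8 and Pcl1-3 WT the log2 ratio was -0.50.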

*Nanog* was not among the differentially expressed genes. We observed that the mRNA levels of some of these genes, like *Pax8* and *Gli3*, were higher in the *Mtf2* null cells (log2 fold change >1); these genes had similar promoter H3K4me3 levels in wild-type and *Mtf2* null cells, even though H3K27me3 levels at their promoters were reduced in *Mtf2* null cells (Fig. 5d–f). This suggests that, even though these genes were only moderately upregulated upon reduced Polycomb repression, the activity of the motifs bound by them did contribute to stronger activation of genes that were derepressed in the absence of MTF2. 

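At day 0 the log2 ratio of Pax8 (ENSMUSG00000026976, chromosome 2 from 24420560 to 24475599) was 0.19 in the library labelled Mtf2 null, with 3.05 against 2.57 CPM, and 0.38 in the library labelled Jarid2 null. Gli3 (ENSMUSG00000021318, chromosome 13 from 15463235 to 15730026) had log2 ratios of -0.72 in the library labelled Mtf2 null (18.5 against 30 CPM) and 0.06 in the library labelled Jarid2 null. In the library labelled Eed null the log2 ratio of Gli3 was 1.14.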

Other Polycomb targets such as *Nkx2–5, Gata2/3*, and *Irx4* showed a relatively strong derepression with lower H3K27me3 and higher H3K4me3 levels in the undifferentiated *Mtf2* null cells (Fig. 5d–f).

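In the library labelled Mtf2 null, the day 0 log2 ratios against Pcl1-3 WT cells were -0.33 for Gata2, -1.82 for Gata3 (ENSMUSG00000015619, chromosome 2 from 9857078 to 9890034), -0.40 for Irx4 (ENSMUSG00000021604, chromosome 13 from 73260479 to 73269608), and 0.47 for Nkx2-5 (ENSMUSG00000015579, chromosome 17 from 26838664 to 26845009). The levels were low, with 1.37 against 1.77 CPM for Gata2 and 0.344 against 0.136 CPM for Nkx2-5. In the library labelled Jarid2 null the ratios of Gata3, Irx4, and Nkx2-5 were 2.00, 1.84, and 1.75, and Gata2 was at 23.3 CPM, against 1.08 CPM in JM8 cells. At day 2 the library labelled Mtf2 null had 12.9 CPM of Gata2, against 3.28 CPM in Pcl1-3 WT cells, so the day 0 and later libraries of that label differ in this gene.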

To assess how the loss of *Mtf2* in ESCs would translate into a faster and more pronounced exit of pluripotency, we performed a ChIP of GATA2, which is derepressed in the absence of MTF2 and can bind one of the identified motifs (Fig. 5c, d). Interestingly, we found that GATA2 occupancy was higher at the *Irx3* and *Wnt7b* loci in undifferentiated *Mtf2* null cells (Fig. 5g). Importantly, these PRC2-regulated genes are also higher expressed in the *Mtf2* null cells during the undifferentiated state. This suggests that an MTF2-GATA2 feedforward loop plays a role in the exit of pluripotency by simultaneously reducing repression by Polycomb and stimulating lineage-specific transcription networks and endogenous signaling.

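Irx3 (ENSMUSG00000031734, chromosome 8 from 91798525 to 91802067) had a day 0 log2 ratio of -0.77 in the library labelled Mtf2 null (0.705 against 1.44 CPM) and of 0.93 in the library labelled Jarid2 null (4.08 against 1.93 CPM). Wnt7b (ENSMUSG00000022382, chromosome 15 from 85535437 to 85582473) had log2 ratios of -1.96 (1.25 against 5.84 CPM) and 2.14 (24.7 against 5.24 CPM). In single cells at day 0 Wnt7b went the paper's way, at 6.68 UMI CPM in Mtf2 null, 0.335 in WT, and 0.311 in Jarid2 null cells. In the undifferentiated monolayer libraries described below, its log2 fold change in Mtf2 null against WT was 4.23, while that of Gata2 was -0.81. The Mtf2 null and WT lines of these experiments may differ in origin. From the binding of GATA2 at these loci and their expression, the paper proposes a feedforward loop of MTF2 and GATA2 in the exit of pluripotency.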

In addition to transcription factors, signaling factors may also influence the exit of pluripotency. We found that many genes involved in signaling pathways such as BMP, TGFβ, and Wnt signaling were upregulated genes in *Mtf2* null cells. Many of these signaling genes also exhibit bivalent promoter marking, and some, for example *Bmp2, Wnt7b*, and *Tgfb2*, were more abundantly expressed in *Mtf2* null cells. 

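Bmp2 (ENSMUSG00000027358, chromosome 2 from 133552159 to 133562885) had a day 0 log2 ratio of 1.15 in the library labelled Mtf2 null, at 0.472 against 0 CPM, and of 3.25 in the library labelled Jarid2 null, at 4.02 against 0.079 CPM. At so few reads these ratios depend on the prior count. Tgfb2 (ENSMUSG00000039239, chromosome 1 from 186622792 to 186705989) had log2 ratios of -0.40 in the library labelled Mtf2 null and 2.67 in the library labelled Jarid2 null, where it was at 4.48 against 0.375 CPM. At day 7, Tgfb2 was at 66.2 CPM in the library labelled Mtf2 null and 2.16 CPM in Pcl1-3 WT cells.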

Upon the loss of *Mtf2*, their promoter H3K27me3 was reduced and H3K4me3 levels were increased in conjunction (Fig. 5d–f). BMP and Wnt signaling is important for specification of lateral mesoderm progenitors^38,39^. Together, our findings revealed that MTF2-mediated recruitment of PRC2 contributes to an epigenomic balance, the loss of which resulted in a stark derepression of lineage transcription factor and signaling genes, and a concomitant increase in activation marks that primes embryonic stem cells toward lineage differentiation.

### Faster progression of *Mtf2* null cells to early germ layer progenitors during directed differentiation

Finally, we sought to test our findings using an in vitro directed differentiation system. In vivo, the primitive streak gives rise to mesoderm and definitive endoderm via exposure to BMP, TGFβ, and Wnt signals^38,40–42^. We induced the formation of the primitive streak cells from mESCs over a duration of 24 h and then bifurcated the differentiation based on activation and repression of signals which drive mesoderm and endoderm differentiation, respectively (Fig. 6a).

**Fig. 6:**
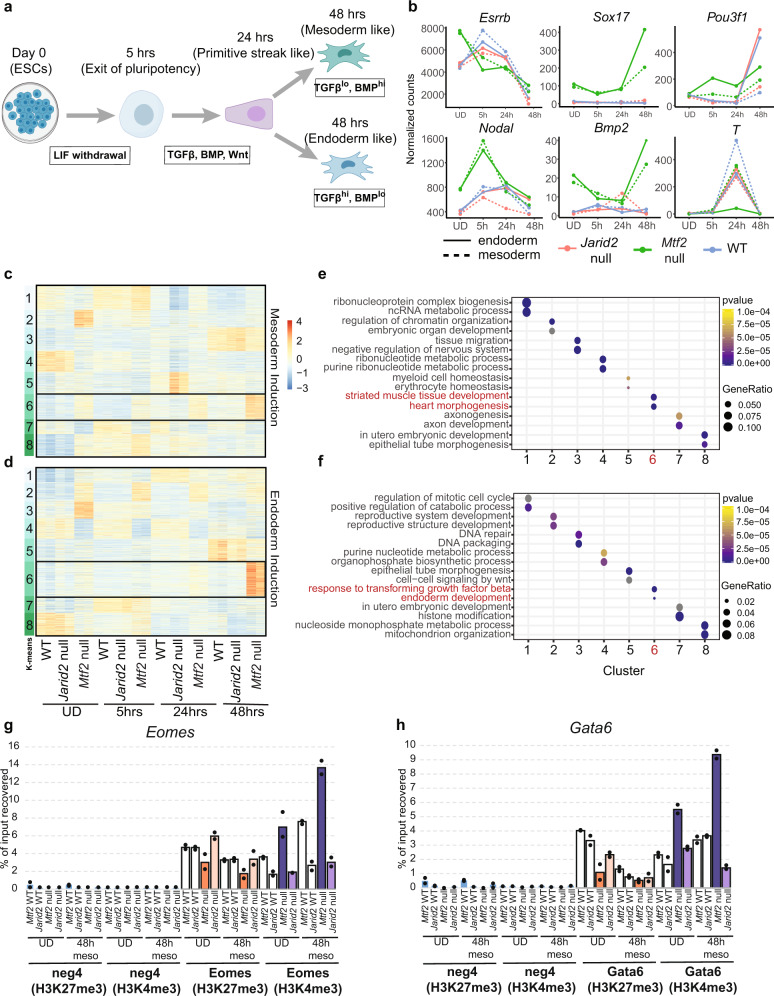
Faster progression of *Mtf*2 null cells to early germ layer progenitors during directed differentiation. **a** Schematic of directed differentiation for monolayer cells from different genetic backgrounds (WT, *Jarid2* null, and *Mtf2* null). **b** Line plots showing the expression (normalized counts from RNA-seq) of selected temporally regulated genes during early lineage specification processes for different genetic backgrounds and differentiation directions. **c**, **d** Heatmap of differentially expressed genes across all time points and between genetic backgrounds. Data was k-means clustered and the normalized counts were shown. **e**, **f** Dot plots showing the enrichment of biological pathways for each cluster in (**c**, **d**), selected by *p*-value and gene-ratios of the terms. Top selected pathways were picked for each cluster and shown here. **g**, **h** Barplots of of H3K27me3 and H3K4me3 ChIP for selected targets (*Eomes* and *Gata6)*. Each bar represents the average of the percentage of input recovered in the ChIP experiment of replicate experiments. *Mtf2* WT and *Jarid2* WT represent the background-matched wild-type lines of, respectively, *Mtf2* null and *Jarid2* null cells. Each dot represents a qPCR technical replicate for the sample.

Cells from different time points (Fig. 6a) were harvested and their bulk-transcriptomes were analyzed. 

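Undifferentiated monolayer cells and cells at 5, 24, and 48 h of differentiation toward mesoderm and toward endoderm were sequenced after depletion of rRNA. There were 2 libraries of each of WT, Mtf2 null, and Jarid2 null cells at each time in each of the 2 series, which makes 24 libraries per series. The authors describe these duplicates as technical. The SDs, standard errors, and p-values given for the 2 series may therefore leave out the spread between cultures. The authors estimated counts per gene with Salmon and deposited them without normalization, for 53697 genes in the mesoderm and 54393 genes in the endoderm series. Totals per library ran from 9111880 to 16898264 in the mesoderm series (median 11209160) and from 9889592 to 16372804 in the endoderm series (median 12949794). The median totals of WT, Mtf2 null, and Jarid2 null libraries were 11281697, 11792179, and 10997142 for mesoderm and 11266962, 13394020, and 13866518 for endoderm. Counts were rounded and each series was fitted across its 24 libraries with edgeR (TMM scaling, quasi-likelihood test). The filter on low counts left 18361 genes in the mesoderm and 19261 in the endoderm series. A gene was called at a Benjamini-Hochberg adjusted p under 0.001 and a log2 fold change above 1 in size, and standard errors were derived from the fold change and the F statistic. In undifferentiated cells, Mtf2 was at 33 ± 2.6 CPM (SD, n = 2) in Mtf2 null and 479 ± 42.6 CPM (SD, n = 2) in WT libraries of the endoderm series. In the mesoderm series its log2 fold change was -3.74 (standard error 0.17, adjusted p = 1.6e-12 from edgeR with Benjamini-Hochberg adjustment), and both Mtf2 null libraries were below both WT libraries. Jarid2, in contrast, was at 317 ± 12.4 CPM (SD, n = 2) in the libraries labelled Jarid2 null and 418 ± 78.4 CPM (SD, n = 2) in WT libraries of the mesoderm series, and it was not called between them at that stage. These samples are therefore called the libraries labelled Jarid2 null, and directions drawn from them rest on that label. Undifferentiated libraries of the 2 series with the same genotype and number differed by 1.86 to 2.38 times the sampling noise, against 2.50 to 4.23 times for the 2 libraries of a genotype within a series, so the 2 series may share their undifferentiated cultures.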

The expression of key regulators of these early differentiation stages like *Nodal, Brachyury, Bmp2* were indeed progressively elevated, at least in the wild-type cells during these early time points (Fig. 6b, Supplemental Fig. 8).

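In WT cells, Nodal (ENSMUSG00000037171, chromosome 10 from 61417972 to 61425338) rose from 32.2 ± 3.3 CPM (SD, n = 2) in undifferentiated cells to 69.2 ± 1.32 CPM (SD, n = 2) at 5 h of mesoderm differentiation and 66.1 ± 0.354 CPM (SD, n = 2) at 24 h. The log2 fold changes from the undifferentiated state were 1.11 and 1.04, with adjusted p-values of 4.8e-06 and 4.3e-06 from edgeR with Benjamini-Hochberg adjustment, and both libraries lay above both undifferentiated ones. At 48 h Nodal was back at 31.8 CPM, a log2 fold change of -0.01. In the endoderm series its log2 fold changes were 0.72, 0.92, and 0.09 at 5, 24, and 48 h. T was at 0.184 CPM in undifferentiated WT cells, 1.29 at 5 h, 57.7 at 24 h, and 0.0327 at 48 h of mesoderm differentiation. Its log2 fold change at 24 h was 8.22 (adjusted p = 1.4e-10 from edgeR with Benjamini-Hochberg adjustment) in mesoderm and 6.96 (adjusted p = 1.9e-10 from edgeR with Benjamini-Hochberg adjustment) in endoderm, with 2 of 2 libraries higher in each. Bmp2 had fewer than 6 counts in every WT library of the mesoderm series, and its log2 fold changes of 1.22, 0.97, and -0.31 at 5, 24, and 48 h were not called.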

Next, we compared the differential expression of genes across different time points of *Mtf2* null and *Jarid2* null cells with the wild-type cells. We performed k-means clustering to classify the differentially expressed genes and annotated each of the clusters using Gene Ontology (Fig. 6c, e). Indeed, we observed that the loss of *Mtf2* resulted in upregulation of a group of mesoderm-related genes (Fig. 6c, cluster 6) already at the undifferentiated stage. 

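In undifferentiated cells of the mesoderm series, 2047 of 18361 genes were called between Mtf2 null and WT libraries, 1188 higher and 859 lower in Mtf2 null. DESeq2 called 1869. A log2 limit of 2 moved the edgeR count most, to 793. Without 1 of the libraries at a time the count lay between 1506 and 1927. Gata6 was at 16.5 ± 1.15 CPM (SD, n = 2) in Mtf2 null and 1.88 ± 0.129 CPM (SD, n = 2) in WT libraries, a log2 fold change of 3.13 (standard error 0.29, adjusted p = 5.6e-08 from edgeR with Benjamini-Hochberg adjustment). For Pdgfra the log2 fold change was 2.59 (standard error 0.26, adjusted p = 1.6e-07 from edgeR with Benjamini-Hochberg adjustment). Gata4 and Runx1 (ENSMUSG00000022952, chromosome 16 from 92601466 to 92826149) had log2 fold changes of 2.07 and 2.33. In each of these genes both Mtf2 null libraries were above both WT libraries. T and Eomes were not called, with log2 fold changes of -0.29 and -0.10. The genes that WT cells induced by 48 h of mesoderm differentiation, 1022 in number, were higher in undifferentiated Mtf2 null than in WT cells by a median log2 fold change of 0.90, and 386 of them were called higher and 23 lower. Mtf2 null and WT libraries also differ in genes that mark the origin of a line, such as Hprt, at 79.2 and 0.409 CPM.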

As differentiation goes on, this group of mesoderm-expressed genes became more prominently expressed, up to 48 h of differentiation. This progressive trend was not observed for the *Jarid2* null cells. Instead, the pattern of expression for *Jarid2* null cells was remarkably similar to wild-type cells.

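The number of genes called between Mtf2 null and WT libraries was 1388 at 5 h (633 higher), 1051 at 24 h (511 higher), and 1252 at 48 h (690 higher) of mesoderm differentiation. The count at 24 h fell to 692 without WT replicate 2 and to 693 without Mtf2 null replicate 1. Over the genes induced in WT cells, the median log2 fold change between Mtf2 null and WT libraries was 0.28 at 5 h, 0.14 at 24 h, and 0.01 at 48 h. These genes were chosen from the WT libraries that also serve as the control, and genes chosen from the libraries labelled Jarid2 null had medians of 0.33, 0.21, and 0.12. The log2 fold changes of Gata6, Pdgfra, and Gata4 were larger at 48 h than in undifferentiated cells, though no interaction result is given for each of them. At 48 h the log2 fold change of Gata6 was 4.59 (standard error 0.31, adjusted p = 5.6e-10 from edgeR with Benjamini-Hochberg adjustment), that of Pdgfra 4.90 (standard error 0.26, adjusted p = 1.1e-11 from edgeR with Benjamini-Hochberg adjustment), and that of Gata4 2.86 (standard error 0.18, adjusted p = 3.2e-10 from edgeR with Benjamini-Hochberg adjustment), with both Mtf2 null libraries above both WT libraries. Tbx20 went the other way, from a log2 fold change of 2.75 in undifferentiated cells to 0.80 at 48 h. The change of the genotype effect from the undifferentiated state to 48 h was tested as an interaction, and 497 genes were called, 193 with a larger and 304 with a smaller log2 fold change at 48 h. Leaving out Mtf2 null undifferentiated replicate 1 gave 211 genes, Mtf2 null 48 h replicate 1 gave 225, and either of Mtf2 null 48 h replicate 2 and WT undifferentiated replicate 2 gave 317.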

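Between the libraries labelled Jarid2 null and WT libraries of the mesoderm series, edgeR called 68 genes in undifferentiated cells (31 higher), 0 at 5 h, 362 at 24 h (135 higher), and 31 at 48 h (26 higher). At 5 h, 2672 genes had an unadjusted p under 0.05 and DESeq2 called 10 genes. The counts depended on single libraries. Without the library labelled Jarid2 null replicate 1 the undifferentiated count was 5, and it was 28 and 31 without WT replicates 1 and 2. At 24 h it was 27 without the library labelled Jarid2 null replicate 1, and 63 and 60 without WT replicates 1 and 2. At 48 h it was 16 and 10 without the libraries labelled Jarid2 null replicates 1 and 2, and 14 without WT replicate 1. Over the genes induced in WT cells, the median log2 fold change of the libraries labelled Jarid2 null was 0.37 in undifferentiated cells, -0.07 at 5 h, -0.02 at 24 h, and 0.06 at 48 h. When the genes were chosen from the libraries labelled Jarid2 null in place of the WT libraries, the medians were 0.10, -0.04, -0.13, and 0.25, so the order of the times depended on that choice. The interaction of genotype and time called 10 genes, and 85 without WT 48 h replicate 1. It called 4 without the 48 h library labelled Jarid2 null replicate 2 and 2 without WT 48 h replicate 2. For undifferentiated cells it called 2 and 5 without the libraries labelled Jarid2 null replicates 1 and 2, and 5 without WT replicate 1. Jarid2 itself was not called at any time. Its log2 fold change was -0.68 at 24 h (adjusted p = 5.0e-04 from edgeR with Benjamini-Hochberg adjustment, 2 of 2 libraries lower), which is under the limit of 1 in size, and -0.41 in the undifferentiated libraries of both series (adjusted p = 7.3e-03 from edgeR with Benjamini-Hochberg adjustment). At 48 h it was at 423 against 397 CPM.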

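In the endoderm series, 2118 of 19261 genes were called between undifferentiated Mtf2 null and WT libraries (1200 higher), 1465 at 5 h (688 higher), 1267 at 24 h (688 higher), and 2029 at 48 h (1226 higher). Foxa2 had a log2 fold change of 4.24 in undifferentiated cells (standard error 0.74, adjusted p = 1.0e-04 from edgeR with Benjamini-Hochberg adjustment) and 6.54 at 48 h (standard error 0.60, adjusted p = 1.9e-08 from edgeR with Benjamini-Hochberg adjustment), when it was at 17.7 ± 3.01 CPM (SD, n = 2) in Mtf2 null and 0.173 ± 0.245 CPM (SD, n = 2) in WT libraries. Sox17 had 3.48 in undifferentiated cells (standard error 0.46, adjusted p = 3.0e-06 from edgeR with Benjamini-Hochberg adjustment) and 6.85 at 48 h (standard error 0.50, adjusted p = 4.6e-10 from edgeR with Benjamini-Hochberg adjustment). Both genes were higher in 2 of 2 Mtf2 null libraries at each of these times, but Foxa2 was no longer called in undifferentiated cells without WT replicate 1 (3.30) or Mtf2 null replicate 2 (3.91). Foxa2 and Sox17 stayed below 1 CPM on average at 48 h in WT cells of the endoderm series, at 0.173 and 0.275 CPM. The interaction of genotype and time called 1010 genes, 646 without Mtf2 null undifferentiated replicate 1, and 657 without WT 48 h replicate 2. For the libraries labelled Jarid2 null, edgeR called 143 genes in undifferentiated cells (75 higher), 7 at 5 h, 6 at 24 h, and 24 at 48 h. At each time the named called genes with the largest falls were among mt-Rnr1, mt-Rnr2, Gm15564, and Mir6236. The log2 fold change of mt-Rnr1 was -7.04 at 5 h and -7.29 at 24 h. A difference between library batches, raising these transcripts in the WT libraries of this series, is a likely explanation for them. The undifferentiated count was 52 without the library labelled Jarid2 null replicate 1, and 87 and 70 without WT replicates 1 and 2. The count at 48 h was 114 without WT replicate 1, 7 without WT replicate 2, and 14 and 6 without the libraries labelled Jarid2 null replicates 1 and 2. Foxa2 was at 0.102 CPM and Sox17 at 0.365 CPM in the libraries labelled Jarid2 null at 48 h.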

We observed a similar trend for the endoderm lineage: the activation of endoderm genes was elevated in *Mtf2* null cells from the start (Fig. 6d, f), whereas gene expression in *Jarid2* null cells was similar to that of wild-type cells. It is also noteworthy to point out that non-endoderm gene expression in undifferentiated *Mtf2* null cells (Fig. 6d, for example, clusters 2 and 3), was rapidly curbed during directed differentiation when exogenous factors directing endodermal differentiation were provided. Therefore, while undifferentiated *Mtf2* null cells exhibit multi-lineage derepression of gene expression, these data show that lineage-specific gene expression is successfully established upon lineage commitment in different directions.

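The 1187 genes that were called higher in undifferentiated Mtf2 null cells of the mesoderm series and tested in both series were followed through endoderm differentiation. Their median log2 fold change between Mtf2 null and WT libraries was 1.55 in undifferentiated cells, 0.89 at 5 h, 0.85 at 24 h, and 0.92 at 48 h. The share called higher went from 82.7% to 37.2%, 36.3%, and 43.1%. From the undifferentiated state to 48 h, 246 of these genes had a called decrease of the genotype effect and 66 a called increase, with a median change of -0.61. Some decrease follows from choosing genes by a high value in undifferentiated cells, even though the choice was made in the other series, since the 2 series may share those cultures.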

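In the mesoderm series, the 1196 genes called higher in undifferentiated Mtf2 null cells of the endoderm series went from a median log2 fold change of 1.59 to 0.96, 0.83, and 0.81 at 5, 24, and 48 h. For 210 of them the decrease by 48 h was called, and for 9 an increase. By lineage, Hnf4a (ENSMUSG00000017950, chromosome 2 from 163506808 to 163572910) was higher in Mtf2 null than in WT libraries at 48 h of endoderm differentiation by a log2 fold change of 4.85 (adjusted p = 4.5e-09 from edgeR with Benjamini-Hochberg adjustment, 2 of 2 libraries higher). Otx2 was lower in Mtf2 null cells at 24 h in both series, with log2 fold changes of -3.37 (adjusted p = 1.9e-06) in mesoderm and -4.25 (adjusted p = 1.6e-09) in endoderm from edgeR with Benjamini-Hochberg adjustment, in 2 of 2 libraries of each. From the genes raised in undifferentiated Mtf2 null cells and their later course in each direction, the paper concludes that lineage-specific expression is established upon commitment despite derepression of several lineages at the start.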

Finally, we performed H3K27me3 and H3K4me3 ChIP on the chromatin harvested from both *Mtf2* and *Jarid2* null cells during 48 h of mesoderm differentiation (Fig. 6g, h, Supplemental Fig. 9). We find that, for selected mesendodermal markers such as *Eomes* and *Gata6*, the differences in H3K4me3 and H3K27me3 observed in undifferentiated cells, were exacerbated during mesoderm differentiation. For example, the repressive H3K27me3 levels on *Eomes* were further reduced during differentiation for the *Mtf2* null cells compared to WT and *Jarid2* null cells, accompanied by a dramatic increase in activating H3K4me3 signals (Fig. 6g). This trend is less apparent in *Jarid2* null cells, with a modest increment of H3K4me3 for *Eomes* and a drop for *Gata6* during differentiation (Fig. 6g, h). To connect the phenotypes we observed to a loss in PRC2 function, we treated cells with a chemical inhibitor of EED during differentiation and found that EED inhibition resulted in a decrease in H3K27me3 levels and accompanying increase in H3K4me3 levels on key lineage transcription factors during the differentiation of *Mtf2* null cells (Supplemental Fig. 9b, c). In *Jarid2* null cells, H3K27me3 is similar to the levels in WT cells and is reduced in a similar fashion by EED inhibitor. There is a stronger effect of EED inhibitor on H3K4me3 in these cells in combination with EED inhibitor, in particular on *Eomes* and *Gata6*. These data suggest that the initial epigenetic perturbations caused by the loss of PRC2 subunits in the undifferentiated state directly translate to transcriptional changes during mesoderm differentiation.

## Discussion

Seminal work done on *Mtf2* (PRC2.1) and *Jarid2* (PRC2.2) has highlighted their respective importance in facilitating PRC2 binding to specific genomic loci to compact chromatin^11,15,16,22,43–45^. In the current study, we explored the roles of MTF2 during the exit of pluripotency and discovered that the loss of *Mtf2* alleviated the threshold for differentiation toward lineages in all germ layers, while *Jarid2* null ES cells were partially arrested and slower to differentiate, with a slower downregulation of pluripotency genes. The relatively subtle deregulation in Jarid2 null EBs thus changes their lineage profile, whereas Jarid2 null cells were close to normal in directed differentiation experiments with exogenous differentiation cues. Importantly, we identified an array of lineage transcription factors and signaling modulators that were upregulated upon the loss of *Mtf2* and that were inherently poised for activation. Upon the loss of *Mtf2*, promoter H3K27me3 levels were markedly reduced, while H3K4me3 was increased. Upon the loss of Jarid2, many genes were also differentially expressed, but a much smaller fraction of the upregulated genes in *Jarid2* null cells were EZH2-bound target genes and they were enriched for fewer functional gene ontologies.

Reports on the phenotypic developmental consequences of losing PRC2 subunits during development have been diverse. While the loss of PRC2 core units (SUZ12, EED, and EZH2) have been known to result in gastrulation arrests and impairment of embryo proper differentiation^46^, a recent single-cell study done on EED mutant mouse embryos also demonstrated the propensity of these mutants to derive PGC state like cells^47^. Similarly, in our data, we found that our *Eed* mutants overproduce PGC-like cells as well as early differentiation intermediates. The loss of *Mtf2* has been shown to be embryonic lethal by E15.5, with observations of severe anemia and growth retardation^48–50^. By contrast, *Jarid2* null mice exhibited early embryonic lethality (as early as E10.5)^51–53^. To study the mechanisms underlying these disparities between the loss of PRC2 subunits, we adopted the use of embryoid bodies and directed differentiation systems for better control of early differentiation intermediates and signaling paradigms to dissect the roles of PRC2.1 and PRC2.2. Importantly, single-cell RNA sequencing also allows for untangling the heterogeneity of differentiation, uncovering transient developmental events which are difficult to assess in early embryos^54^. For example, we were able to capture aspects of cardiac progenitor development in our dataset (Supplemental Fig. 2a), which could be applicable to the EB field and the formation of gastruloids^55,56^.

We found that Wnt signaling was affected upon the loss of *Mtf2*. This is consistent with recent evidence that *Mtf2* null mice demonstrated impairment in definitive erythroid development, and that Wnt was regulated by MTF2 during erythropoiesis^29^. We also found other signaling pathways (e.g., FGF, BMP, and TGFβ) to be deregulated when *Mtf2* is mutated. These pathways were not deregulated in the *Jarid2* null cells, which may potentially explain the delayed and biased EB differentiation we saw in *Jarid2* null cells, whereas it would still allow directed differentiation to proceed when exogenous signaling molecules are supplied.

The PRC2.1 and PRC2.2 complexes functionally interact with each other, as they both depend on positive feedback by binding of core subunit EED to H3K27me3. In the presence of EED inhibitors, PRC2 recruitment becomes much more dependent on JARID2^36^. The JARID2 stoichiometry increases relative to the PRC2 core between pluripotency and differentiated states^57,58^. Conceivably, JARID2 may play a more important role at later stages compared to undifferentiated ES cells.

In addition to signaling factors, we identified key gastrulation transcription factors with bivalent promoters that are poised for transcriptional activation. A reduction of H3K27me3 at their promoters due to the absence of MTF2, resulted in increased levels of H3K4me3. Conversely, since H3K4me3 and H3K27me3 are mutually exclusive on the same histone tail^59^, the H3K4me3 permissive mark may also limit the extent to which the promoter can be repressed by PRC2. How this epigenomic balance is regulated is a key question in the field, and our results show that MTF2-mediated targeting of PRC2 influences that balance in a way that affects the exit of pluripotency of ES cells. Of note, we also analyzed the shape of the promoters of the previously mentioned signaling and gastrulation factors but did not find a different density of DNA shape-matched GCG sequences, which can be bound by MTF2^15,43^. This suggests that indeed, reduced PRC2 recruitment may be a consequence of stronger activation rather than a reduced capacity for PRC2 recruitment per se. Derepression of poised lineage-specific transcription factors such as GATA2 in turn further contributes to transcriptional activation of key regulators (Fig. 7). This is compatible with recent results, showing that the H3K4 methyltransferase MLL2 protects developmental genes from repression by repelling PRC2^60^, highlighting the dynamic epigenomic balance of the classical Trithorax and Polycomb systems.

**Fig. 7:**
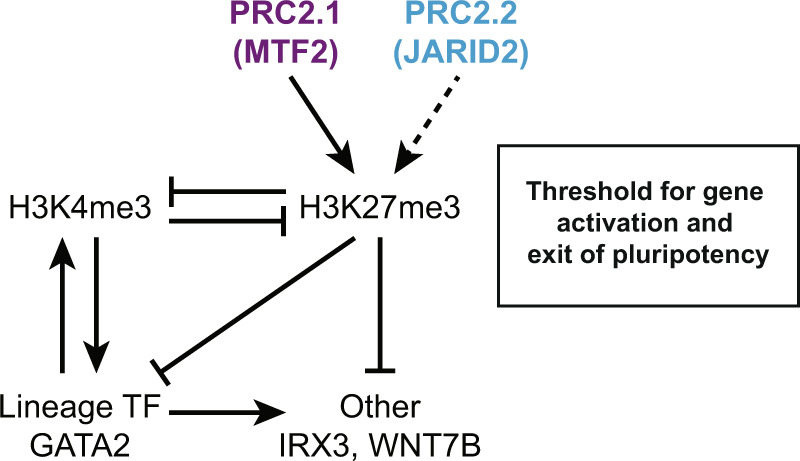
Balance of transcriptional activation and exit of pluripotency tilted upon loss of PRC2.1/2.2. Model of the role of PRC2 in the exit of pluripotency. PRC2 contributes to a repressive threshold for activation of key regulators of differentiation. This affects the exit of pluripotency and the differentiation to lineages of the three germ layers. One example is the upregulation of GATA2 upon MTF2 loss which results in increasing expression of other factors such as WNT7B and IRX3, as part of a feedforward loop that regulates the exit of pluripotency.

In summary, our findings revealed the unique differences in differentiation speed and lineage specificity upon the loss of either of the two PRC2 subcomplexes, containing MTF2 (PRC2.1) or JARID2 (PRC2.2). During development, key signaling pathways like BMP, Wnt, FGF, and TGFβ are critically regulated in a time and space-sensitive manner. The activity of these pathways causes lineage specification, but this requires coordinated responses of cells, mediated by a carefully orchestrated balance of activating and repressive cues. Our results in this and a previous study^36^ highlight that PRC2.1 and PRC2.2 have distinct contributions in Polycomb repression: PRC2.2 can be recruited by EED binding to H3K27me3 and by PRC1, but on its own affects Polycomb repression in relatively subtle ways, whereas PRC2.1 is directly recruited to select targets that it represses relatively strongly. These differences affect the balance between activation and repression of signaling pathways in highly specific and only partially overlapping ways for PRC2.1 and PRC2.2. This balance is not only important in regulating the threshold for the exit of pluripotency (Fig. 7), but also during further lineage decisions during development and differentiation.

## Methods

### Mouse embryonic stem cell (mESC) culture

Wild-type (WT) E14 embryonic stem cells (129/Ola background) were maintained in Dulbecco’s modified Eagle medium (DMEM) containing 15% fetal bovine serum, 10 mM Sodium Pyruvate (Gibco), 5 μM beta-mercaptoethanol (BME; Sigma), and Leukemia Inhibitory Factor (LIF: 1000 U/ml; Millipore). The E14 WT^61^, *Mtf2* null^50^, *Jarid2* null^7^, and *Eed* null^62^ cells used in this paper were maintained in serum + LIF media as described previously. Medium was refreshed once every 2 days. We used background-matched wild-type (WT) cells of *Mtf2* null (Pcl1–3 wt ESCs^22^), *Jarid2* null (JM8 ESCs^63^), and *Eed* null (J1 ESCs^62,64^) for bulk RNA sequencing and ChIP analyses.

### mESCs embryoid body (EB) differentiation

mESCs were dissociated with Accutase^TM^ and seeded in Nunclon Sphera 6‐well plates (Thermo Fisher Scientific, # 174932) at a cell density of 11,000 cells/well in Serum + LIF medium. After 2 days of aggregation, the embryoid bodies (EB) were let to differentiate by removal of LIF. Differentiation media was refreshed every 2 days by directly pipetting out spent media and adding in new media, with as little disturbance to the EBs as possible. On days of harvest, EBs are pipetted out and spun down at 400 × *g* for 5 min, followed by dissociation with Accutase^TM^ (37 °C, 5 min) and thereafter FACs sorted for viable cells using 7-AAD staining (Thermo Fisher Scientific, #A1310).

### mESCs monolayer differentiation

mESCs were seeded at a density of 9000 cells/well of a 12-well cell culture plate. On the next morning, mESCs were washed (once with DMEM) and then differentiated into either anterior primitive streak (APS) by adding 100 ng/mL Activin A (Thermo Fisher Scientific, #PHC9561) + 2 µM CHIR99021 (Peprotech, #2520691) + 20 ng/mL FGF2 (Thermo Fisher Scientific, # 13256029) or mid primitive streak (MPS) (30 mg/mL Activin A + 40 ng/mL BMP4 (Thermo Fisher Scientific, # PHC9533) + 6 µM CHIR99021 + 20 ng/mL FGF2) for 24 h. Subsequently, the cells were further differentiated into definitive endoderm with 100 ng/mL Activin A + 250 nM DM3189 (Peprotech, # 1062443) and lateral mesoderm with 1 µM A-83-01 (Tocris, #2939) + 30 ng/mL BMP4, respectively, for another 48 h. For experiments during directed differentiation toward mesoderm lineage, cells were pre-treated 4 days with a chemical inhibitor of EED (5 µM EED226, Selleckchem, #S8496) before the start of differentiation, and treatment was continued during differentiation, with a change of medium every 2 days.

### RNA extraction and bulk RNA sequencing preparation for monolayer cells

RNA from mESCs were harvested at several time points (Day 0 undifferentiated, 5 h after induction, 24 h APS/MPS, and 48 h DE/LM). RNA isolation and purification were performed using the Quick–RNA™ MicroPrep kit (Zymo Research), according to the manufacturer’s protocol. Integrity of purified RNA was checked on an Agilent Bioanalyzer using the RNA 6000 Pico Kit. Intact RNA was depleted of rRNA and prepared for sequencing using the KAPA RNA HyperPrep Kit with RiboErase (Kapa Biosystems). Libraries were sequenced on the NextSeq 500 (Illumina), generating an average of 12–15 million reads per sample.

### Single‐cell RNA library preparation for EBs

EBs were harvested at different time points (Day 0 undifferentiated, 4, 7, 10 days). The cell suspension was pipetted ~15 times to prevent cell clumping and it was stained with 7-AAD. The live cells were selected for and FACs-sorted onto 384-well plates containing primers with unique molecular identifiers, according to the SORT-Seq protocol^65^. Plates were spun down (1200 × *g*, 2 min, 4 °C) and ERCC spike‐in mix (1:50,000) was dispensed by a Nanodrop (BioNex Inc) into each well. 150 nl of the Reverse Transcription (RT) mix was similarly dispensed into each well. Thermal cycling conditions were set at 4 °C 5 min; 25 °C 10 min; 42 °C 1 h; 70 °C 10 min. Contents from the plates were pooled together and the cDNA was purified using AmpureXP (New England BioLabs) beads. In vitro transcription (Ambion MEGA‐Script) was then carried out overnight at 16 °C, with the lid set at 70 °C. An exonuclease digestion step was performed thereafter for 20 min at 37 °C, followed by fragmentation of the RNA samples. After a beads cleanup, the samples were subjected to library RT and amplification to tag the RNA molecules with specific and unique sample indexes (Illumina), followed by a final beads cleanup (1:0.8, reaction mix: beads) and the sample cDNA libraries were eluted with DNAse free water. Libraries were quantified using by qPCR and sequenced on the NextSeq 500 (Illumina) for 25 million reads per plate.

### Reads filtering, processing, and downstream analyses pipeline

#### Single-cell RNA

Raw reads were mapped and aligned to the mouse genome GRCm38/mm10 database using the Bowtie2^66^ alignment tool. Aligned reads were indexed and the final count table was derived using HTseq^67^. R package ‘Scater’^68^ was used for sample filtering and quality check, to remove dropouts (cells with <5 reads) and cells with too few recovered genes (<500). The data was then analyzed using R package ‘Seurat’^69^ (v3) for batch, read counts and gene counts normalization. In summary, after filtering, we captured the transcriptomes of 1196 WT cells, 1254 *Mtf2* null cells, 1196 *Jarid2* null cells, and 811 *Eed* null cells. After filtering, technical confounders such as total number of counts and features were also normalized using the ‘LogNormalize’ function with a scale factor of 10,000. Next, feature selection was performed using the ‘vst’ method in Seurat to identify the top 2000 most hypervariable genes (HVGs). Then, the dataset was batch corrected using the linear regression model in built in Seurat to regress out unwanted technical effects of libraries (batches) via scaling. Thereafter, the dataset was subjected to linear dimensional reduction using a principal component analysis of the top 15 principal components (PCs), determined by an elbow plot of the PCs. The cells are then clustered using a shared nearest neighbor (SNN) modularity optimization-based clustering algorithm at a resolution of 2.5 and the 22 different clusters were projected onto a 2-D UMAP for data visualization. Time course trajectory analyses were performed using the package ‘Monocle v2’^70^. The clusters information from Seurat were imported into Monocle v2 for analyses and the top 2000 HVG detected in Seurat were used to order the cells during pseudotime analyses. All cells were used in combination for the trajectory analyses and no ground states were set for the pseudotime analysis. Actual time point information and cluster information were overlaid onto the trajectory plots. Cluster identities were defined by Anatomy ontology^71^ and correlated with Mouse Cell Atlas^33^ (MCA) cluster data. The single-cell data can be downloaded and viewed in a user interface via the following repository: https://github.com/chethloh/PRC2_singlecelldata.

#### Bulk RNA

Paired-end Illumina 75-bp sequencing files were mapped to the mouse genome GRCm38/mm10 database using the Bowtie2^66^ alignment tool. Reads were quantified using Salmon^72^ and the count tables were analyzed using DEseq2^73^ (version 1.18.1), using Wald statistics (Log2 fold change >1, padj value <0.001) for pairwise comparison and likelihood ratio test statistics (FDR < 0.01) to identify statistically different expression patterns across time points. Gene Ontology enrichment analysis was performed with clusterProfiler^74^ (version 3.6.0). Anatomy ontology enrichment was performed MouseMine web interface^71^.

#### ChIP-seq analyses

ChIP data for undifferentiated mESCs were generated previously^15^. All fastq files were mapped using bwa (version 0.7.10-r789) and filtered using samtools (version 1.7, flag -F 1024), then normalized for depth of sequencing. Peak-calling was done using MACS2–2.7^75^ (*q*-value < 0.0001). Only peaks that were called in both replicates were used downstream. Heatmaps for ChIP-seq were generated using fluff^76^ (v3.0.2) from bam files using read-depth normalization. Reads Per Kilobase of transcript, per Million mapped reads (RPKM) quantification from two independent replicates were performed using scipy (v 1.1.0). GimmeMaelstrom^77^ (v 0.14.0) was used for Fig. 5c to identify the transcription factor motifs that are influencing RNA expression dynamics by scanning motifs associated with promoters (+/−0.5 kb from TSS) of a list of differentially regulated genes for both *Mtf2* and *Jarid2* null cells against their own wild-types at the undifferentiated stage. By default GimmeMaelstrom uses a non-redundant, clustered database of known vertebrate motifs: gimme.vertebrate.v5.0. These motifs come from CIS-BP (http://cisbp.ccbr.utoronto.ca/) and other sources such as *JASPAR, IMAGE, HOMER*, and *Swiss Regulon*. DNA shape analysis was performed using the DNAshape package^78^. For Fig. 5b, the peaks that were selected for their respective RPKM value were peaks that are overlapping with peaks in a +/−0.5 kb region around the TSS of the nearest genes that are (1) all PRC2 targets, (2) upregulated PRC2 targets in *Mtf2* null cells, and (3) upregulated PRC2 targets in *Jarid2* null cells. For Fig. 5g, the ChIP for GATA2 was performed on mouse embryonic stem cells chromatin extract. Chromatin was fixed using 1% formaldehyde for 8 min at r.t. Fixed chromatin was quenched using 1.25 M Glycine solution and sonicated for 8 min of 30 s ON/30 s OFF using the Bioruptor ® Pico sonication device (Diagenode). Sheared DNA was probed with the antibody Anti-GATA-2 Antibody (H-6) (Santa Cruz, #sc-515178, 1:500) overnight. A 10% input control was taken along for each reaction. ChIPped DNA was treated with Protein A/G beads for purification and extensive washes were performed for the DNA, followed by an elution using the MinElute Purification columns (Qiagen). Purified DNA was diluted 4 times with water and probed with PCR primers for *Eomes, Pdgfra, Irx3*, and *Wnt7b* genes.

### Antibodies

ChIP was performed using 3 μl per sample of the following antibodies: MTF2 (Aviva System Biology ARP34292, lot QC49692-42166), H3K27me3 (Millipore 07-449, lot 2717675), EZH2 (Diagenode C15410039, lot 003), H3K4me3 (Ab858, lot GR240214-4), and Anti-GATA-2 Antibody (H-6) (Santa Cruz, #sc-515178, 1:500).

### ChIP-qPCR primer design

The four primers used for ChIP-qPCR were as follows—*Eomes_F:* 5′-GATGTCAGCCCGAGTTCTCT-3′*, Eomes_R:* 5′-ATGGACTTGGATGCTGTGTG-3′*, Neg4_F:* 5′-AATCCTGAACATGGGAAACCT-3′*, Neg4_R:* 5′-GGCCTAAGATTCTCTCTTCCATC-3′*, Irx3_F:* 5′-ACATTTCTACGGGGCCTCAA-3′*, Irx3_R:* 5′-GACAGGACAGGAGGAGAGTG-3′*, Wnt7b_F:* 5′-GGTGACCTGTTCATGTCGAA-3′ and *Wnt7b_R:* 5′-GTGCTGACCACAGTCCTAAA-3′.

### RT-PCR

500 ng of genomic RNA were used for reverse transcription into cDNA using the iScript cDNA synthesis kit (Bio-Rad, #170-8891). cDNA was diluted 10X and 2 μL was added for each qPCR reaction (iQ™ SYBR Green Supermix, Bio-Rad) and subsequently ran on the CFX96 Touch™ Real-Time PCR Detection System.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplemental Information

Peer Review File

Description of additional Supplementary File

Supplemental Data 1

Supplemental Data 2

Supplemental Data 3

Reporting Summary

## Data Availability

The data that support this study are available from the corresponding author upon reasonable request. The single-cell RNAseq and bulk RNAseq fastq and count matrices have been deposited in the GEO repository under accession code GSE154572. ChIP-seq reads, coverage as genome browser tracks, and peak files have been deposited in the GEO repository under accession code GSE94300. The single-cell data can be downloaded and viewed in a user interface via the following repository: https://github.com/veenstralab/chetloh_ncomm_prc2_singlecell_2021. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Loss of PRC2 subunits primes lineage choice during exit of pluripotency
**Source:** Nat Commun. 2021 Nov 30;12:6985. doi: 10.1038/s41467-021-27314-4
**Supplement:** Supplementary file 1 — Supplemental Information

## Supplemental Information

### **Loss of PRC2 subunits primes lineage choice during exit of pluripotency**

Chet H Loh<sup>1</sup>, Siebe van Genesen<sup>1</sup>, Matteo Perino<sup>1,2</sup>, Magnus R Bark<sup>1</sup>, and Gert Jan C Veenstra<sup>1\*</sup>.

# Supplemental Figure 1

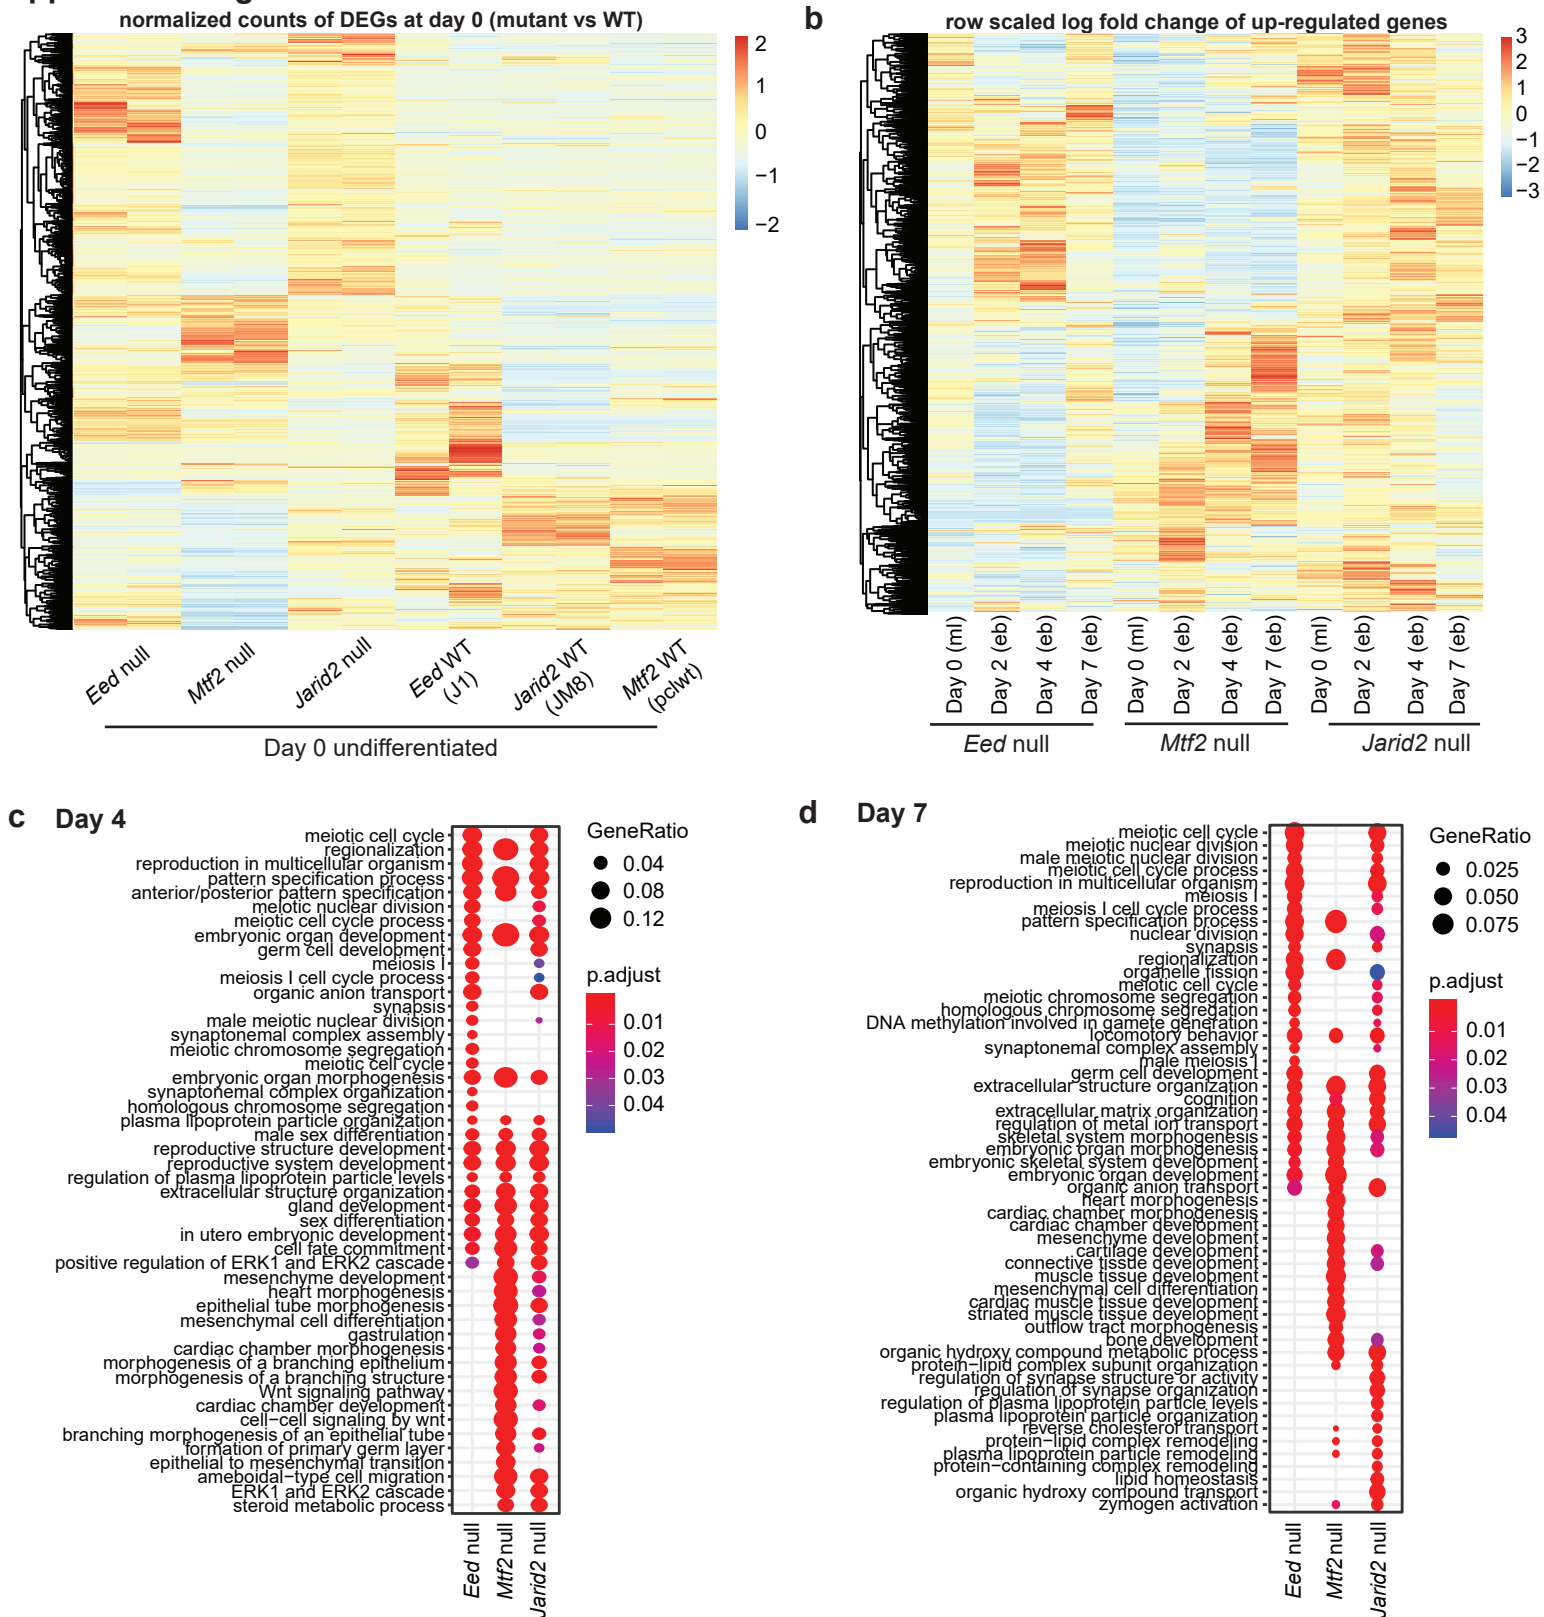

**Supplemental Fig.1 Bulk-RNA seq validation of PRC2 mutant phenotypes using matched WT.** **a.** Heatmap of differentially expressed genes (DEG) at day 0 undifferentiated state in different mutants and WTs (normalized counts). **b.** Heatmap of upregulated genes in mutants against their WTs (row-scaled z-scores). ml, monolayer; eb,embryoid body. **c-d.** Gene ontology plots of terms associated with mutants at respectively day 4 and day 7 based on differentially upregulated genes compared to matched WT cells. Hypergeometrical testing (two-sided) were performed and p-values were adjusted for multiple comparison, and q-values were also calculated for FDR control.

Supplemental Figure 2

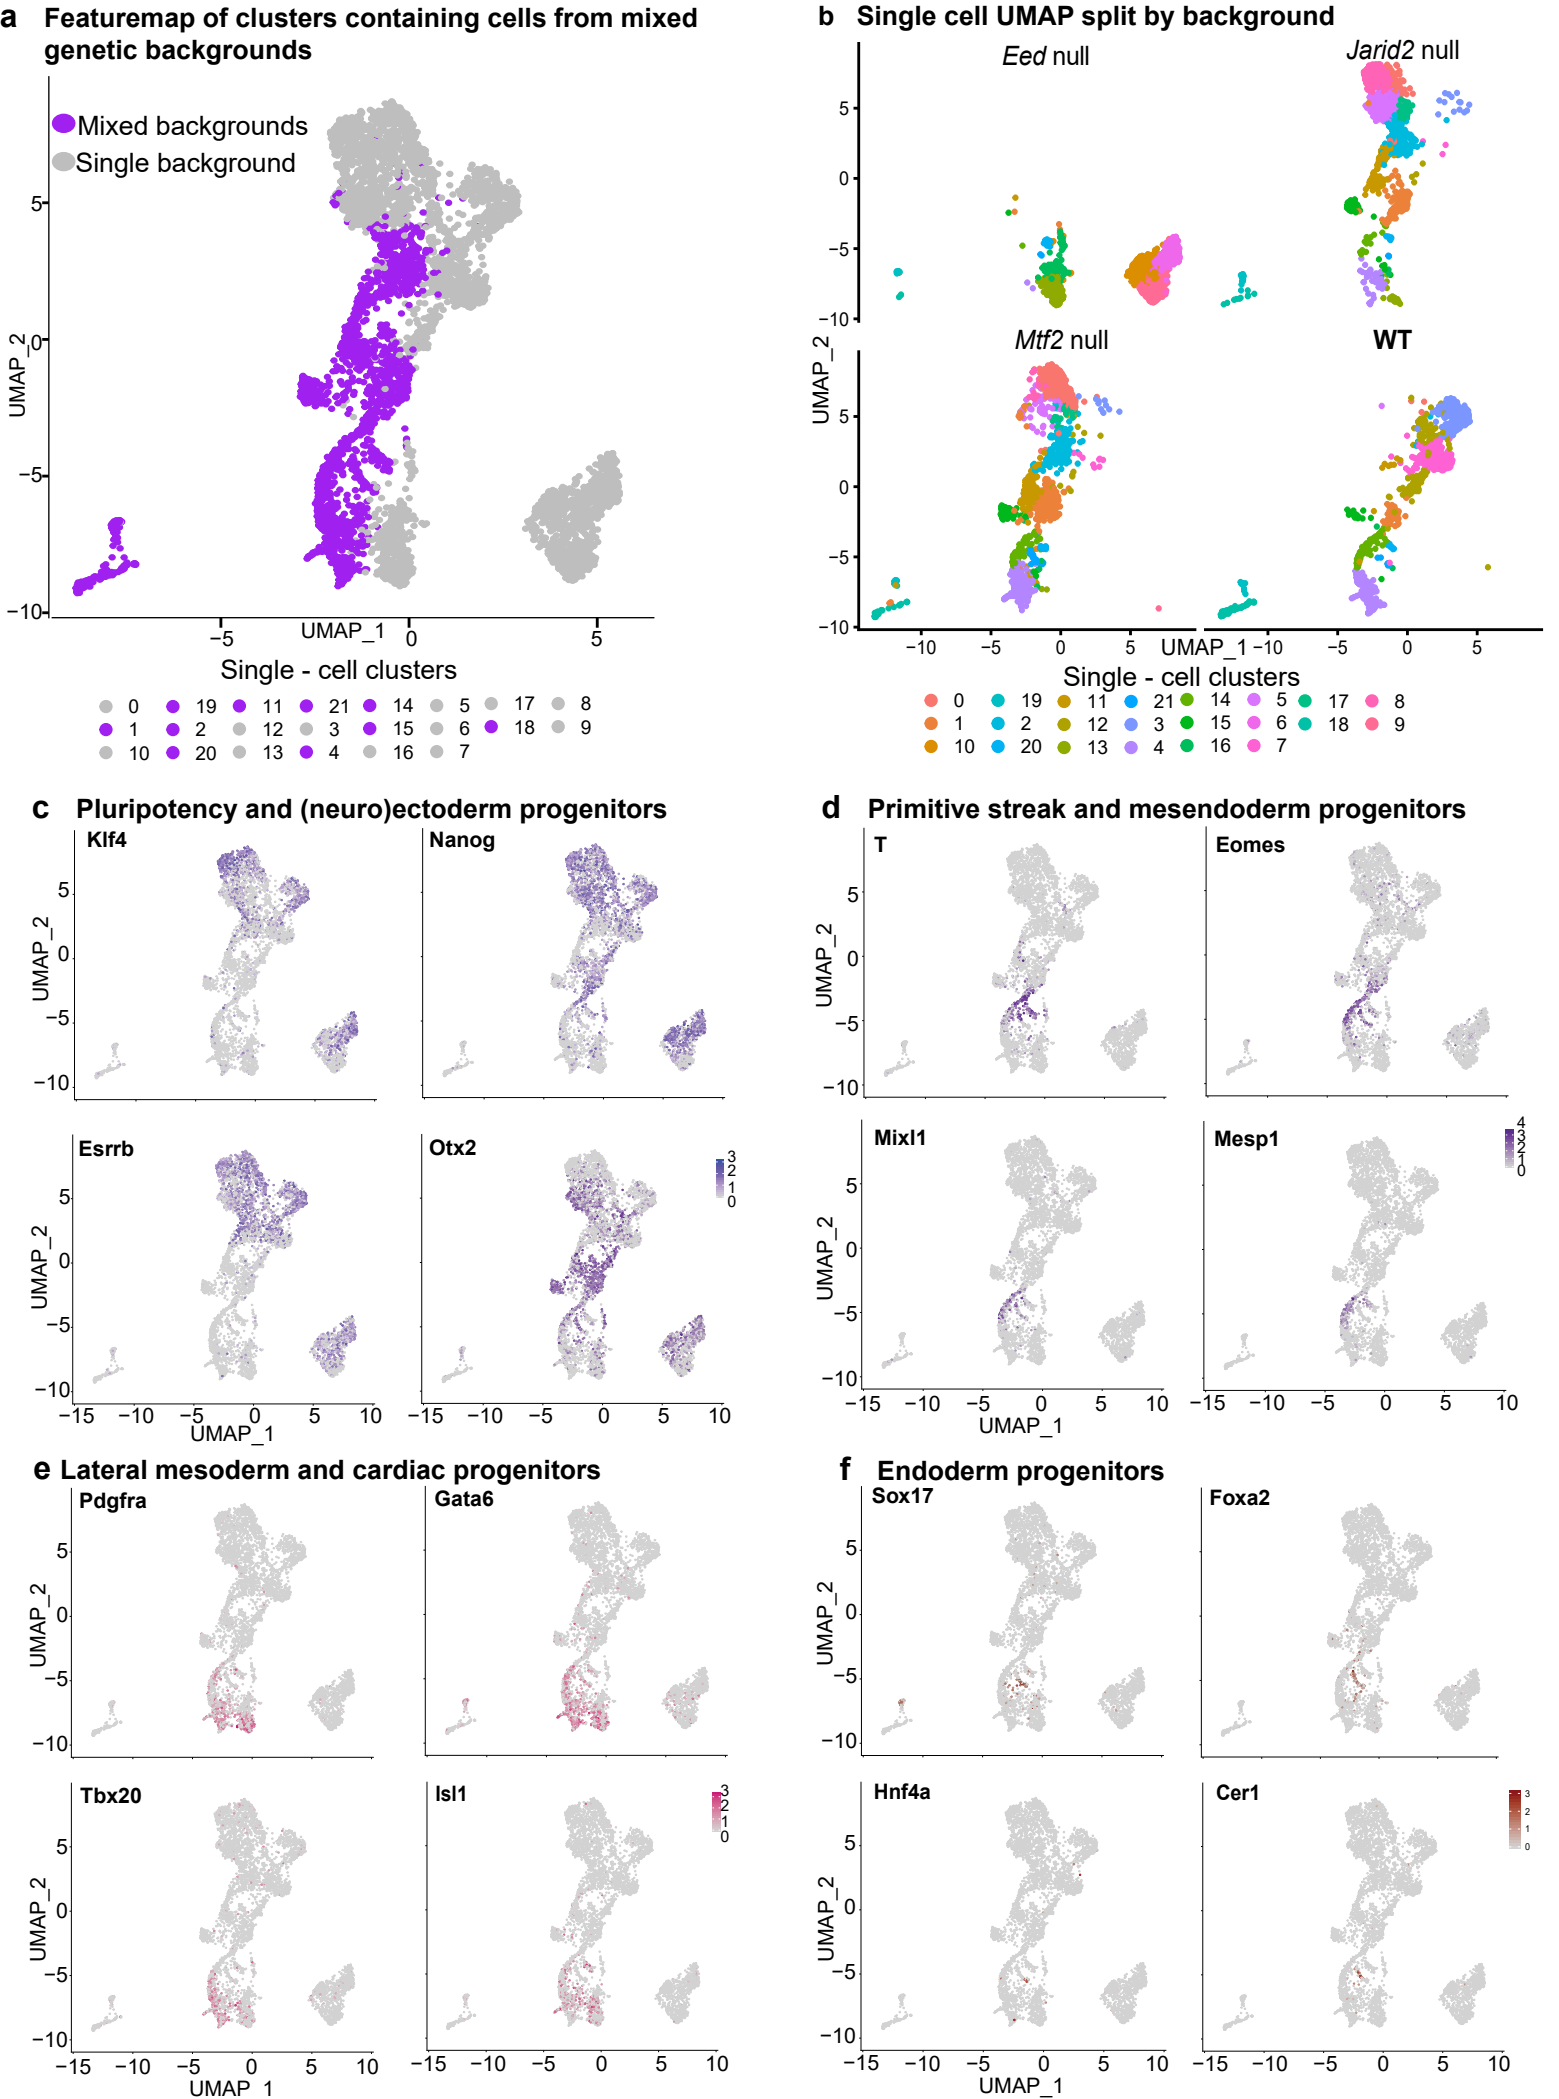

**Supplemental Fig.2. Gene expression in wild type and mutant embryoid bodies at single-cell level.** **a**, Feature map showing the clusters which contain mix genetic background (purple) and others which contain single background. A mixed genotype cluster is defined as a cluster where at most 80% of the cells share the same genotype. **b**, single cell umap clusters, split by different genetic background. **c - f**, Feature maps depicting the expression pattern and levels of selected key lineage genes from different germ layers during development.

# Supplemental Figure 3

## a Anatomy enrichment

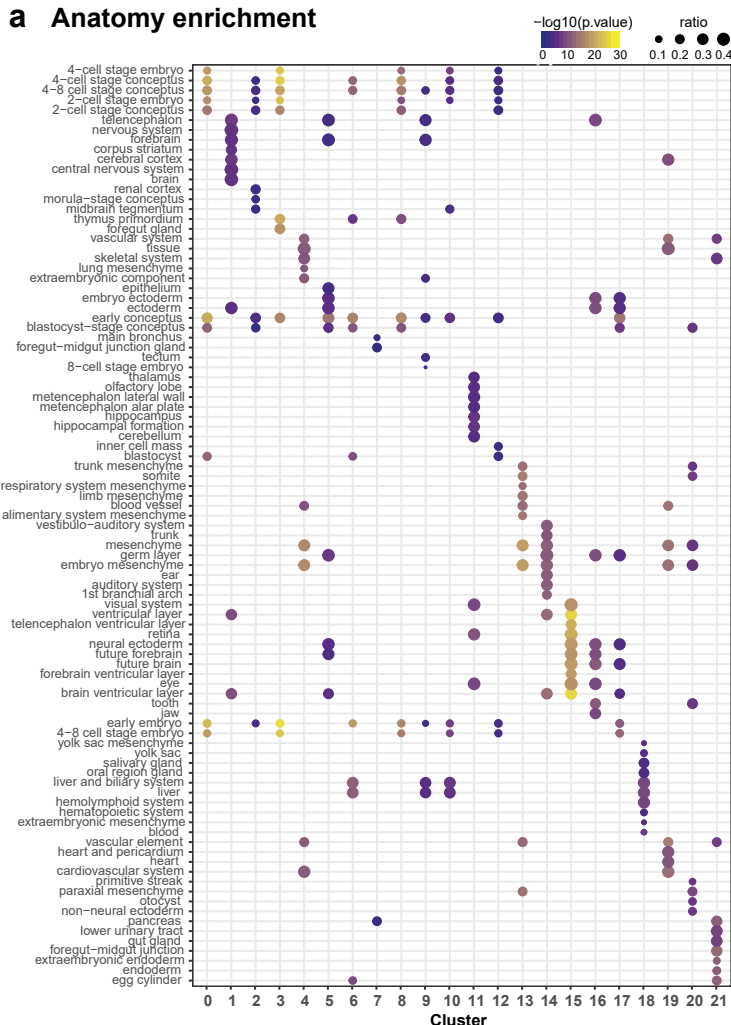

## b Mouse Cell Atlas Enrichment

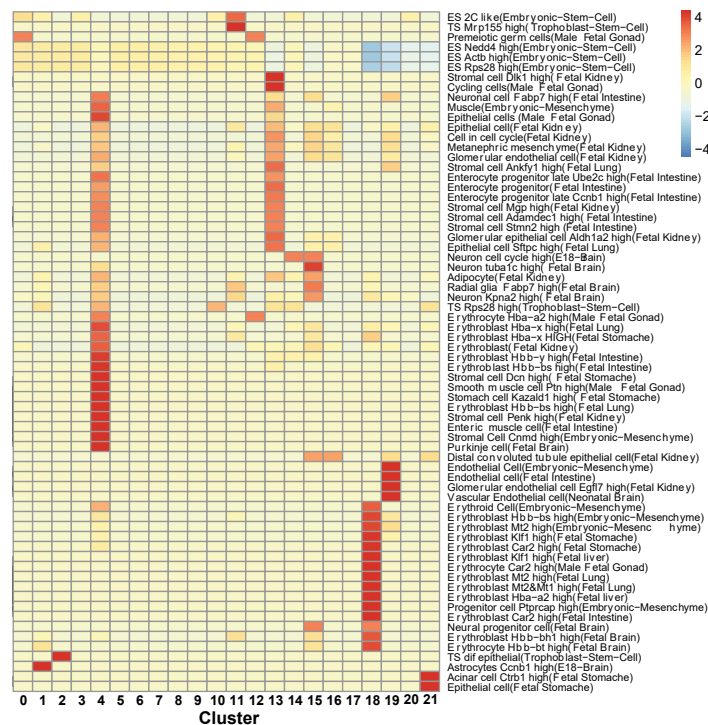

## d Single cell clusters and background information

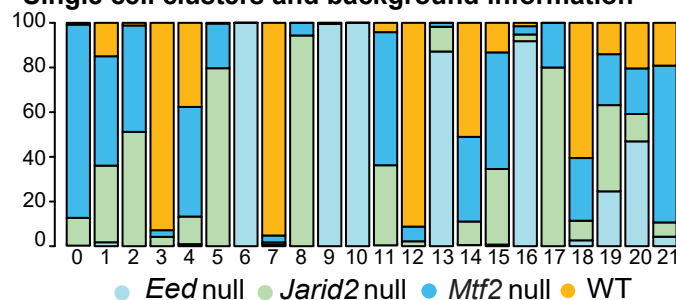

## e Other early differentiating precursor clusters

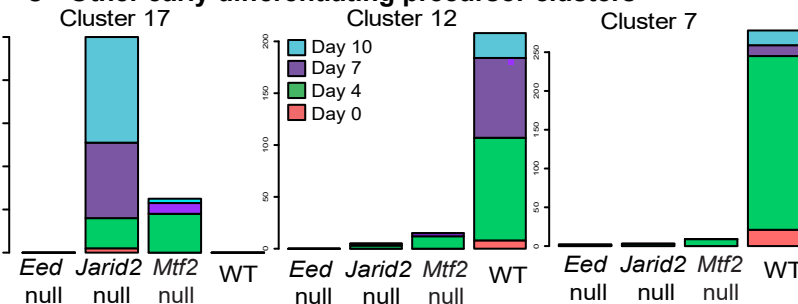

## c Germ layer groups of single cell clusters

| Clusters | Mouse Anatomy Ontology                   | Broad Germ Layer Category |
|----------|------------------------------------------|---------------------------|
| 4        | Cardiovascular System; Vascular Element  | Mesodermal                |
| 13       | Somites; Blood Vessels                   |                           |
| 19       | Heart; Heart and Pericardium             |                           |
| 21       | Gut; Foregut - Midgut Junction; Endoderm | Endodermal                |
| 1        | Cerebral Cortex; Ectoderm                | Ectodermal                |
| 11       | Eye, Retina, Visual system               |                           |
| 15       | Brain Ventricular Area Future Forebrain  |                           |
| 16       | Future forebrain, ectoderm               |                           |

## f Primordial Germ Cell markers expression in mutants

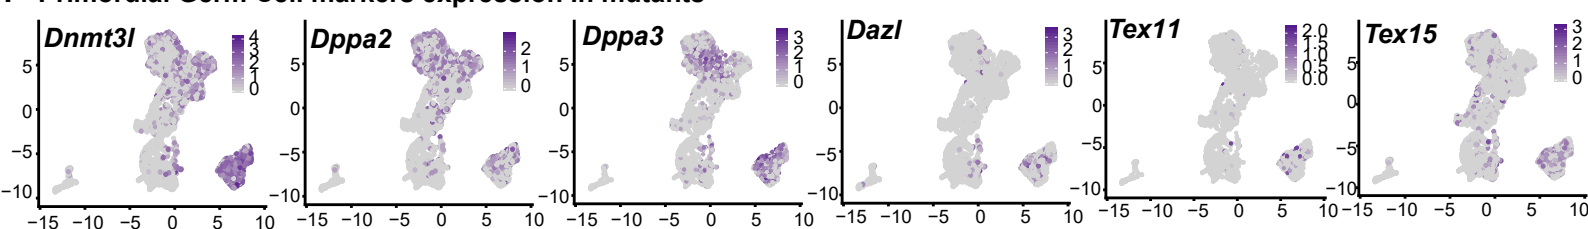

**Supplemental Fig.3 Cell clusters in embryoid bodies in Polycomb mutant ESCs** **a**, Dotplot of enriched Anatomical terms representing different clusters from single-cell analyses. **b**, Heatmap of enrichment of single-cell clusters compared to clusters from the Mouse Cell Atlas database. **c**, Table of annotated clusters based on Anatomy ontology and broad germ layer classification. **d**, Barplot showing the proportions of cells from different genetic backgrounds (colours) in all single-cell clusters. **e**, Barplots of number of cells from different backgrounds in other early differentiating precursor clusters from single-cell data apart from cluster 5 shown in main panel. **f**, featuremaps showing relative expression of selected primordial germ cell markers during embryonic development.

**Supplemental Figure 4**

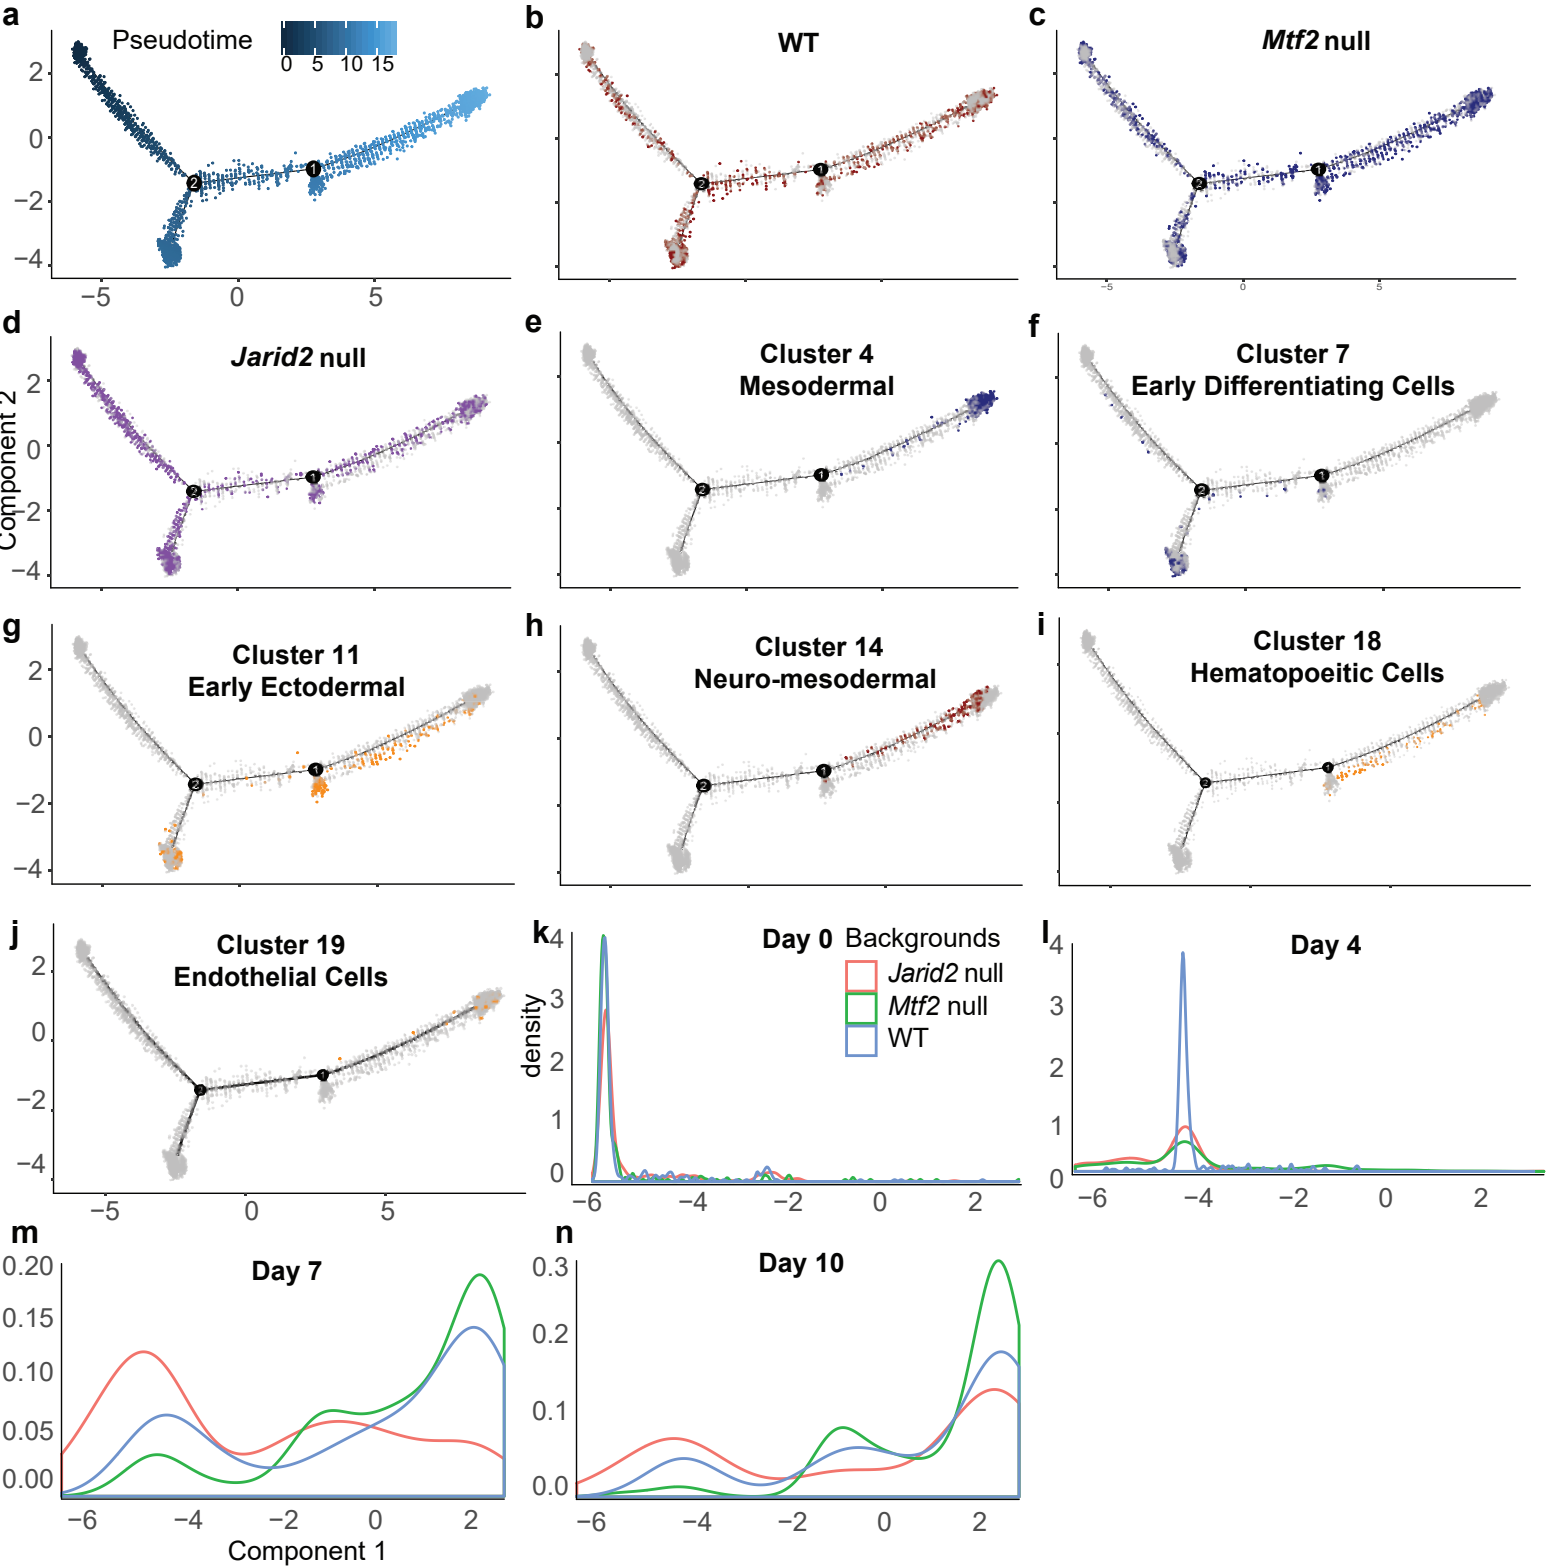

**Supplemental Fig.4 Lineage trajectory analysis confirmed faster generation of cell types in *Mtf2* null cells.** **a**, pseudotime of individual cells. **b - d**, pseudotime plots overlaid with different genetic backgrounds. **e - j**, selected single cell clusters from different timepoints. **k - n**, different density plots of number of cells from different genetic backgrounds over pseudotime (x-axis)

# Supplemental Figure 5

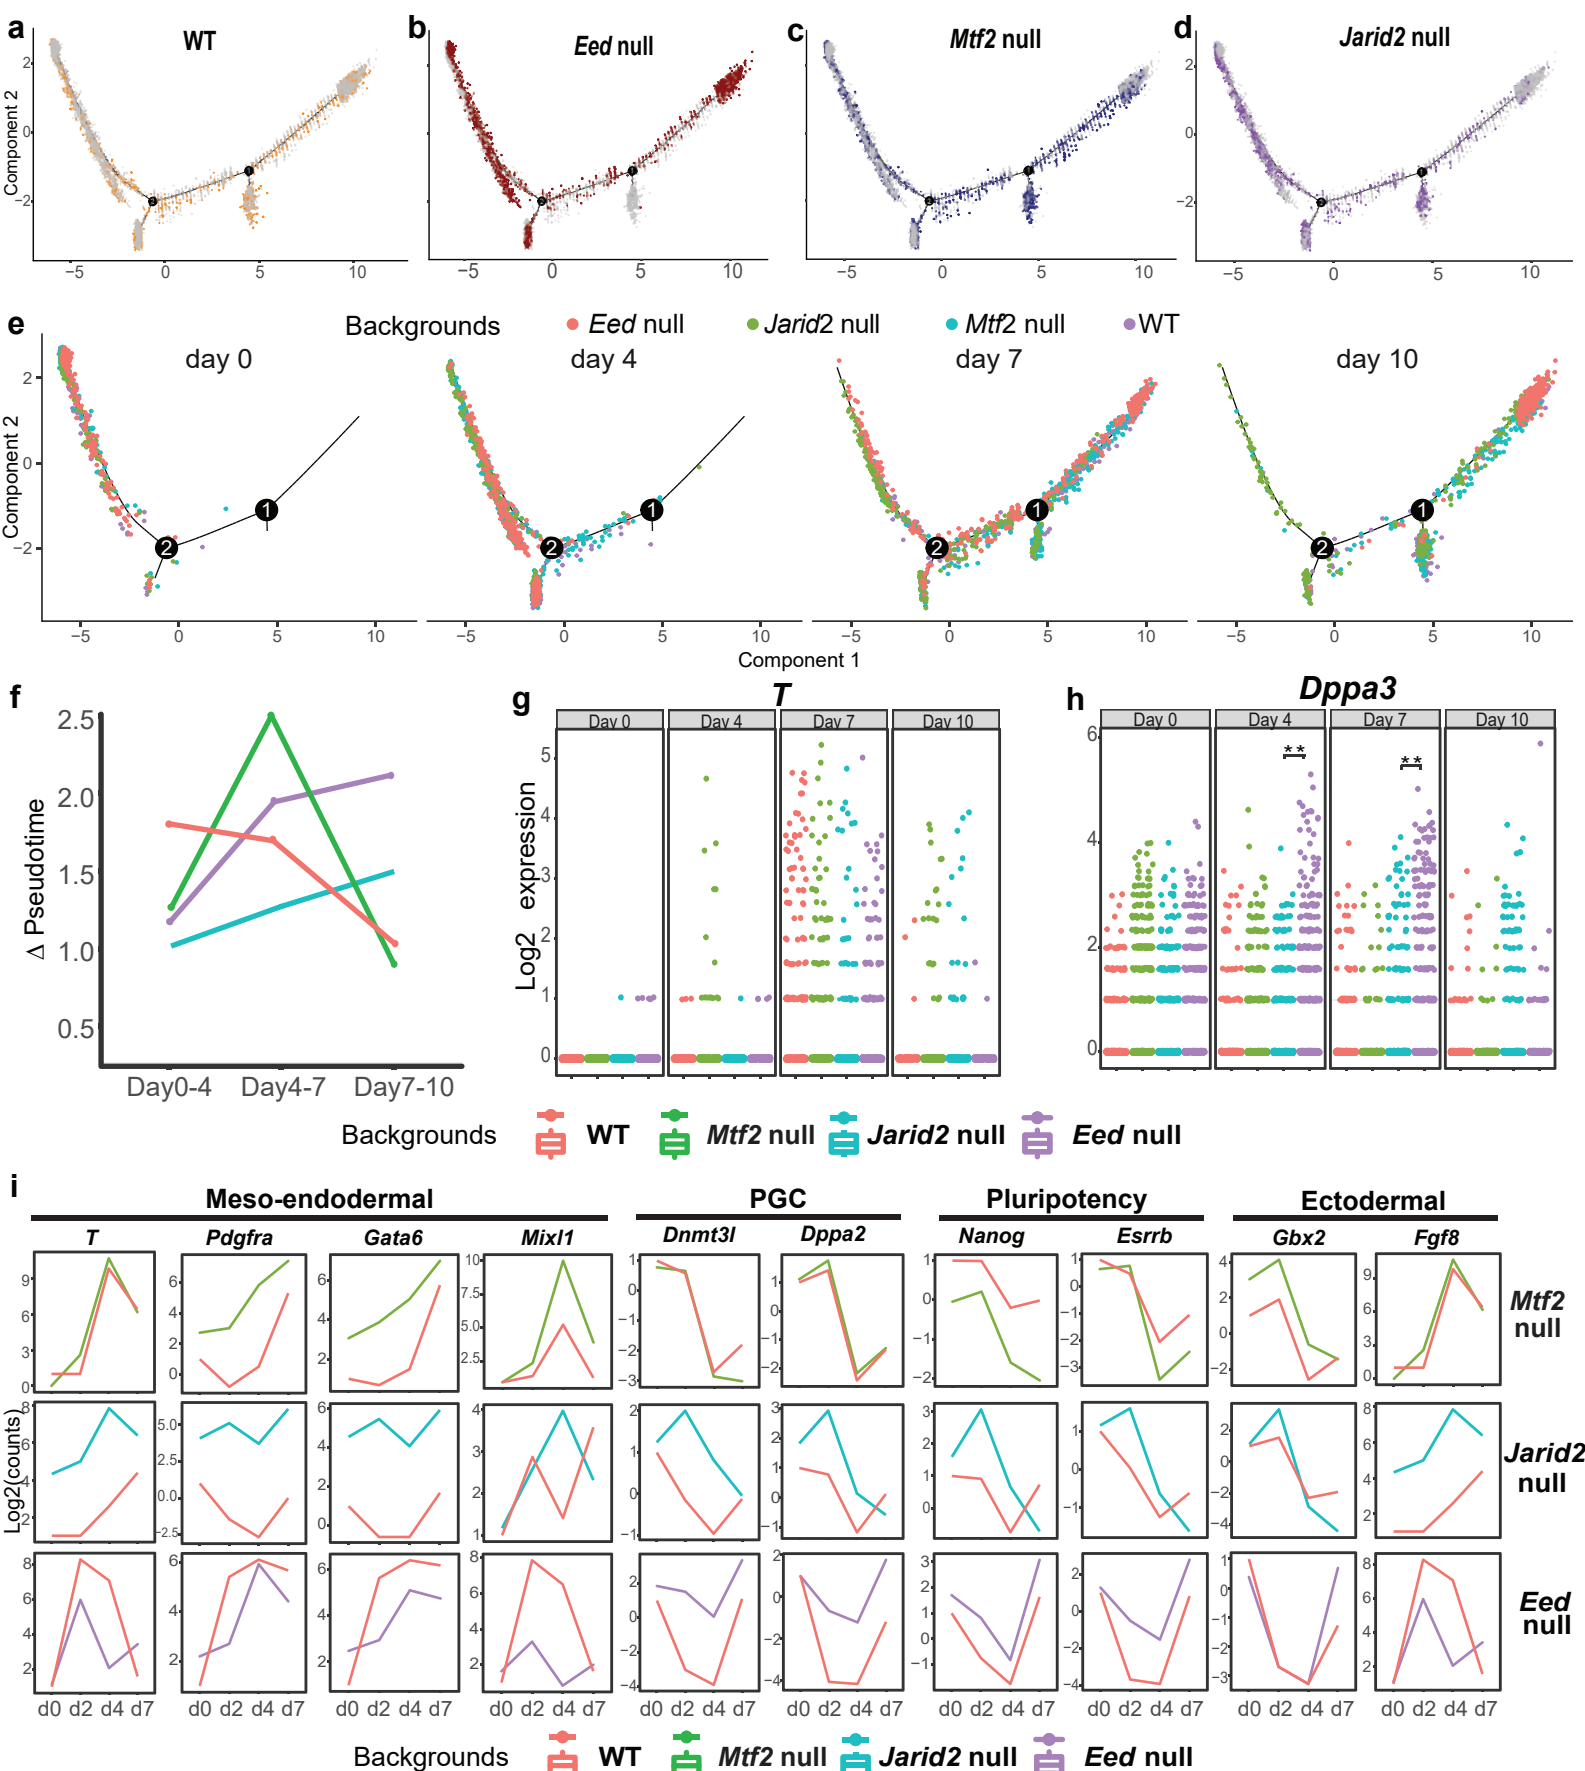

**Supplemental Fig.5 Single cell trajectory analyses including *Eed* null cells** depicting **a - d**, pseudotime plots overlaid with different genetic backgrounds, cells ordered by hyper variable gene list, **e**, pseudotime plots for different backgrounds across split by timepoint. **f**, Delta pseudotime plot(speed of differentiation) for all samples including *Eed* null cells. **g - h**, expression dynamics of selected keymarkers during differentiation. double asterisks (\*) represents a Wilcoxon signed-rank test p-value < 1 X 10<sup>-4</sup>, **i**, expression of keydifferentiation markers comparing mutant versus respective wild-type cells across timepoints (normalized over d0 of WT)

## Supplemental Figure 6

**a**

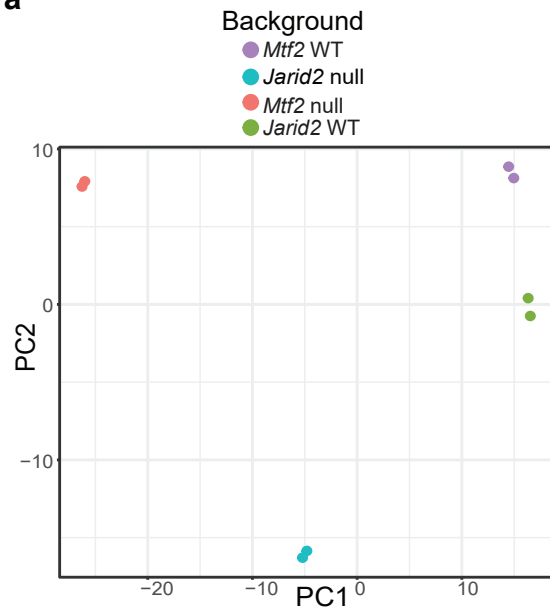

**b**

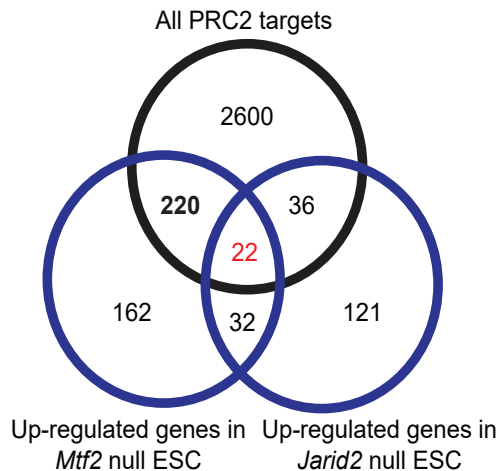

**Supplemental Fig.6 Depression of PRC2 targets in *Mtf2* and *Jarid2* null ES cells at undifferentiated state.** **a**, PCA analysis showing variance between background during undifferentiated state. **b**, Venn diagram for overlapping up-regulated genes between *Mtf2* and *Jarid2* null, that are also PRC2 targets.

# Supplemental Figure 7

**a**

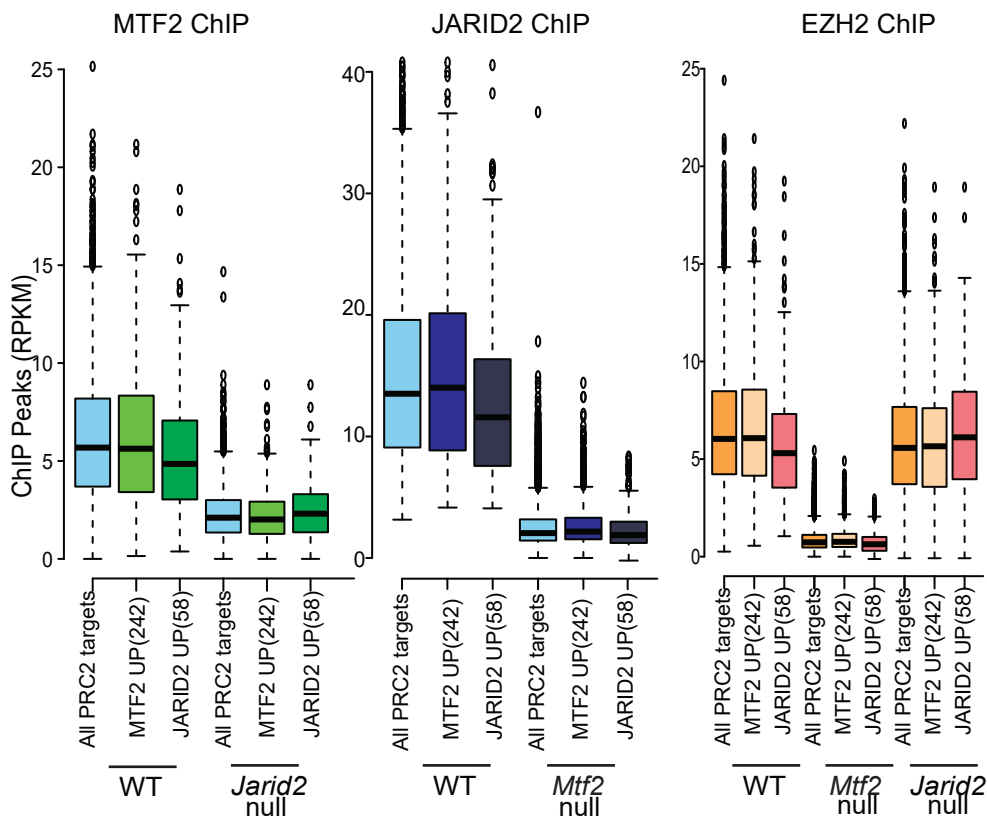

**b**

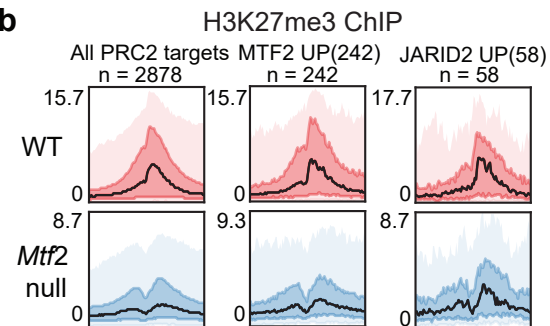

**c**

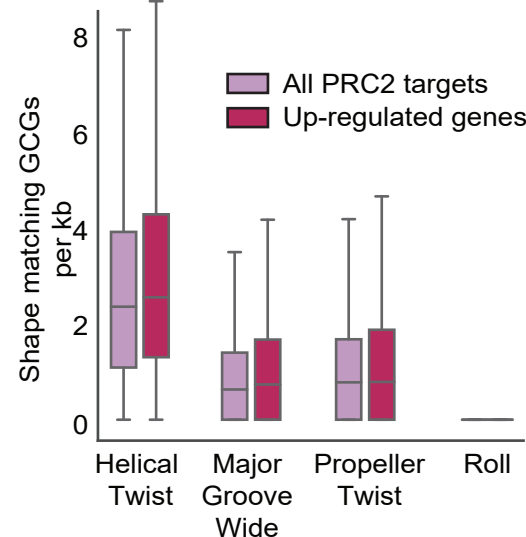

**Supplemental Fig.7 Key PRC2-repressed lineage transcription factors are poised for activation.** **a**, Barplots showing the ChIP RPKMs for MTF2, JARID2 and EZH2 comparing between all PRC2 targets and the upregulated genes in *Mtf2* and *Jarid2* null cells. n = 2878 for all PRC2 targets, n = 242 for upregulated *Mtf2* null genes and n = 58 for upregulated *Jarid2* null genes. Whisker ends of boxplot represents the maximum (top) and minimum values respectively. Top and bottom of boxplots represent 75th and 25th percentile values respectively and finally, median values are shown as black lines within the boxplots. **b**, Bandplots depicting the averaged profiles of peaks (RPKM) in a +/- 5 kb region around the TSS of genes in either 1) All PRC2 targets (left), 2) All up-regulated PRC2 targets in *Mtf2* null (middle) and 3) All up-regulated PRC2 targets in *Jarid2* null cells (right). Values shown are normalized (RPKM). The median enrichment is visualized as a black line with the 50th and 90th percentile as a dark and light colour respectively. **c**, Number of shape matching CpG islands in the promoters of all PRC2 targets and the upregulated genes in *Mtf2* null cells. n = 2878 for All PRC2 targets and n = 242 for Up-regulated genes. Whisker ends of boxplot represents the maximum (top) and minimum values respectively. Top and bottom of boxplots represent 75th and 25th percentile values respectively and finally, median values are shown as gray lines within the boxplots.

Supplemental Figure 8

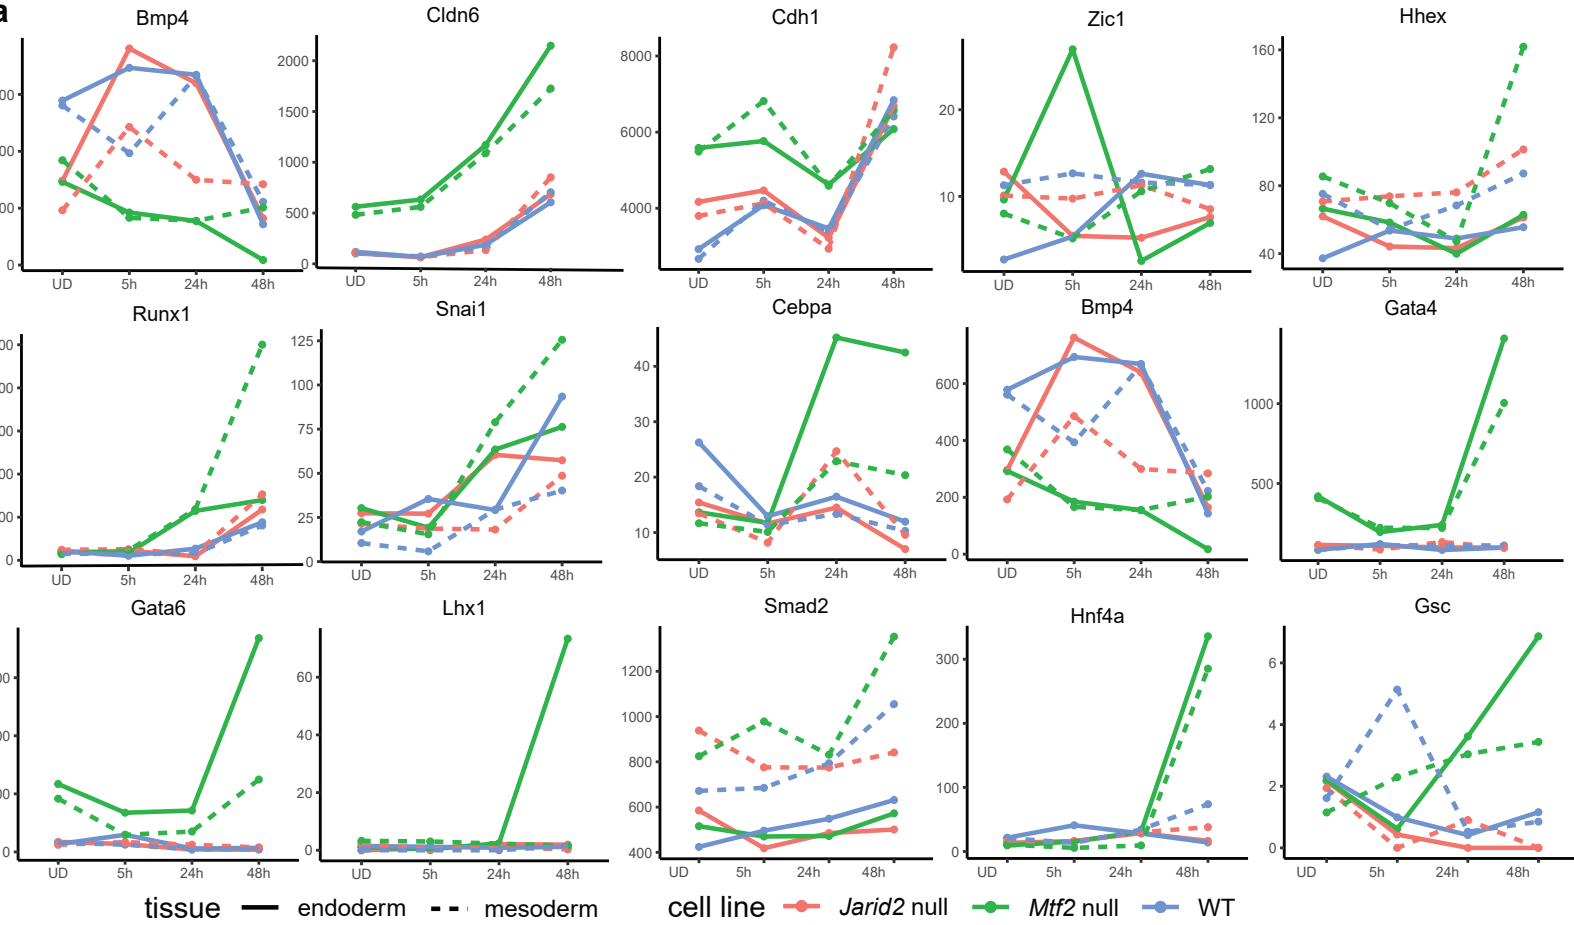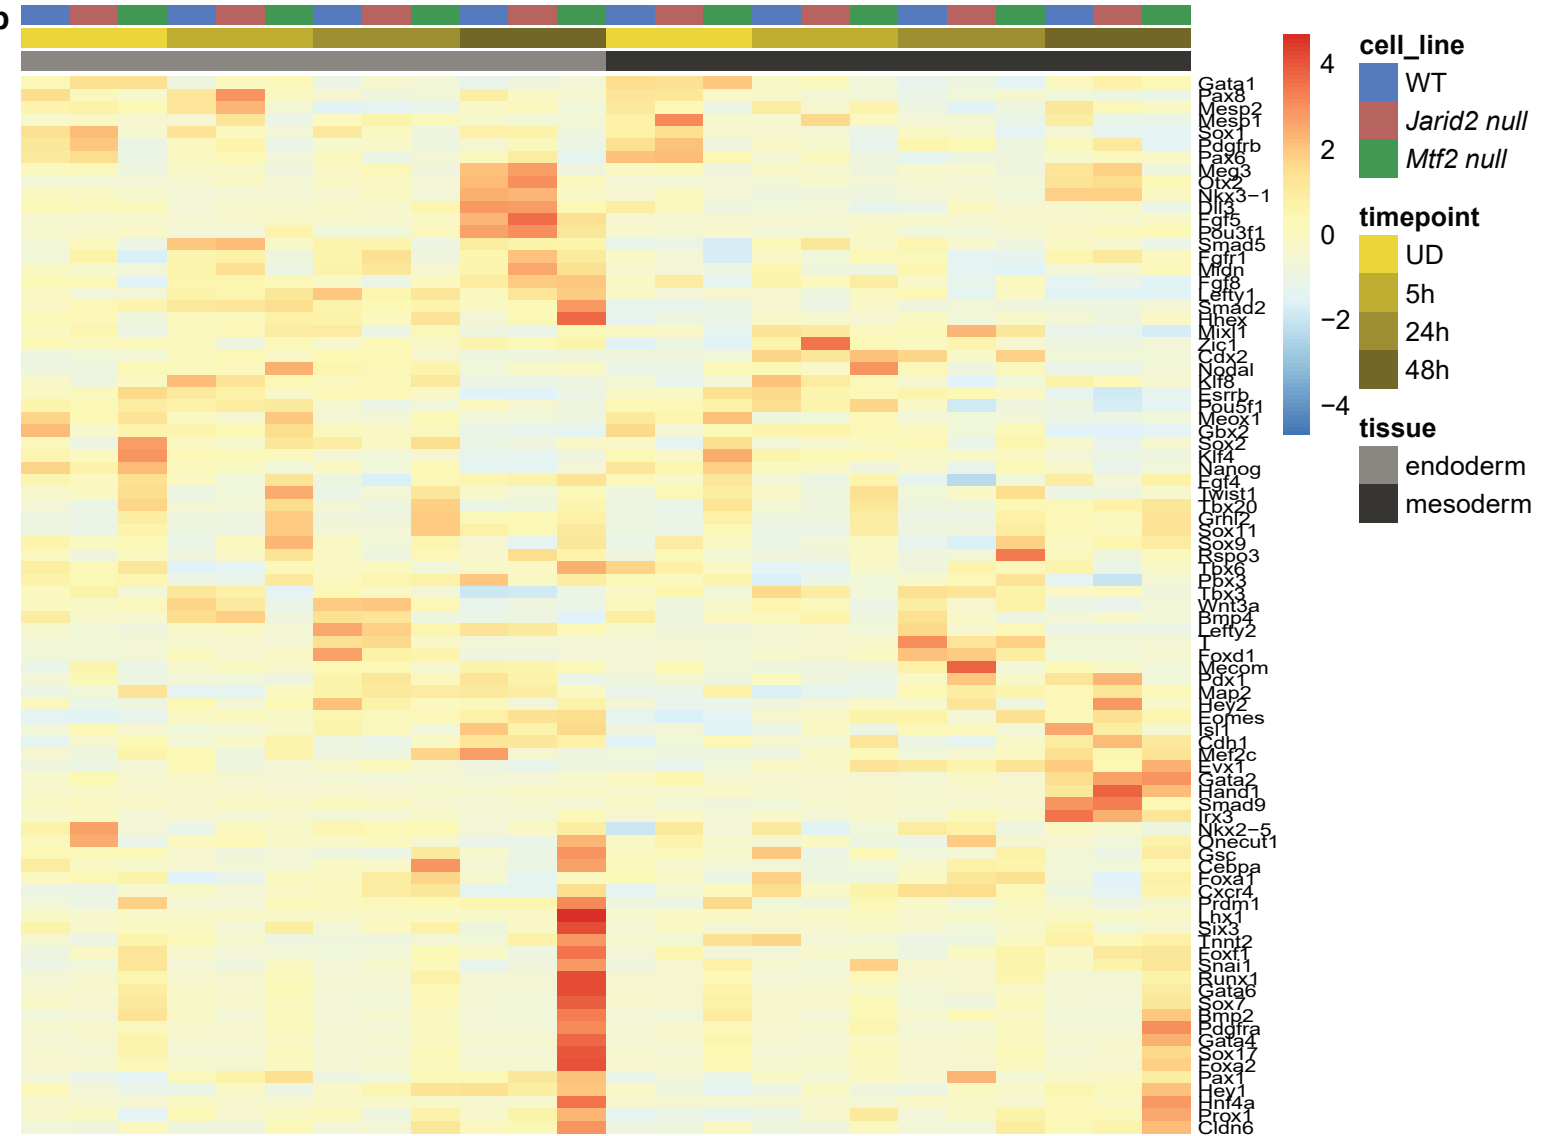

**Supplemental Fig.8 Directed differentiation of Mtf2 and Jarid2 null cells. a**, Lineplots showing the expression of key early developmental factors (normalized counts from bulk-RNA seq) **b**, Heatmap depicting the expression differences of key mesodermal and endodermal gene markers between different differentiation experiments(mesoderm and endoderm) and across different timepoints of differentiation.

# Supplemental Figure 9

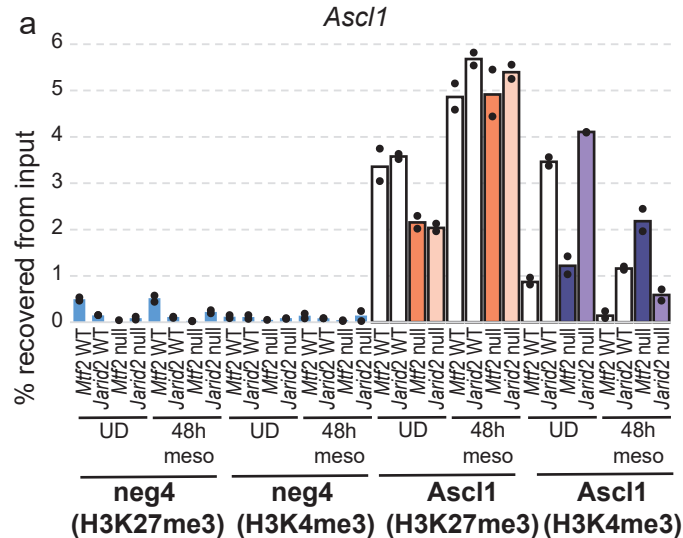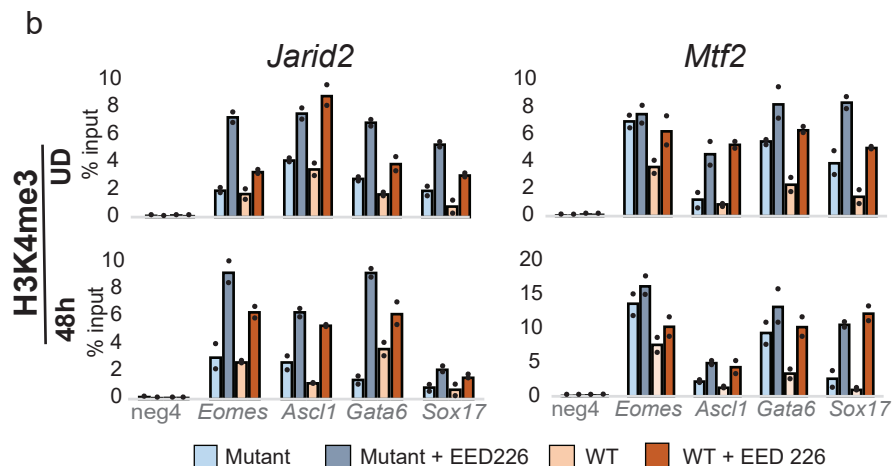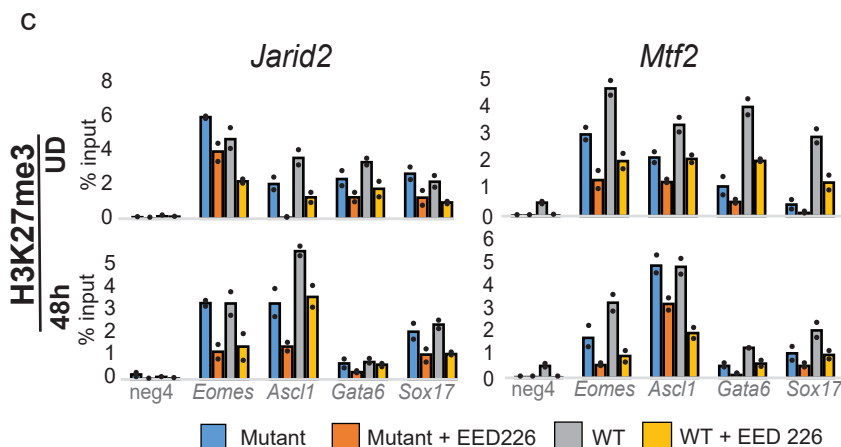

## Supplemental Fig. 9 H3K4me3 and H3K27me3 levels in *Mtf2* null cells during mesoderm differentiation.

**a**, Barplot of % input recovered for H3K27me3 and H3K4me3 ChIP for *Ascl1* done on qPCR. Each bar represents an average of the % input from duplicates, shown in dots. **b**, Barplots showing % of input for activating H3K4me3 ChIP - qPCR performed with additional control of adding chemical inhibitor EED226. Each bar is an average of duplicates from the experiment. **c**, Barplots showing % if input recovered from repressive mark H3K27me3 ChIP qPCR during differentiation and with addition of EED226 inhibitor.

## Supplemental Table 1. Germ layer enrichment analyses

### Cell number in clusters

|                       | Cluster                        | WT  | Mtf2 null | Jarid2 null | Eed null |
|-----------------------|--------------------------------|-----|-----------|-------------|----------|
| Mesodermal            | 4                              | 122 | 159       | 40          | 3        |
|                       | 19                             | 8   | 13        | 22          | 14       |
|                       | 13                             | 0   | 4         | 25          | 197      |
|                       | SUM                            | 130 | 176       | 87          | 214      |
| Endodermal            | 21                             | 9   | 33        | 3           | 2        |
|                       | SUM                            | 9   | 33        | 3           | 2        |
| Ectodermal            | 11                             | 10  | 143       | 86          | 1        |
|                       | 15                             | 18  | 71        | 46          | 1        |
|                       | 1                              | 51  | 167       | 117         | 6        |
|                       | 16                             | 2   | 5         | 4           | 123      |
|                       | SUM                            | 81  | 386       | 253         | 131      |
| Early Differentiating | 5                              | 1   | 63        | 251         | 0        |
|                       | 17                             | 0   | 25        | 100         | 0        |
|                       | 12                             | 208 | 15        | 5           | 0        |
|                       | 7                              | 278 | 9         | 3           | 2        |
|                       | SUM                            | 487 | 112       | 359         | 2        |
| ES and other          | 0, 2, 3, 6, 8, 9, 10, 14,18,20 |     |           |             |          |
|                       | SUM                            | 494 | 636       | 522         | 832      |

### Cell numbers for each genotype per timepoint

|        | WT   | Mtf2 null | Jarid2 null | Eed null |
|--------|------|-----------|-------------|----------|
| Totals | 1201 | 1343      | 1224        | 1181     |
| Day 0  | 340  | 347       | 337         | 340      |
| Day 4  | 331  | 331       | 321         | 320      |
| Day 7  | 316  | 344       | 302         | 319      |
| Day 10 | 214  | 321       | 264         | 202      |

### Summary table

| Totals                                  | WT   | Mtf2 null | Jarid2 null | Eed null |
|-----------------------------------------|------|-----------|-------------|----------|
|                                         | 1201 | 1343      | 1224        | 1181     |
| <b>Mesoderm</b>                         | 130  | 176       | 87          | 214      |
| Fold change against WT                  | 1.00 | 1.21      | 0.66        | 1.67     |
| 2Log fold change                        | 0.00 | 0.28      | -0.61       | 0.74     |
| <b>Endoderm</b>                         | 9    | 33        | 3           | 2        |
| Fold change against WT                  | 1.00 | 3.28      | 0.33        | 0.23     |
| 2Log fold change                        | 0.00 | 1.71      | -1.61       | -2.15    |
| <b>Ectoderm</b>                         | 81   | 386       | 253         | 131      |
| Fold change against WT                  | 1.00 | 4.26      | 3.06        | 1.64     |
| 2Log fold change                        | 0.00 | 2.09      | 1.62        | 0.72     |
| <b>Others (Incl. early precursors)</b>  | 981  | 748       | 881         | 834      |
| Fold change against WT                  | 1.00 | 0.68      | 0.88        | 0.86     |
| 2Log fold change                        | 0.00 | -0.55     | -0.18       | -0.21    |
| <b>Early Differentiating Precursors</b> | 487  | 112       | 359         | 2        |
| Fold change against WT                  | 1.00 | 0.21      | 0.72        | 0.00     |
| 2Log fold change                        | 0.00 | -2.28     | -0.47       | -7.90    |

# Supplementary material for: Loss of PRC2 subunits primes lineage choice during exit of pluripotency
**Source:** Nat Commun. 2021 Nov 30;12:6985. doi: 10.1038/s41467-021-27314-4
**Supplement:** Supplementary file 3 — Description of additional Supplementary File

### **Description of Additional Supplementary data files**

File Name: Supplemental Data 1

Description: Table of PRC2 target genes in mouse embryonic stem cells, as defined by EZH2 binding (ChIP)

File Name: Supplemental Data 2

Description: Gimme Maelstrom derived table of transcription factor motifs that are found to be enriched in the promoter region of differentially expressed genes in WT, Mtf2 and Jarid2 null cells at pluripotent stage. Pclwt and Jm8 refer to the genetically matched wild-type cells of Mtf2 and Jarid2 null cells, respectively.

File Name: Supplemental Data 3

Description: Table containing the validation of predicted transcription factor motifs (from Gimme Maelstrom) against public motif databases such as JASPAR, SELEX and ChIP-seq datasets.

# Supplementary material for: Loss of PRC2 subunits primes lineage choice during exit of pluripotency
**Source:** Nat Commun. 2021 Nov 30;12:6985. doi: 10.1038/s41467-021-27314-4
**Supplement:** Supplementary file 7 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ ☐ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

No software was used to collect data

Data analysis

Sequencing libraries were sequenced on the NextSeq 500 (Illumina).

Single – cell RNA:

Raw reads were mapped and aligned to the mouse genome GRCm38/mm10 database using the Bowtie266 alignment tool. Aligned reads were indexed and the final count table was derived using HTseq67. R package ‘Scater’68 was used for sample filtering and quality check, to remove dropouts (cells with < 5 reads) and cells with too few recovered genes (<500). The data was then analysed using R package ‘Seurat’69 (v3) for batch, read counts and gene counts normalization. In summary, after filtering, we captured the transcriptomes of 1196 WT cells, 1254 Mtf2 null cells, 1196 Jarid2 null cells and 811 Eed null cells. After filtering, technical confounders such as total number of counts and features were also normalized using the ‘LogNormalize’ function with a scale factor of 10,000. Next, feature selection was performed using the ‘vst’ method in Seurat to identify the top 2000 most hypervariable genes (HVGs). Then, the dataset was batch corrected using the linear regression model in built in Seurat to regress out unwanted technical effects of libraries (batches) via scaling. Thereafter, the dataset was subjected to linear dimensional reduction using a Principal Component Analysis of the top 15 principal components (PCs), determined by an elbow plot of the PCs. The cells are then clustered using a shared nearest neighbor (SNN) modularity optimization - based clustering algorithm at a resolution of 2.5 and the 22 different clusters were projected onto a 2-D UMAP for data visualization. Time course trajectory analyses were performed using the package ‘Monocle v2’70. The clusters information from Seurat were imported into Monocle v2 for analyses and the top 2000 HVG detected in Seurat were used to order the cells during pseudotime analyses. All cells were used in combination for the trajectory analyses and no ground states were set for the pseudotime analysis. Actual timepoint information and cluster information were overlaid onto the trajectory plots. Cluster identities were defined by Anatomy ontology71 and correlated with Mouse Cell Atlas33 (MCA) cluster data. The single cell data can be downloaded and viewed in a user interface via the following repository - [https://github.com/chethloh/PRC2\\_singlecelldata](https://github.com/chethloh/PRC2_singlecelldata)

Bulk – RNA

Paired-end Illumina 75-bp sequencing files were mapped to the mouse genome GRCm38/mm10 database using the Bowtie266 alignment tool. Reads were quantified using Salmon72 and the count tables were analysed using DESeq273 (version 1.18.1), using Wald statistics (Log2 fold change > 1, padj value < 0.001) for pairwise comparison and Likelihood Ratio Test statistics (FDR < 0.01) to identify statistically different expression patterns across timepoints. Gene Ontology enrichment analysis was performed with clusterProfiler74 (version 3.6.0). Anatomy ontology enrichment was performed MouseMine web interface71.

#### ChIP-seq analyses

ChIP data for undifferentiated mESCs were generated previously<sup>15</sup>. All fastq files were mapped using bwa (version 0.7.10-r789) and filtered using samtools (version 1.7, flag -F 1024), then normalized for depth of sequencing. Peak-calling was done using MACS2-2.775 (qvalue < 0.0001). Only peaks that were called in both replicates were used downstream. Heatmaps for ChIP-seq were generated using fluff76 (v3.0.2) from bam files using read-depth normalization. Reads Per Kilobase of transcript, per Million mapped reads (RPKM) quantification from two independent replicates were performed using scipy (v 1.1.0). GimmeMaelstrom77 (v 0.14.0) was used for Fig. 5c to identify the transcription factor motifs that are influencing RNA expression dynamics by scanning motifs associated with promoters (+/- 0.5kb from TSS) of a list of differentially regulated genes for both Mtf2 and Jarid2 null cells against their own wild-types at the undifferentiated stage. By default GimmeMaelstrom uses a non-redundant, clustered database of known vertebrate motifs: gimme.vertebrate.v5.0. These motifs come from CIS-BP (<http://cisbp.cbr.utoronto.ca/>) and other sources such as JASPAR, IMAGE, HOMER and Swiss Regulon. DNA shape analysis was performed using the DNashape package<sup>78</sup>.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The Single-cell RNAseq and bulk RNAseq fastq and count matrices have been deposited in the GEO repository under accession code GSE154572 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE154572>). ChIP-seq reads, coverage as genome browser tracks, and peak files have been deposited in the GEO repository under accession code GSE94300. The single cell data can be downloaded and viewed in a user interface via the following repository - [https://github.com/chethloh/PRC2\\_singlecelldata](https://github.com/chethloh/PRC2_singlecelldata)

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For Single-cell studies, we aimed for at least 1200cells per experimental condition to have 95% confidence that our sample will contain at least 5 cells from each of the assumed cell types (10 cell types), and that they can be present at a fraction of 1% of the total population ( <a href="https://satijalab.org/howmanycells/">https://satijalab.org/howmanycells/</a> ). Bulk-RNA seq was conducted with 2 technical replicates per condition. Single-Cell RNA seq was performed on cells derived from pooled 6-well plates of embryoid bodies from different timepoints and conditions. ChIP-seq was performed in two independent replicates, as recommended by the ENCODE ChIP-seq guidelines. |
| Data exclusions | No data was excluded.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Replication     | All ChIPseq and bulk RNA-seq experiments were performed in duplicates. Replicates passing QC were considered successful replication of the experiments. Individual replicates were consistent for the effects reported. Directed differentiation of ESCs were also conducted with 2 technical duplicates per condition. and differentiated were repeated with success for at least two different occasions.                                                                                                                                                                                                                                                                                               |
| Randomization   | Complete randomization is not applicable to our differentiation experiments design. Cells of known genetic backgrounds were compared against their respective wild-type controls, and all treatments were the same between samples.                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Blinding        | Clustering and Pseudotime analyses of single-cell data were performed in an unbiased manner. Complete blinding is not applicable to bulk-rna seq and chip-seq experiments because of the nature of the validation experiments, like qpcr checks which require prior knowledge of which samples we were using to investigate specific gene sets that are associated with them.                                                                                                                                                                                                                                                                                                                             |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used

ChIP was performed using 3 µl per sample of the following antibodies: MTF2 (Aviva System Biology ARP34292, lot QC49692-42166), H3K27me3 (Millipore 07-449, lot 2717675), EZH2 (Diagenode C15410039, lot 003), H3K4me3 (Ab858, lot GR240214-4) and Anti-GATA-2 Antibody (H-6) (Santa Cruz, #sc-515178, 1:500).

Validation

All antibodies were validated for use in mouse and human cells by the manufacturers and are ChIP/IP grade.

## Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)

E14, Mtf2GT/GT ref49, Jarid2<sup>-/-</sup> ref7 and Eed<sup>-/-</sup> ref61, Mtf2WT(Pcl1-3wt) ref20, Eed WT(J1) ref61&63 and Jarid2WT(JM8) ref62. Wild type (WT) cells of Mtf2 null (Pcl1-3 wt ESCs ref 22), Jarid2 null (JM8 ESCs ref63) and Eed null (J1 ESCs refs 62 and 64). We used background-matched wild type (WT) cells of Mtf2 null (Pcl1-3 wt ESCs ref 22), Jarid2 null (JM8 ESCs ref 63) and Eed null (J1 ESCs refs 62,64) for bulk RNA sequencing and ChIP analyses.

Authentication

Mtf2GT/GT were genotyped by PCR as in ref 49, Jarid2<sup>-/-</sup> and Eed<sup>-/-</sup> by WB

Mycoplasma contamination

All lines are routinely tested for mycoplasma contamination

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified cell lines were used

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

*May remain private before publication.*

ChIP-seq reads, coverage as genome browser tracks, and peak files have been deposited in the GEO repository under accession code GSE94300.

Files in database submission

List of all files can be located on GSE94300 database

Genome browser session  
(e.g. [UCSC](#))

Data track hub for UCSC Genome Browser, <http://veenstra.science.ru.nl/trackhubm.htm> and [http://trackhub.science.ru.nl/hubs/mouse\\_veenstra/hub.txt](http://trackhub.science.ru.nl/hubs/mouse_veenstra/hub.txt); spp package, <https://github.com/hms-dbmi/spp>.

## Methodology

Replicates

ChIP-seq was performed in two independent replicates, as recommended by the ENCODE ChIP-seq guidelines.

Sequencing depth

42-bp paired end sequencing was performed. On average 38million QC-passed uniquely mapped reads per ChIP sample were derived.

Antibodies

ChIP was performed using 3µl/sample of the following antibodies: MTF2 (Aviva System Biology ARP34292, lot QC49692-42166), H3K27me3 (Millipore 07-449, lot 2717675), EZH2 (Diagenode C15410039, lot 003), H3K4me3 (Ab8580, lot GR240214-4), JARID2 (Novus Biologicals NB100-2214, Lot E2) and GATA2(H-6, Santa Cruz, #sc-515178).

Peak calling parameters

Base-calling was performed by the Illumina CASAVA software. Reads were aligned to the mouse genome (mm10) using bwa 0.7.10-r789 with default settings. Peaks were called with MACS2-2.7(Zhang et al., 2008) using the --nomodel option and manual shift provided with the --extsize parameter.

## Data quality

The extent of peak shifting was calculated with spp R library (<https://github.com/hms-dbmi/spp>). A q value threshold of 0.001 was applied in all cases and either the --call-summits (MTF2 and EZH2) or the --broad (H3K27me3 and H3K4me3) parameters was used. High-confidence conserved peaks were identified with MAnorm(Shao et al., 2012) allowing a maximum of 1.5 fold change between replicates. Peak summits were defined as the nonoverlapping 100bp region around the summits called by MACS in the high confidence peaks

## Software

Heatmaps of ChIPseq signal were generated using fluff v2.1.0(Georgiou and van Heeringen, 2016). The same analysis pipeline was applied for analysis of published data. Motif search and kmer analysis was performed with GimmeMotif v0.8.6(van Heeringen and Veenstra, 2011) and kmer-SVM v1.0(Lee et al., 2011). Reads Per Kilobase of transcript, per Million mapped reads (RPKM) quantification from two independent replicates were performed using scipy (v 1.1.0).

How the deposited data were processed for this re-analysis (not part of the article)

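Gene expression was measured in mouse embryonic stem cells and their differentiating progeny in 3 experiments. Single cells of WT, Mtf2 null, Jarid2 null, and Eed null embryoid bodies were sequenced at days 0, 4, 7, and 10. Bulk RNA of Mtf2 null, Jarid2 null, and Eed null lines and of their WT lines Pcl1-3 WT, JM8, and J1 was sequenced at days 0, 2, 4, and 7. Bulk RNA of WT, Mtf2 null, and Jarid2 null cells was sequenced undifferentiated and at 5, 24, and 48 h of differentiation toward mesoderm and toward endoderm, with 2 libraries per genotype and time in each series. The authors describe these duplicates as technical, and they were fitted as replicates. Every sample kept the condition of its label, and none was moved by its measured values.

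For the single cells, the deposited values are whole UMI counts of 15830 genes in 4949 cells, after the authors' removal of cells with few genes (the lowest kept cell had 720 genes), with the authors' cluster of each cell. For the bulk embryoid bodies, the deposited values are a signal per gene, the counts that the authors divided by a DESeq2 size factor per column, for 26007 genes in 46 columns. Multiplied by their size factor, 45 columns gave whole reads within 0.02, and 1 column of the day 0 library labelled Mtf2 null, whose factor lies within 0.5% of 1, did not and was not used where reads were needed. The authors list 1 sample per line and day, so the 2 columns of a line and day were averaged on the deposited scale, and their reads were added where reads were needed, which gives 24 samples. For the directed series, the deposited values are estimated counts that the authors made with Salmon, without normalization, of which 74.9% (mesoderm) and 73.1% (endoderm) were whole numbers. They were rounded.

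The directed series were fitted with edgeR 4.0.16 (TMM scaling, quasi-likelihood F test, filterByExpr with a minimum count of 10 and a minimum total of 15) in R 4.3.3, each series across all 24 libraries with 1 mean per genotype and time, and undifferentiated libraries of both series were also fitted together with a term for the series. TMM factors ran from 0.83 to 1.16 in the mesoderm and from 0.85 to 1.11 in the endoderm series, and common dispersions were 0.014 and 0.011. A gene was called at a Benjamini-Hochberg adjusted p under 0.001 and a log2 fold change above 1 in size. Interaction contrasts tested whether a genotype effect changed between undifferentiated cells and 48 h. Standard errors are the absolute log2 fold change divided by the root of the F statistic. Libraries held 9111880 to 16898264 counts. Spiked into simulated libraries of the same size, dispersion, and design, 72.0% of 200 changed genes were recovered with 2 libraries against 2 in the mesoderm series, 80.5% in the endoderm series, and 87.0% with 4 against 4.

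The bulk embryoid bodies were fitted with limma 3.58.1 on log2 CPM values (prior count 2, trend) with the 4 days as a block, for genes with at least 1 CPM in 4 samples, at a Benjamini-Hochberg adjusted p under 0.05. On simulated data, limma recovered 97.5% of 200 changed genes and called 22 of the unchanged genes among 14039 simulated. Day 0 was compared without a test, by a log2 ratio above 2 in size among genes with at least 1 CPM in the higher of the 2 samples. Columns held 3005707 to 22944105 reads, and at the lowest of these a gene at 1 CPM had about 3 reads.

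Single cells were read with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, and scanpy 1.11.5. Shares carry Clopper-Pearson intervals at 95%, which cover counting error only. For cells with a UMI of a gene, cells were thinned to 2500 UMIs with seed 7. Each gene had a group of cells as background, and 113 of 154 pairs of gene and library lay above it. Classes of clusters were the authors', and they were compared between genotypes because no cluster of the mesodermal, endodermal, or ectodermal class had more marker genes of another class than of its own among its top 10 genes, by short marker lists fixed before the data were examined. Of those lists only clusters 4 and 21 had any of their own, 1 and 3, and other lineage genes led some of the other clusters. Clusters 1, 11, 13, 15, 16, and 19 had 0 genes of their own and 0 of another class. The check therefore cannot speak for the class of those clusters. Diffusion pseudotime was computed for WT, Mtf2 null, and Jarid2 null cells.

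Genes were named by a rule set beforehand: every gene the paper names for a measurement in its results text, legends, or panels of Figs. 1, 2, 3, 5d, and 6b and Supplemental Figs. 2, 3, 5, and 8a, the 3 targeted genes, and for each comparison the 3 genes with the largest absolute log2 fold change in each direction among those past the threshold, changed the same way in every replicate against every control replicate, and with a mean of at least 5 CPM in the higher group. Line marker genes outside this rule were chosen after their values were seen.

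The alternatives tried were DESeq2 1.42.0, scaling by RLE, no filter on low counts, other limits on the log2 fold change, other prior counts, a block for the replicate number, fits to the compared libraries alone, leaving out each library or day, other pools of cells, and other settings of the pseudotime. The binding of proteins to chromatin was not read, since no such values were among the processed files. The overlap of called genes with the paper's list of bound genes was left out, as that list was held only in part. A pseudotime with Eed null cells was not run. Overlaps between the Mtf2 null and Jarid2 null calls were left out, because both share the same WT libraries.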

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

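The tests of depth for Eed, of line origin for Olig2 and Hprt, and of library batches for mt-Rnr1 and 3 other genes were chosen only after the results were seen.

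In 1 of the 4 undifferentiated libraries labelled Jarid2 null, endoderm replicate 1, Eed stood far from the other 3. Its gap to the nearest library was 0.903 of the range of the 4, above the 95% limit of Dixon's test, which chance passes in about 1 in 20 groups. Of the 21 groups tested it was the only 1 to pass, about the number that chance gives, so it is no finding by itself. The shift itself was 0.10 on the log2 scale. The 739 genes within 0.5 of the log2 level of Eed had a median shift of 0.09 in the same library, and 45.2% of them shifted at least as much. The shift was thus shared by genes at this level and was not particular to Eed, the median shift of 0.09 being the value that was tested. Whether library size or depth caused it cannot be told. The levels were already scaled to library size, and genes at other levels were not read. No biological explanation was tested, since the design gives none for a single library.

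The effect of the genotype changed between undifferentiated cells and 48 h. For Mtf2 null against WT libraries the interaction called 497 genes in mesoderm and 1010 in endoderm differentiation. Scaling by RLE gave 505 and 1019, and DESeq2 gave 1055 in endoderm. The counts rest in part on single libraries. In mesoderm they were 211 and 225 without Mtf2 null undifferentiated replicate 1 and 48 h replicate 1, and 317 without either of Mtf2 null 48 h replicate 2 and WT undifferentiated replicate 2. In endoderm they were 646 without Mtf2 null undifferentiated replicate 1 and 657 without WT 48 h replicate 2. Median library totals differed between WT and Mtf2 null libraries of the endoderm series, 11266962 against 13394020. The transcripts mt-Rnr1, mt-Rnr2, Gm15564, and Mir6236 were higher in the WT libraries of the endoderm series. The median of mt-Rnr1 was 175 CPM there, against 3.47 CPM in the WT libraries of the mesoderm series. It lay between 150 and 237 CPM in all 8 of the endoderm WT libraries. A batch shared by WT libraries at all times drops out of the interaction, so these values cannot tell whether a batch adds to the endoderm count. A different response of the Mtf2 null line to differentiation, whether from the loss of Mtf2 or from another origin of the line, stays open, because each genotype was 1 line.

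For the libraries labelled Jarid2 null against WT libraries the interaction called 10 genes in mesoderm and 99 in endoderm differentiation. DESeq2 gave 58 and 206. Single libraries moved both. In mesoderm, 85 genes were called without WT 48 h replicate 1, 5 without WT undifferentiated replicate 1, 2 without WT 48 h replicate 2, 4 without the 48 h library labelled Jarid2 null replicate 2, and 2 and 5 without the undifferentiated libraries labelled Jarid2 null replicates 1 and 2. In endoderm, 204 and 28 were called without WT 48 h replicates 1 and 2, 50 and 51 without WT undifferentiated replicates 1 and 2, 61 and 28 without the 48 h libraries labelled Jarid2 null replicates 1 and 2, and 19 without the undifferentiated library labelled Jarid2 null replicate 1. A batch shared by the WT libraries of the endoderm series at all times would drop out of this interaction too, so mt-Rnr1 cannot decide its part. The Jarid2 transcript was close to the WT level in these libraries, so a change could not be tied to the loss of Jarid2.

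Olig2 and Hprt, which the paper does not discuss, were higher in undifferentiated Mtf2 null than in WT libraries of the mesoderm series, at 15.6 against 0.0492 CPM for Olig2 and 79.2 against 0.409 CPM for Hprt. In the bulk embryoid bodies Olig2 was at 5.47 CPM in Pcl1-3 WT cells at day 0, in which Mtf2 is intact, and Hprt at 119 CPM. An origin of the Mtf2 null line other than that of the directed WT line may therefore explain these genes without the loss of Mtf2. Whether the loss of Mtf2 adds to the Olig2 level was not tested.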

How the results depend on the processing

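The tests with the columns of a line as replicates at day 0, the edgeR fit across days with TMM scaling, and the sums of same-numbered undifferentiated libraries were chosen only after the results were seen. The other choices were made before the data were examined: 206 combinations of a result and an alternative, to which 17 were added. Counts beyond 1.5 times the reported count are given by alternative, and unless stated the cause was not tested. Counts for the label Jarid2 null rest on that label.

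With a log2 limit of 2, which takes fewer genes by construction, Mtf2 null against WT libraries gave 793, 585, 513, and 6.1e+02 genes in mesoderm (undifferentiated, 5, 24, and 48 h) and 134 for the interaction, 858, 650, 619, 927, and 333 in endoderm, and 907 in the undifferentiated libraries of both series. The libraries labelled Jarid2 null gave 6 (undifferentiated), 34 (24 h), 2 (48 h), and 4 (interaction) in mesoderm, 21 (undifferentiated), 6 (48 h), and 30 (interaction) in endoderm, and 21 in both series.

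With DESeq2 the libraries labelled Jarid2 null gave 108 genes (undifferentiated), 10 (5 h), and 58 (interaction) in mesoderm, and 53 (48 h) and 206 (interaction) in endoderm. Across the days of the embryoid bodies DESeq2 on recovered reads gave 2326 for the label Mtf2 null and 2587 for the label Eed null, and edgeR with TMM scaling gave 978 for the label Eed null.

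Without the filter on low counts the libraries labelled Jarid2 null gave 247, 175, 736, and 147 genes and 241 for the interaction in mesoderm, 300, 64, 74, 166, and 408 in endoderm, and 364 in both series together. The Mtf2 null interaction gave 1035 genes in mesoderm and 1522 in endoderm. Across the days of the embryoid bodies the labels Mtf2 null, Jarid2 null, and Eed null gave 587, 1375, and 783.

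Fits to the 4 compared libraries alone, with fewer libraries to estimate the spread, gave 2 (5 h), 8 (24 h), and 0 (48 h) genes for the libraries labelled Jarid2 null in mesoderm, and 72 (undifferentiated), 13 (5 h), and 10 (48 h) in endoderm. Adding up same-numbered undifferentiated libraries of the 2 series gave 85 genes for the label Jarid2 null, of which 34 were higher, against 98 of 191.

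At day 0 of the embryoid bodies, a log2 limit of 1 gave 3388, 2195, and 3819 genes for the libraries labelled Mtf2 null, Jarid2 null, and Eed null and 1442 between the WT lines, and 77.9% of the genes were higher for the label Jarid2 null against 90.7%. A prior count of 5 gave 520, 295, 468, and 124, and a prior count of 0.5 gave 366 between the WT lines. With columns as replicates, which measure no spread between cultures, and with 1 column each for the label Eed null and J1, so that the spread there came from the other lines, DESeq2 gave 441, 302, 201, and 129, edgeR 392 for the label Eed null, and limma 323 for the label Eed null and 149 between the WT lines. Leaving out the block for the day gave 241, 142, and 17 genes across days, with the share of higher genes at 78.2% and 35.3% for the labels Jarid2 null and Eed null.

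Scaling by RLE moved every count of the directed series by less than 1.5 times, and the median of all genes by at most 0.034 on the log2 scale. It moved the share of higher genes at 5 h in endoderm for the label Jarid2 null from 14.3% to 25%, on 7 and 8 genes.

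Taking the mean of the daily shares gave mesodermal shares of 13.9% in WT, 13.3% in Mtf2 null, and 24.9% in Eed null cells, which turned the log2 ratio for Mtf2 null cells from 0.28 to -0.06. Without day 0 cells, which hold few class cells, the mesodermal shares were 15.1%, 17.6%, 9.81%, and 25.4% in WT, Mtf2 null, Jarid2 null, and Eed null cells and the ectodermal shares 9.29%, 37.7%, 27.2%, and 15.6%. Without clusters 13 and 16, which hold most of the Eed null class cells, the Jarid2 null mesodermal share was 5.07% (log2 ratio -1.10), and the Eed null mesodermal and ectodermal shares were 1.44% and 0.677%, with log2 ratios that turned to -2.91 and -3.28. With thinned cells the shares past the median pseudotime at day 7 were 79.2% in WT and 94.3% in Mtf2 null cells.

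Of 794 results for named genes, 217 lost their side of the threshold in at least 1 alternative and 1 reversed. The pseudogene Gm14681 at day 0 went from 0.10 to -8.05 on the log2 scale in the library labelled Mtf2 null with edgeR on recovered reads, because the column with its reads allowed no recovery.

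Leaving out 1 library at a time assumes that a lone library varies like the other groups. It gave, in mesoderm, 1506 to 1927, 954 to 996, 692 to 749, and 876 to 1140 genes for Mtf2 null and 5 to 50, 0 to 1, 27 to 497, and 10 to 23 for the libraries labelled Jarid2 null (undifferentiated, 5, 24, and 48 h), and 211 to 494 and 2 to 85 for the interactions. In endoderm it gave 1592 to 1993, 1069 to 1126, 895 to 956, and 1542 to 1939, then 52 to 144, 6 to 6, 6 to 8, and 6 to 114, and 646 to 1135 and 19 to 204 for the interactions. For both series together it gave 2195 to 2437 and 139 to 185. Leaving out 1 day of the embryoid bodies gave 321 to 1121, 445 to 1982, and 7 to 317 for the labels Mtf2 null, Jarid2 null, and Eed null.

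With the replicate number as a block, Mtf2 null against WT libraries gave 2017, 1357, 1020, 1210, and 463 genes in mesoderm and 2123, 1473, 1258, 2032, and 1038 in endoderm, and no count for the label Jarid2 null moved beyond 1.5 times. Over 66 pairs of groups within a series the median correlation of same-numbered residuals was 0.01, so the numbers were not taken to pair the libraries. In the separate fit to the undifferentiated libraries of both series, WT libraries and those labelled Jarid2 null gave 0.32 in mesoderm and 0.26 in endoderm, and Mtf2 null with WT libraries -0.19 and -0.03. No paired analysis was possible because of 1 sample per line or genotype at day 0 of the embryoid bodies and in the single cells. At day 0 of the embryoid bodies the alternatives of DESeq2 on samples, a replicate block, leaving out a replicate, and a fit to the compared lines alone were not run, since there was 1 sample per line. Depth limits genes of few counts: in undifferentiated directed libraries Gata3 had 2 to 12, Irx4 0 to 8, Irx3 1 to 21, and Bmp2 0 to 24 counts.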

Differences from the paper's values

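For genes past the limits at day 0 in the library labelled Mtf2 null, the paper's count was 559 and the re-derived one 888. Of the alternatives set before the data were examined, a prior count of 5 gave 520, within 1.5 times the paper's count, while no filter on low counts gave 888, a log2 limit of 1 gave 3388, RLE scaling 885, and a prior count of 0.5 1240. For the genes higher in that library, the paper's count was 529 and the re-derived one 343. RLE scaling gave 357 and a prior count of 0.5 gave 442, within 1.5 times, while no filter gave 343, a log2 limit of 1 gave 1466, and a prior count of 5 gave 233. For the genes higher in the library labelled Jarid2 null, the paper's count was 314 and the re-derived one 553. A prior count of 5 gave 272, within 1.5 times, while no filter gave 553, a log2 limit of 1 gave 1709, RLE scaling 527, and a prior count of 0.5 804.

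Other settings that came within 1.5 times the paper's counts were chosen after seeing the values. With columns as replicates, edgeR, DESeq2, and limma gave 735, 441, and 751 genes for the label Mtf2 null, where edgeR and DESeq2 used 1 column of that label, and DESeq2 and limma gave 282 and 411 higher genes for the label Jarid2 null. Each day 0 library was also set against the other WT line. The library labelled Mtf2 null then had 775 genes past the limits, 414 of them higher, and the library labelled Jarid2 null 519, 410 of them higher. The paper's counts for Jarid2 null, 860 with 314 higher, lie within 1.5 times those of the library labelled Mtf2 null against the other WT line, and its counts for Mtf2 null, 559 with 529 higher, within 1.5 times those of the library labelled Jarid2 null. Against its own WT line the library labelled Mtf2 null had 888 genes with 343 higher, close to the paper's counts for Jarid2 null, and the library labelled Jarid2 null had 610 with 553 higher, close to the paper's counts for Mtf2 null. How many of the paper's own genes these settings drop is open, since its gene lists for day 0 were not at hand. The paper's counts of genes for Jarid2 null, of kept cells, and of captured cells, and the class ratios in its supplement, lay within the same limits of the re-derived ones.

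The paper's counts asked an adjusted p as well, while the re-derived ones carry no test, as each line had 1 sample at day 0.

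The paper assigns cluster 8 to Mtf2 null and cluster 0 to Jarid2 null cells, while cluster 8 held 250 Jarid2 null and 15 Mtf2 null cells and cluster 0 held 334 Mtf2 null and 48 Jarid2 null cells. In 1 sentence it gives cluster 12 to Mtf2 null and cluster 17 to WT embryoid bodies, while cluster 12 held 208 WT and 15 Mtf2 null cells and cluster 17 held 100 Jarid2 null, 25 Mtf2 null, and 0 WT cells. Elsewhere the paper calls cluster 12 a WT and cluster 17 a Jarid2 null cluster, as these counts do.

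The paper describes a progressive rise of Bmp2 in WT cells during differentiation, while its log2 fold changes in mesoderm were 1.22, 0.97, and -0.31, on 1 to 5 counts per library.

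Of the genes of Fig. 5d that the paper gives as raised in Mtf2 null cells, Gli3, Gata2, Gata3, Irx4, Irx3, Wnt7b, and Tgfb2 had negative day 0 log2 ratios in the library labelled Mtf2 null, of -0.72, -0.33, -1.82, -0.40, -0.77, -1.96, and -0.40, while Pax8, Nkx2-5, and Bmp2 had 0.19, 0.47, and 1.15. In the day 0 library labelled Jarid2 null Gata2, Tgfb2, Wnt7b, Gata3, and Bmp2 had 4.00, 2.67, 2.14, 2.00, and 3.25. In undifferentiated directed libraries Wnt7b, Bmp2, and Gli3 were higher in Mtf2 null cells, with log2 fold changes of 4.23, 3.23, and 0.78, while Gata2 had -0.81 and Pax8 -1.33.

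The paper states a slower decline of Nanog and Esrrb in Jarid2 null embryoid bodies, while both were lower in bulk at day 7 in the library labelled Jarid2 null than in JM8 cells, at 84.4 against 262 and 64.4 against 157 CPM. The bulk libraries with that label at days 2, 4, and 7 lacked the Hprt level of single Jarid2 null cells. Their values may therefore not speak for Jarid2 null cells. The thinned single cells went the paper's way for both genes at day 10 and for Esrrb at day 4. At day 7 for both genes, and at day 4 for Nanog, the counting intervals of the genotypes overlapped. Jarid2 null and WT cells had an Esrrb UMI in 25.9% against 15% at day 4, 12.8% against 9.15% at day 7, and 16.1% against 4.19% at day 10. They had a Nanog UMI in 26.9% against 25.8% at day 4, 36.4% against 31.3% at day 7, and 30.5% against 9.95% at day 10, from 1 library each. The paper reports germ cell markers in Jarid2 null cells, while the bulk log2 fold change of Dppa3 across days was -3.33 for the label Jarid2 null, a value that no longer passes the threshold without day 2 (-2.68), day 4 (-3.09), or day 7 (-3.21). In thinned single cells Dppa3 went the paper's way, with a UMI in 24.8% of Jarid2 null against 10.8% of WT cells at day 0, 17.9% against 9.76% at day 4, 18.6% against 9.15% at day 7, and 23.8% against 5.76% at day 10. It reports stronger induction of Eomes and Mixl1 in Mtf2 null than in Jarid2 null embryoid bodies, while the log2 fold changes over the WT lines of each mutant across days were 0.38 and 0.60 for the label Mtf2 null and 1.14 and 0.94 for the label Jarid2 null, none of them past the limma threshold. The paper's p-values for T and Foxa2 in Fig. 3 took cells as replicates, while the shares here come from 1 library per genotype and day and carry no p-value.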

Other observations

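The tests of the labels, of a culture shared by both directed series, of line origin from pseudogenes, and of library batches were chosen only after the results were seen.

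The labels of the day 0 embryoid body libraries stand apart from those of later days. Of 163 genes that parted the libraries labelled Mtf2 null and Jarid2 null by a log2 ratio above 2 at each of days 2, 4, and 7, 160 differed by more than 1 the other way at day 0, and 1 went the same way. In the 6 pairs of lines with neither label 98.1% to 100% of such genes kept their direction at day 0, in the 8 pairs with 1 of the labels 50.0% to 89.1% did, and 76 of 76 did between JM8 and Pcl1-3 WT. When the genes had to be apart at days 0, 4, and 7 instead, 3 were found and 0 of them kept their direction at day 2. Hprt was at 0.172 CPM in the day 0 library labelled Mtf2 null and at 153, 78.4, and 48.6 CPM at its later days, and at 106 CPM and then 0.454, 0.541, and 0.0736 CPM in the libraries labelled Jarid2 null. Ftl2-ps was at 382 and then 1.94, 7.69, and 3.07 CPM, and at 2.52 and then 377, 290, and 246 CPM. Both genes were chosen after their values were seen. An exchange of the labels Mtf2 null and Jarid2 null at day 0 is a candidate explanation, since each of these libraries carries at day 0 the marker levels that the other label has later. It would not settle which libraries are Jarid2 null. Single Jarid2 null cells at day 0 had Hprt at 653 and Eif2s3y at 4.98 UMI CPM. After an exchange, the Jarid2 null libraries would have Eif2s3y at 69.6, 68.3, 93.3, and 86.6 CPM at days 0, 2, 4, and 7. Their Hprt would be at 0.172, 0.454, 0.541, and 0.0736 CPM. The labels were kept as deposited.

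In the directed series, the libraries labelled Jarid2 null had Jarid2 near the WT level, at 317 and 313 CPM undifferentiated against 418 and 409 CPM in WT libraries of the mesoderm and endoderm series, while Mtf2 null libraries had 1020 and 944 CPM. Of 167 genes that parted Mtf2 null from WT libraries by a log2 fold change above 5 in the mesoderm series, 165 lay on the side of WT in the libraries labelled Jarid2 null of the endoderm series. In the single cells, Hprt was at 653 UMI CPM in Jarid2 null cells and 3.35 in WT cells at day 0, and Eif2s3y at 4.98 and 130. In undifferentiated libraries of the mesoderm series, Hprt was at 0.336 CPM in the libraries labelled Jarid2 null and 0.409 CPM in WT libraries, and Eif2s3y at 60.5 and 68.1 CPM. The directed libraries labelled Jarid2 null thus share these line markers with WT libraries, and a mislabelled set of libraries may explain it. A Jarid2 null line made in the WT background, with its transcript largely intact, stays open.

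Same-numbered undifferentiated libraries of the 2 directed series differed by at most 2.38 times the sampling noise, against at least 2.50 times for the 2 libraries of a genotype within a series. A single culture used for both series is a likely reason. The 2043 of 2044 genes called for Mtf2 null in mesoderm with the same direction in endoderm, and 68 of 68 for the label Jarid2 null, therefore give no independent repeat, and an effect of 1 set of cultures cannot be told apart from one of the genotype, because the libraries may share their cells. In the bulk embryoid bodies at day 0, 33.4% of 1832 of the Mtf2 null genes had the same direction in the library labelled Mtf2 null against Pcl1-3 WT cells and 50.3% of 1819 in the library labelled Jarid2 null against JM8 cells. For the 2 columns of JM8, Pcl1-3 WT, and the label Jarid2 null at day 0, the highest difference was 1.13 times the sampling noise, which is consistent with 1 library sequenced in 2 runs. The columns of the label Mtf2 null were not compared, as 1 of them allowed no recovery of reads.

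Only 1 of 35 splits of the 8 undifferentiated Mtf2 null and WT libraries, the real one, gave as many called genes, and 1 of 35 for the libraries labelled Jarid2 null. The share of 0.029 is the smallest that 35 splits can give, even if the 8 libraries are independent. Every other split mixes the genotypes within its groups, which widens their spread, so few calls there follow from the design. The test therefore cannot exclude chance. The possibly shared cultures leave only 3 splits that keep same-numbered libraries together. The independence of the libraries is open as well, since the authors describe the directed duplicates as technical. Across the days of the embryoid bodies 1 of 8 splits, the real one, gave as many genes for each of the labels Mtf2 null, Jarid2 null, and Eed null, and with 8 splits chance cannot be excluded.

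A gain or loss of a whole chromosome was tested as a source of the undifferentiated differences. The largest median shift of a chromosome was -0.25 (chromosome 8) for Mtf2 null and -0.07 (chromosome 14) for the label Jarid2 null, and without those chromosomes 2266 of 2440 and 178 of 188 called genes were left, so such an event is unlikely to be the cause.

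The origin of the lines may account for part of the day 0, across-day, and Mtf2 null calls. It may also add to differences between WT and mutant single cells. At day 0 these had Hprt at 3.35 UMI CPM in WT and 618, 653, and 537 in Mtf2 null, Jarid2 null, and Eed null cells. The WT lines JM8 and Pcl1-3 WT parted at 228 genes at day 0, and mutant and WT differ in line as well as in genotype, so line origin cannot be told apart from genotype for single genes there. The same holds across days, as Hprt was at 0.454 CPM in the day 2 library labelled Jarid2 null and 163 CPM in JM8 cells, and Eif2s3y at 68.3 and 3.4 CPM. Among the 174 genes called in undifferentiated Mtf2 null cells with a log2 fold change above 5, 59.2% were pseudogenes, against 8.5% of called and 4.6% of tested genes. Line origin and genotype cannot be told apart for the higher number of Mtf2 null than Jarid2 null calls either, because the libraries labelled Jarid2 null resemble the WT line.

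Genes induced in WT libraries by 48 h were higher in undifferentiated Mtf2 null cells, and the choice of genes from the WT libraries that also served as the control might produce this. Chosen from the libraries labelled Jarid2 null instead, 898 such genes had a median log2 fold change of 0.76 in undifferentiated cells of the mesoderm series, against 0.90, so that choice is unlikely to be the whole cause. The higher median stays a hypothesis, since line origin is open.

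Depth might explain the pseudotime difference between Mtf2 null and Jarid2 null cells at day 7. With all cells thinned to the same number of UMIs, the shares past the median were 94.3% and 58.1%, so depth is unlikely to be the cause of that order. At day 0, in contrast, the shares of 66.9% and 42.7% dropped to 1.18% and 2.61%.

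The transcripts mt-Rnr1, mt-Rnr2, Gm15564, and Mir6236 were higher in WT than in other libraries of the endoderm series. The median of mt-Rnr1 was 175 CPM in those WT libraries, 11.7 CPM in Mtf2 null libraries, 2.23 CPM in the libraries labelled Jarid2 null, and 3.47 CPM in WT libraries of the mesoderm series, so a difference between library batches is a likely explanation. In undifferentiated libraries of both series Gata2, Wnt7b, and Nanog were not called in the libraries labelled Jarid2 null, with log2 fold changes of 1.52, 1.11, and -0.46. Lefty1 had a log2 fold change of -3.84 (standard error 0.33) at 24 h of mesoderm differentiation in the libraries labelled Jarid2 null.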
